# Glioblastoma disrupts cortical network activity at multiple spatial and temporal scales

**DOI:** 10.1038/s41467-024-48757-5

**Published:** 2024-05-27

**Authors:** Jochen Meyer, Kwanha Yu, Estefania Luna-Figueroa, Benjamin Deneen, Jeffrey Noebels

**Keywords:** Cancer in the nervous system, CNS cancer, Astrocyte, Cancer microenvironment, CNS cancer

## Abstract

The emergence of glioblastoma in cortical tissue initiates early and persistent neural hyperexcitability with signs ranging from mild cognitive impairment to convulsive seizures. The influence of peritumoral synaptic density, expansion dynamics, and spatial contours of excess glutamate upon higher order neuronal network modularity is unknown. We combined cellular and widefield imaging of calcium and glutamate fluorescent reporters in two glioblastoma mouse models with distinct synaptic microenvironments and infiltration profiles. Functional metrics of neural ensembles are dysregulated during tumor invasion depending on the stage of malignant progression and tumor cell proximity. Neural activity is differentially modulated during periods of accelerated and inhibited tumor expansion. Abnormal glutamate accumulation precedes and outpaces the spatial extent of baseline neuronal calcium signaling, indicating these processes are uncoupled in tumor cortex. Distinctive excitability homeostasis patterns and functional connectivity of local and remote neuronal populations support the promise of precision genetic diagnosis and management of this devastating brain disease.

## Abstract (web summary)

The precise onset, temporal progression and spatial extent of neuron-tumor crosstalk in brain with Glioblastoma (GBM) are not fully understood. Here authors, using a genetic GBM mouse model, show widespread glutamate accumulation, chronic neural activity disruption between cells and brain areas, depending on tumor expansion rate and genotype with altered tumor and neural activity dynamics when adding glypican6.

## Introduction

Glioblastoma (GBM), the most aggressive form of brain cancer, exploits the complex interplay between neurons and glia to create a microenvironment favorable for its own expansion yet hostile to network excitability homeostasis, impeding efforts to achieve long-term clinical remission. Nearly 60% of GBM cases present with seizures and develop pharmacoresistant tumor-related epilepsy (TRE), substantially reducing the quality of life despite tumor resection^1–3^. At the leading edge, a complex sequence of molecular, cellular, and synaptic remodeling in the tumor microenvironment (TME)^4–6^ with early loss and impairment of interneurons^7–9^ promotes epileptogenesis and impairs cognitive processes. Distinguishing between healthy and epileptic tissue during tumor resection, as well as defining whether network hyperexcitability in areas more distant than 1 mm from the tumor margin is recruited and how this remodeling can be suppressed to regain healthy cortical function remain major treatment challenges.

Recent work has demonstrated that GBM progression can unfold nonlinearly over time^10^ and is intimately interconnected with TRE in a multifactorial fashion^6,11–15^. GBM preferentially kills or dysregulates inhibitory interneurons^16^ and modifies synaptogenesis^4,6,8,17,18^ in a tumor driver gene-dependent manner^19^. We previously showed in an immunocompetent murine model that GBM causes a gradual increase of electrographic cortical hyperexcitability coinciding with a reproducible pattern of peritumoral neuronal cell death, particularly in fast-spiking parvalbumin-positive (PV+) interneurons, degradation of perineuronal nets with widespread microglial activation and waves of spreading cortical depolarization that precede the onset of seizures, all providing evidence of this excitotoxicity^8^. Similar pathology and GBM-induced changes in neurovascular coupling and neural activity dysregulation using human glioma cells implanted in mouse cortex offer additional evidence that improved understanding of malignant progression in diverse tumor subtypes will enable novel therapeutic opportunities^9,11,12,20^. With the advent of precision genetic profiling of human GBM^21^, correlating the heterogeneity and pace of ambient pathophysiology with the tumor’s molecular profile may translate into improved individualized management of GBM cortical comorbidity.

GBM corrupts the synaptic microenvironment to facilitate its spread, and peritumoral glutamate is a well-established candidate mechanism underlying GBM hyperexcitability^22–24^. Excess glutamate release is an expected feature of a synaptic network with an elevated E/I ratio; however, the precise onset, temporal progression, and spatial extent of neuron-tumor crosstalk, i.e., feedback interactions between tumor cells and neurons, relative to local and distant synaptic activity, and its variation among different tumor types, has never been determined. To address this variability, we compared a previously reported in utero electroporation (IUE) model of glioma (henceforth referred to as 3xCR)^4,8,19^ with tumors that included IUE addition of GPC6, a glypican family member of glial-secreted factors that promote synaptogenesis^25,26^. GPC6 was specifically linked with the formation of excitatory synapses. Moreover, recent studies demonstrate that other glypican family members can promote glioma growth, reduced survival, and TRE^19,27^. We combined chronic cortical imaging of peritumoral neural activity using calcium and glutamate reporters over a prolonged 3-month period of tumor expansion in awake mice. Simultaneously recorded EEG, locomotion, whisker, and eye movements allowed us to control the behavioral and attentional state of the animals during imaging. We analyzed peritumoral activity both mesoscopically at low spatial magnification/high temporal resolution covering both hemispheres, and at high magnification (two-photon excitation microscopy) in the same animals to pinpoint the distance of individual neurons from tumor cells at the leading edge. For cellular-resolution imaging, we focused on glutamatergic neurons, because, in our model, there was disproportionally more cell death in some GABAergic cell types near the tumor edge^8^. Our data reveal a nonlinear sequence of changes in functional network connectivity over time, a clear genetic dissociation between the speed of tumor invasion, and a strong correlation between accelerated local cortical tumor expansion and neuronal activity gradients along distance from the tumor margin. Spatially and temporally aberrant glutamate accumulation surpassed and outpaced the dynamics of neuronal calcium levels, providing pioneering evidence that these processes are not tightly coupled.

## Results

### Tumors with and without GPC6 generate distinct cortical infiltration dynamics

Our previous studies demonstrated how tumor intrinsic factors influence the local neighboring neurons and the larger synaptic network at critical stages of tumor hyperexcitability^4,8,19,28,29^. In an effort to gain more granular insights into these dynamics, we developed a multi-metric, longitudinal imaging assay system for prolonged, regular monitoring of tumorigenesis, as shown in Fig. 1.

**Fig. 1:**
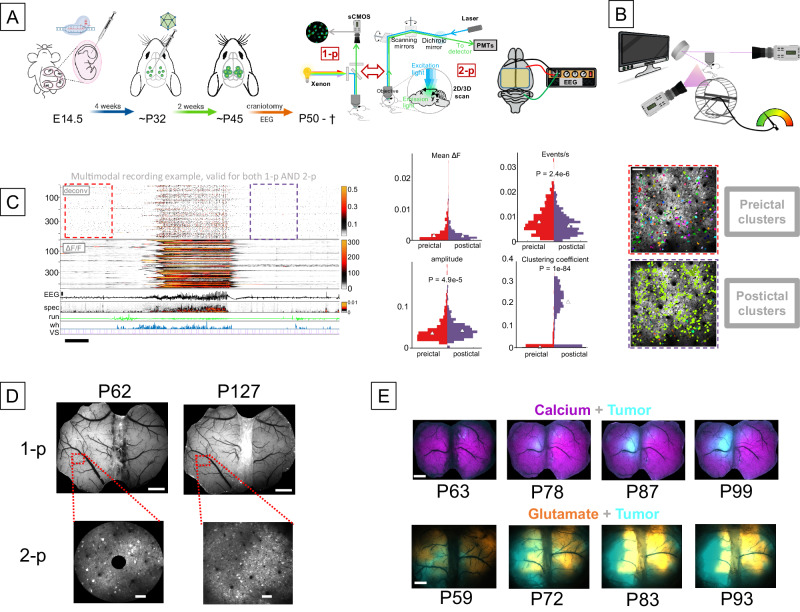
Integration of an IUE murine GBM model with multimodal recordings of cellular, widefield fluorescence, and behavioral parameters. **A** Schematic illustration of experimental design. IUEs are performed on E14.5 mouse embryos. At 1 month of age, AAV viruses are injected intracortically. After 2 weeks, a bilateral ~7 × 5 mm cranial window and two-channel EEG electrodes were installed on the mouse’s cranium. **B** Schematic illustration of multimodal monitoring of the animal’s behavioral state: Running wheel velocity, pupil and eye movements, and whisking/frontal body movements were recorded. An LCD monitor was used to display visual stimuli. **C** Time series raster plot of representative two-photon imaging recording showing baseline (red dotted box), seizure, and postictal activity (black dotted box). Traces show ΔF/F calcium activity, EEG voltage, and mouse behavior illustrated in (**B**). Scale = 10 s. Violin plots display distributions of deconvolved activity metrics extracted from 150 s of the baseline (red dashed rectangle), and 150 s of postictal (purple dashed rectangle) periods. White triangles = median. Statistical significance between pre- and postictal periods was computed using the Wilcoxon rank-sum test, *n* = 432 neurons. Not significant for mean DF. Preictal and postictal clusters shown to the right were computed from the same recordings. Neurons belonging to the same cluster share the same color. Scale = 0.1 mm. **D** Long-term optical stability of cranial windows: widefield (top) and 2p (bottom) images from the same animal at P62 and P127. Scale (top) = 1 mm, scale (bottom) = 0.1 mm. **E** Examples of dual-indicator widefield images of different tumor fluorescence and activity indicators over time. Top row: thy1-GCaMP6s line and tumor pseudocolored in magenta and cyan, respectively. Bottom row: iGluSnfr and tumor pseudocolored in yellow and cyan, respectively. Scale = 1 mm.

To assess the potential contributions of GPC6 in gliomagenesis, we first mined its expression in human GBM. Utilizing established, publicly available datasets, we observed that GPC6 expression is significantly increased in both low-grade glioma (LGG) and GBM compared to normal brain tissue (Fig. 2A). To evaluate whether GPC6 could be functionally relevant to gliomagenesis, we compared the survival of human patients with differential GPC6 expression, finding that high GPC6 expressing patients demonstrated significantly worse survival (Fig. 2B). Lastly, to validate the presence of GPC6 in human patients, we tested for GPC6 protein in a glioma tissue microarray, finding enhanced expression in tumor samples compared to normal brain (Fig. 2C). Together, these findings suggest that GPC6 could be functionally relevant toward promoting gliomagenesis.

**Fig. 2:**
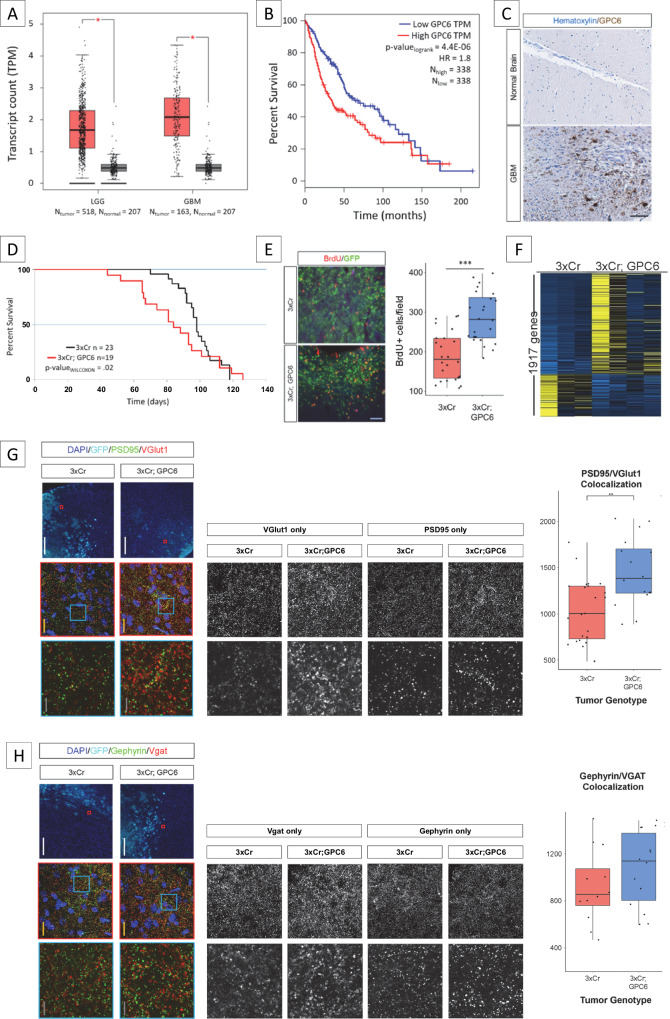
GPC6 is enriched in human and murine GBM. **A** GPC6 expression based on transcript count per million (TPM, log scale) from human datasets comparing low-grade glioma (LGG), glioblastoma (GBM), to normal non-tumor brain. Source data from Gepia (PMID: 28407145) using TCGA normal and GTEx data for LGG and GBM datasets. Asterisk signifies *p* values <0.01 (one-way ANOVA). **B** Kaplan–Meier survival analysis of human patient cohorts of LGG and GBM patients. Low and high TPM cutoff were set at below and above the 50th percentile, respectively. HR hazard ratio. **C** Immunohistological staining for GPC6 on human GBM tissue (below) along with normal brain control (above). Scale bar = 100 µm. Representative image of six different human GBM samples. **D** Kaplan–Meier survival analysis comparing 3xCR (black) and GPC6 (red) tumor-bearing mice. *p* value calculated through Wilcoxon signed-rank test. **E** Representative immunohistofluorescence of BrdU incorporation (red) in tumor sections (green). Quantification of BrdU+ cells per field (100,000 µm^2^) *p* values calculated by one-tail student *t*-test, *p* = 3.7e-6. *** <0.001. *N*(biological) = 4 brains. *N*(technical) = 6 images per brain. **F**. Heatmap of differentially expressed genes between 3xCR and GPC6 tumors brains. Each column represents a single brain. The first three columns are 3xCR tumors. The last four columns are GPC6 tumors. Yellow—high expression. Blue—low expression. **G** Representative images from immunohistofluorescence images of PSD95 (green) and vGlut1 (red) staining around tumor margins (cyan). Quantifications of colocalization of Psd95 and vGlut1. *p* value calculated by one-tail student *t*-test, *p* = 0.0045. ** <0.01. White scale bar = 300 µm; yellow scale bar = 20 µm; gray scale bar = 5 µm. *N*(biological) ≥ 3 brains. *N*(technical) = 6 images per brain. **H** Representative images from immunohistofluorescence images of Gephyrin (green) and Vgat (red) staining around tumor margins (cyan). Quantifications of colocalization of Gephyrin and Vgat. *p* value calculated by one-tail student *t*-test. No significant difference. White scale bar = 300 µm; yellow scale bar = 20 µm; gray scale bar = 5 µm. *N*(biological) = 3 brains. *N*(technical) = 4 images per brain. Source data are provided as a Source Data file for **E**, **F**, **G**, **H**. All box-whisker plots (**A**, **E**, **G**, **H**) center on the median; the bounds of the boxes mark the upper and lower quartile; the whiskers extend to the upper and lower extremes (1.5x interquartile range from the upper and lower quartiles).

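The heatmap was drawn from RNA-Seq of endpoint tumor tissue, 1 library per brain, and its source table lists 1916 genes. Of these, 1914 name a gene of the table of normalized counts that the authors deposited, and all 1914 have the same value in each of the 7 libraries of both tables (within a relative tolerance of 0.001). The mean normalized count was higher in the GPC6 tumors for 1349 of the 1916 genes and lower for 567. Over all 14782 genes with a mean normalized count of at least 10, a principal component analysis of the log2(normalized count + 1) values placed 54.8% of the variance on the first component. Its ends were held by 1 library of each group, GPC6 replicate 1 at 139.9 and 3xCR replicate 4 at -98.0. The other 5 libraries lay between them with the groups mixed, as 3xCR replicates 2 and 3 had scores of 9.67 and -36.6 and GPC6 replicates 2, 3 and 4 had scores of -26.4, 43.5 and -32.1.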

To test for this, we overexpressed GPC6 in our IUE mouse glioma model (Fig. 2D). Of note, in our model GPC6 expression was introduced into all tumor cells, whereas in the human samples GPC6 was likely not equally as homogeneously expressed throughout the tumor. We observed that adding GPC6 significantly accelerated tumor-associated death with a reduction in median survival of 2 weeks (median survival 3xCR vs GPC6: 97 vs 83 days, respectively). Interestingly, this mimics the patterns observed in the human data (Fig. 2A). In concordance with the quickening of tumor burden, we observed a significant increase in BrdU incorporation (Fig. 2E), suggestive of early accelerated tumor growth.

To gain a molecular perspective on the changes GPC6 elicits on a tumor brain, we performed bulk tissue RNA-Sequencing (RNA-Seq) from endpoint 3xCR and GPC6 tumors and identified 1917 differentially expressed genes (*p* value <0.05, Fig. 2F). Of these, 1350 were upregulated in GPC6 tumor brains. 

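3xCR tumors were induced by in utero electroporation of CRISPR-Cas9 constructs against tumor suppressor genes, Trp53 and Nf1 among them, and GPC6 tumors carried in addition a piggyBac transposon that overexpressed GPC6, a glypican of the cell surface. Bulk tissue RNA-Seq reads the RNA of all cells in the piece of tissue taken, so the libraries hold RNA of tumor cells together with that of the neurons, glia and immune cells among them. RNA of 3 tumors of the 3xCR group (replicates 2, 3 and 4) and 4 tumors of the GPC6 group (replicates 1 to 4) was sequenced from poly(A)-selected, stranded libraries. The authors aligned the reads to mm10 with STAR, counted them on genes and divided the counts by the size factors of DESeq2. The values they deposited are these normalized counts, for 19257 genes named by symbol after 25 entries were left out whose names had turned into calendar dates (0.254% to 0.361% of the reads of a library). All values were whole multiples of what 1 read was worth in their library (100% within 0.01 of a whole number), which gave back the reads behind them and size factors between 0.647 and 1.82. The reads counted on genes were 18879762, 11339136 and 8322446 in 3xCR replicates 2, 3 and 4, and 7197692, 10566182, 11343102 and 9885095 in GPC6 replicates 1, 2, 3 and 4. The paper states a sequencing depth of about 20000000 reads per sample, whereas the values used here are the reads counted on genes. The deepest library was of the 3xCR group and the shallowest of the GPC6 group, and a two-sided exact permutation test of the depth gave p = 0.457, where 0.057 is the smallest p that 3 libraries against 4 allow. A count of 0 allows between 1.64 and 4.64 normalized counts, depending on the library, and covers counting error only. No 2 libraries were copies of each other, as each pair differed by a chi-square of 47.9 to 249 per gene and their log2 values correlated across genes with r of 0.643 to 0.951. Rn45s, the precursor of ribosomal RNA, took 2.52% to 2.79% of the reads in the 3xCR libraries and 0.914% to 1.39% in the GPC6 libraries (two-sided exact permutation test, p = 0.057). No sequencing batch is named for the libraries. The groups were compared with limma on log2(normalized count + 1) over the 14782 genes with a mean normalized count of at least 10, which held 99.9% of the reads, two-sided and with Benjamini-Hochberg adjustment. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with few reads.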

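Gpc6, which lies on chromosome 14 of GRCm38 from 116925315 to 117976544, checks the group labels. Its normalized counts in 3xCR replicates 2, 3 and 4 were 217, 226 and 126, a mean of 189 ± 55.4 (SD, n = 3). In the libraries labelled GPC6 replicates 1, 2, 3 and 4 they were 675, 263, 3434 and 5084, a mean of 2364 ± 2296 (SD, n = 4). Every GPC6 library lay above every 3xCR library (two-sided exact permutation test, p = 0.057), but the library labelled GPC6 replicate 2 lay near the 3xCR level, and it was kept in the GPC6 group except where values without it are given. Gpc6 had a log2 fold change of 2.85 (standard error 0.98, limma with Benjamini-Hochberg adjustment, adjusted p = 0.730). Reads of a transgene add to this gene only where its sequence matches mouse Gpc6. Across all genes tested, limma found 0 genes at an adjusted p under 0.05, and the smallest adjusted p was 0.730. At an unadjusted p under 0.05 there were 689 genes, where 739 would be expected by chance. The groups did not overlap in 934 genes (6.32% of those tested, against 5.71% by chance), 414 of them higher and 520 lower in GPC6 tumors. On the recovered reads, edgeR's quasi-likelihood test with TMM also found 0 genes at an adjusted p under 0.05 and 991 at an unadjusted p under 0.05, and voom found 0 and 499. The Wald test of DESeq2, the tool named by the paper, found 4 at an adjusted p under 0.05 and 1853 at an unadjusted p under 0.05. Weights estimated per library by limma's arrayWeights moved the counts most, to 1962 and 5105. The 4 genes that DESeq2 called were Met (log2 fold change -4.49, DESeq2 adjusted p = 0.00227), Rn45s (-1.35, adjusted p = 0.00266), Nupr1 (-2.44, adjusted p = 0.00266) and D830030K20Rik (3.91, adjusted p = 0.0324). Of these, Met had normalized counts of 4246 and 1479 in 3xCR replicates 2 and 4 and 130 in 3xCR replicate 3, against 68.2 to 105 in the GPC6 libraries.

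**Figure D1:**
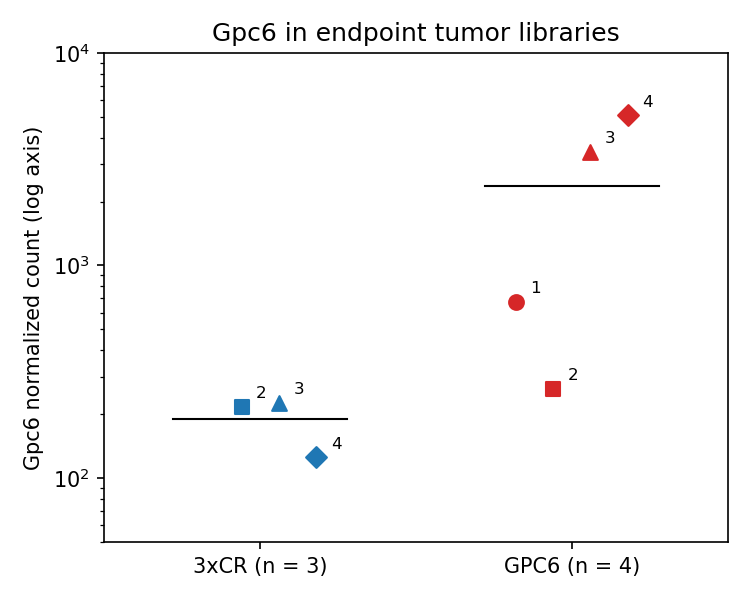
Normalized counts of Gpc6 (log axis) in the endpoint tumor libraries of the 3xCR group (n = 3) and the GPC6 group (n = 4), with 1 point per library, marked by its replicate number, and horizontal lines at the group means of 189 and 2364. GPC6 replicates 3 and 4 sit highest, at 3434 and 5084, and the library labelled GPC6 replicate 2, at 263, sits close to the 3xCR libraries.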

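Among the 689 genes at an unadjusted p under 0.05 by limma, 405 were higher and 284 lower in the GPC6 tumors, so 58.8% were higher. The same fit after scaling the libraries to an equal upper quartile gave 327 higher and 388 lower (45.7% higher), scaling to an equal total gave 485 higher and 228 lower (68.0% higher), and DESeq2 gave 1293 higher and 560 lower (69.8% higher). The share rested on single libraries, as it was 38.3% without GPC6 replicate 3 and 66.2% without GPC6 replicate 2. It was also below 50% without GPC6 replicate 1 (43.2%), 3xCR replicate 3 (44.6%) or 3xCR replicate 4 (46.3%). As no gene passed adjustment in limma, the genes named here are the 5 of smallest p in each direction among those whose groups did not overlap. Enc1 on chromosome 13 (97241105 to 97253034 of GRCm38) had normalized counts of 4800 ± 867 (SD, n = 4) in GPC6 and 2019 ± 789 (SD, n = 3) in 3xCR tumors, a log2 fold change of 1.31 (standard error 0.32, limma adjusted p = 0.730). The others that were higher were Kit, Fam135b, Extl2 and D830030K20Rik, with log2 fold changes of 1.10, 3.05, 0.78 and 3.14. D830030K20Rik averaged 2.27 normalized counts in the 3xCR libraries, and it belongs to a group of similar genes on chromosome 14 between which the counting could have split reads. Nupr1 on chromosome 7 (126623249 to 126630861) was lower, with 153 ± 75.3 (SD, n = 4) in GPC6 and 835 ± 219 (SD, n = 3) in 3xCR tumors, a log2 fold change of -2.56 (standard error 0.46, limma adjusted p = 0.730). Mmp2, Sat1, 2410006H16Rik and As3mt were lower as well, with log2 fold changes of -1.43, -0.86, -1.08 and -0.998.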

Gene ontology analysis (Supplementary Fig. 3) across different ontology databases revealed that the top categories were associated with synapses, neurons, or seizure/hyperexcitability. 

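The synaptic and neuronal expression behind these categories was measured with 6 lists of marker genes written by hand, after the paper's terms and without reference to the values. Since the paper found those terms in the same libraries, the lists are not independent evidence for them. The median log2 fold change between GPC6 and 3xCR tumors was 1.63 over 15 pan-neuronal genes, 1.75 over 30 genes of excitatory synapses, 1.75 over 21 genes of inhibitory synapses, 1.68 over 22 genes of synaptic vesicle release, 1.55 over 26 voltage-gated potassium channels and 1.60 over 39 epilepsy genes. All genes of the first 5 lists and 38 of the 39 epilepsy genes had a higher mean log2 value in GPC6 tumors, the exception being Pcdh19 (log2 fold change -0.11). None of the 6 lists passed limma's directional set test fry (p = 0.150, 0.115, 0.126, 0.123, 0.143 and 0.161 in the order given, Benjamini-Hochberg adjusted p = 0.161 for each), and the two-sided exact permutation test of the list scores gave p of 0.171 to 0.229. That exact permutation test allows no p below 0.057 for 3 libraries against 4, so it could not pass any list at 0.05. Under camera, 0 of the 6 passed with the correlation between genes estimated for each list and 6 passed with the preset correlation of 0.01, and with library weights 6 passed fry. In limma's test 0 genes were below an adjusted p of 0.05, adjusted over the list alone or over all genes tested, and 2, 10, 6, 10, 6 and 6 genes of the lists were below an unadjusted p of 0.05. Snap25, the pan-neuronal gene of highest expression, had normalized counts of 7701 ± 8771 (SD, n = 4) in GPC6 and 749 ± 660 (SD, n = 3) in 3xCR tumors, a log2 fold change of 3.02 (standard error 1.21, limma adjusted p = 0.730), and Grin1 rose most among the genes of excitatory synapses (3.49). The smallest changes were those of Stmn2 (0.16), Gria4 (0.26) and Kcnd1 (0.093) in the pan-neuronal, excitatory and potassium channel lists. A list score, the mean over its genes of the log2 value minus the gene's mean over the 7 libraries, was highest in GPC6 replicates 1 and 3 in all 6 lists. The pan-neuronal score was 2.22 and 1.36 in GPC6 replicates 1 and 3, and 0.0058 and -1.01 in GPC6 replicates 4 and 2, against -0.20, -0.75 and -1.64 in 3xCR replicates 2, 3 and 4. In all 6 lists the library labelled GPC6 replicate 2 was below 3xCR replicate 2. With each library left out in turn, the median of the pan-neuronal list ranged from 1.01 without GPC6 replicate 1 to 2.20 without GPC6 replicate 2.

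**Figure D2:**
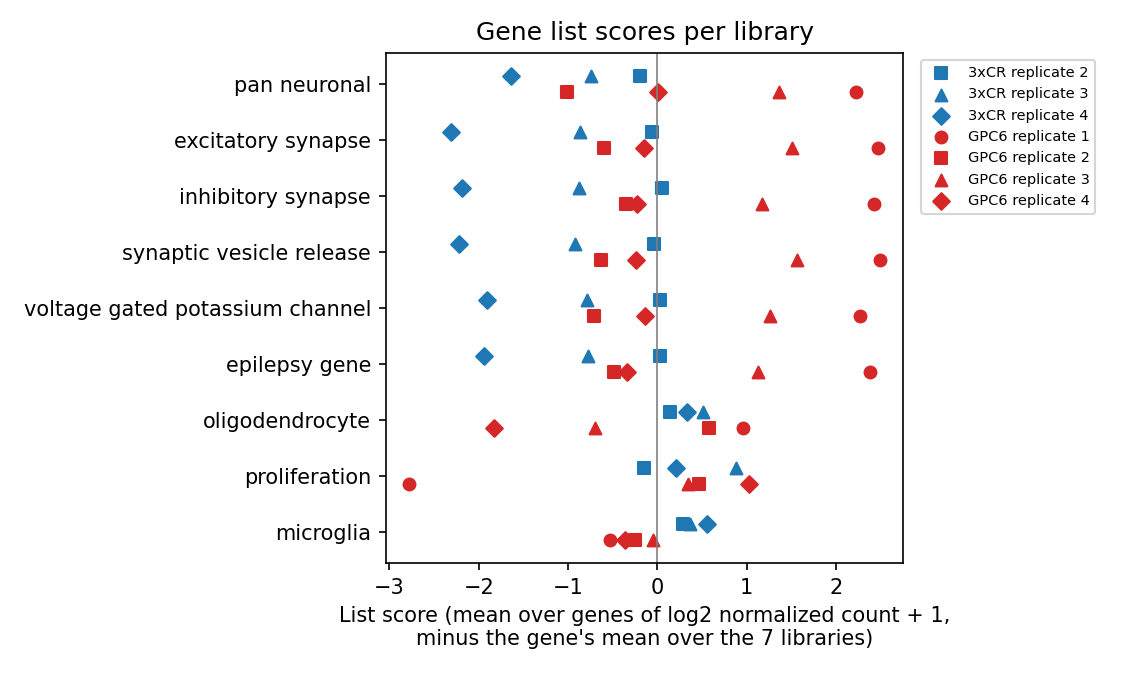
Scores of 9 gene lists in the 7 endpoint tumor libraries, with lists on the vertical axis and the list score (log2 units, 0 at the mean of the 7 libraries) on the horizontal axis, 3xCR in blue and GPC6 in red, and 1 marker shape per replicate number. In the 6 synaptic and neuronal lists GPC6 replicates 1 and 3 lie to the right and 3xCR replicate 4 to the left, while the other 4 libraries mix between them.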

Additional analyses of publicly available datasets confirmed GPC6 expression in tumor cells only (Supplementary Fig. 4), as well as reduced survival depending on GPC6 expression across different glioma subtypes (Supplementary Fig. 5) To assess changes in the neighboring synaptic microenvironment, we stained peritumoral sections for excitatory and inhibitory synapses in developing tumors at P30 (Fig. 2G, H) and found a significant increase in excitatory synapses but no significant change in inhibitory synapses in the presence of GPC6. The aforementioned analyses were performed at P30 tumor brain samples revealing the early synaptic imbalance mediated by GPC6 overexpression, however the molecular mechanism of GPC6 overexpression tumor effects remain to be disentangled from complex homeostatic network compensatory mechanisms at later disease stages.

Next, we analyzed the spatiotemporal patterns of cortical tumor invasion, comparing the 3xCR tumor model with and without the overexpression of GPC6. As a measure of tumor infiltration or motion dynamics, we calculated the CV/day (i.e., coefficient of variation of the pixel-wise daily rate of intensity fluctuation) between serial tumor fluorescence samples, a challenging assay due to potential changes in transmission through the cranial imaging window (see methods, Fig. 3A, B; see also Supplementary Fig. 6 demonstrating consistent clarity of the cranial window preparation for this analysis over many weeks). In contrast with the early large dynamic changes in tumor fluorescence in the 3xCR model, the representative GPC6 animal (Fig. 3B) exhibited significantly attenuated variations in tumor infiltration over time (example images calculated from four time points between P62 and 83). We analyzed a total of 11 3xCR and 8 GPC6 animals and found that the CV/day was, on average, 52% lower for GPC6 than for 3xCR tumors (0.031 ± 0.005 sem vs 0.065 ± 0.011 sem, *p* = 0.033, WR test, Fig. 3C). In addition, quantification of local tumor coverage rates (in μm^2^/day) as a function of time revealed early elevation of GPC6 tumor expansion, and sustained expansion rates of 3xCR tumors, whereas they were lower at late stages in GPC6 animals (Fig. 3D). In each recording session, we verified the presence of tumor cells and the outline of the tumor margin by acquiring cellular-resolution two-photon z-stacks (see examples in Fig. 3E). These results indicate that 3xCR tumors attained more rapid infiltration rates locally at the cortical surface than GPC6 tumors. GPC6 tumors appeared to expand aggressively at first, but less consistently later, while 3xCR tumor continued to expand at the cortical surface. This intriguing and unexpected non-uniform difference in expansion rates would not have been detected without chronic in vivo imaging and warrants further investigation in future studies.

**Fig. 3:**
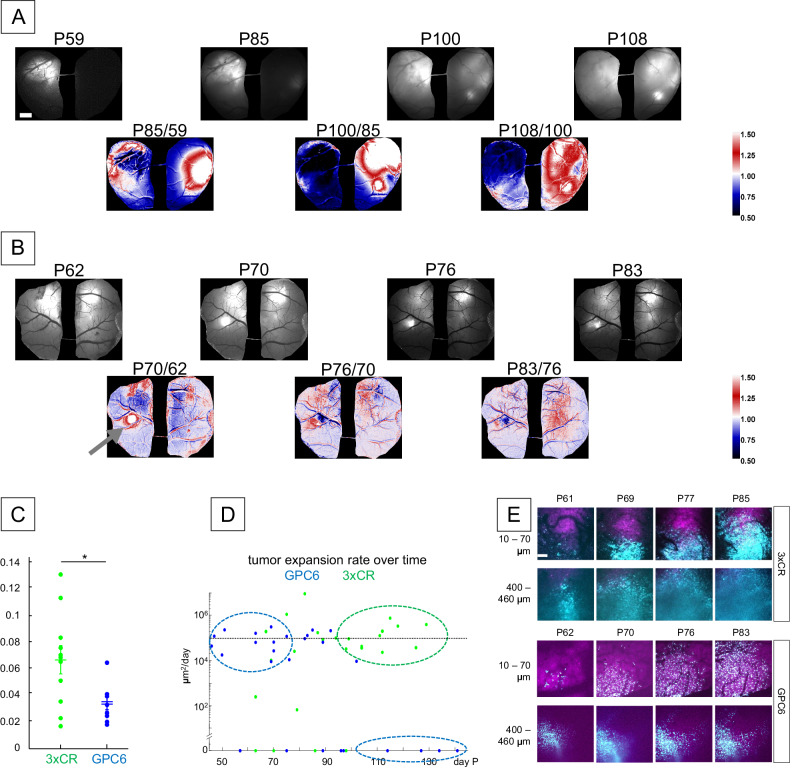
GPC6 favors less rapid infiltration and earlier cortical tumor expansion. **A** Top row: representative mesoscopic images of tumor labeled fluorescence over time of a 3xCR tumor brain. Mouse age in postnatal days listed above image. Bottom row: colored panels, generated from above monochrome intensity, colored based on changes to signal strength at a location between two time points. **B** Analogous analysis to (**A**) for a GPC6 tumor animal. **C** Quantification of tumor images from 11 3xCR and 8 GPC6 comparing 90th percentile data point of CV/day. Mean 3xCR = 0.065 ± 0.011 sem. Mean GPC6 = 0.031 ± 0.005 sem, *p* = 0.033, two-tailed Wilcoxon rank-sum test. Asterisk denotes *P* < 0.05. **D** Mapping local tumor expansion rate by age in days. Expansion rates were calculated by changes in tumor fluorescence area over time (µm^2^/day). Blue and green dotted circles are designated to highlight relatively early expansion burst of GPC6 tumors, while 3xCR tumor expansion persists later in survival. **E** Representative images from two-photon imaging at different depths of tumor cells (cyan) and neurons (magenta). Visualized depth labeled on the left. Age at visualization labeled above images. Source data are provided as a Source Data file.

### Cortical baseline excitability and glutamate dynamics are uncoupled during GBM progression

Given the specific increase in excitatory glutamatergic synapses in GPC6 tumors at P30 (Fig. 2), we sought to investigate whether the dynamics of glutamate release and calcium mobilization (representing baseline somatic and synaptic electrical activity) would differ at time periods between P45–P70, when AAV-mediated glutamate and calcium indicators were sufficiently expressed, versus after P70, when mortality increases, and how this would differentiate network activity between 3xCR tumors and those additionally expressing GPC6. The analysis presented here (Fig. 4) does not directly correlate calcium and glutamate spatially with tumor position or size, rather it focuses exclusively on calcium and glutamate changes across disease progression. To this end, we virally introduced genetically encoded fluorescence indicators for calcium (or alternatively used thy1-GCaMP6s expressing mouse line, Jackson #024275) and glutamate (AAV-FLEX-iGlusnfr + AAV-Ef1α-Cre or AAV-CamKIIα-Cre, see methods and Supplementary Table 1). We compared snapshots of calcium and glutamate baseline fluorescence during quiet wakefulness, without extracting fast activity metrics like we do for calcium signals in the following sections, because glutamate and calcium reporter kinetics vary, and interpreting this comparison would have been challenging. In 3xCR animals, we observed a rapid and spatially heterogeneous elevation of calcium activity taking place before P70, followed by an indolent period with little further change (<10% between time points) in baseline calcium (see Fig. 4A for images from a representative 3xCR animal, processed via the same approach shown in Fig. 3). In contrast to the neuronal calcium signals, we found a steadily changing glutamate signal between similar time points (Fig. 4B). Glutamate began to accumulate slowly locally, then intensified strongly after P70. There was a striking continued dynamic instability (regions of dark red and blue in colored images corresponding to large CV fluctuations) of glutamate levels throughout the disease progression. Throughout the duration of the imaging study, changes in calcium baseline fluorescence appeared consistently smaller than the changes in glutamate-reporter brightness in 3xCR tumor animals (Fig. 4D).

**Fig. 4:**
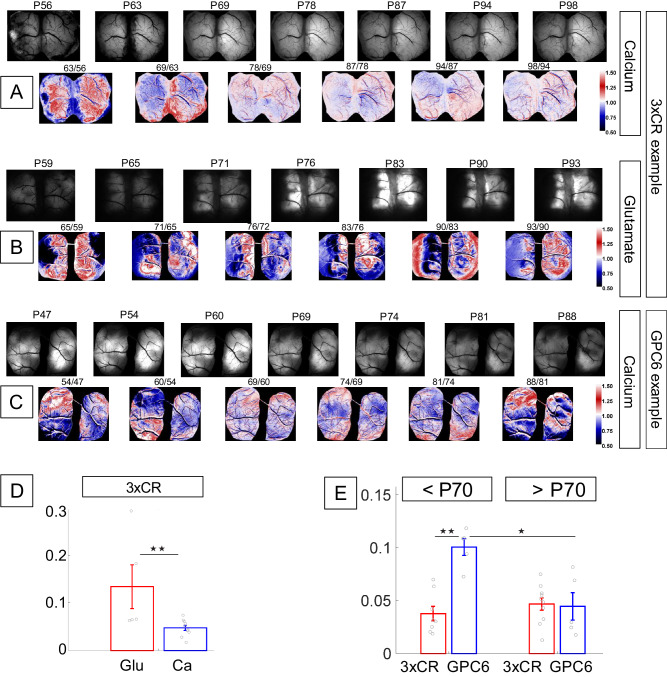
Abnormal glutamate accumulation outpaces spatial extent and temporal increase in baseline neuronal calcium activity in 3xCR tumor cortex. GPC6 baseline calcium signal is elevated at early time points (<P70). **A** Top: Black/white panels show calcium fluorescence of the widefield FOV in a 3xCR tumor cortex at seven time points between P56 and P98; equal brightness scale in each image. Bottom: Colored panels show the rate of change in tumor fluorescence at weekly intervals, generated by dividing two B/W images from consecutive time points, normalizing by the number of days between those sessions and by the mean of the resulting image, applying a color map (imageJ, “union jack”) and setting the scale limits to [0.5 1.5]. **B** Analogous to (**A**), B/W panels show the evolution of baseline glutamate fluorescence intensity in a different 3xCR tumor animal between P59 and P93 with equal brightness scaling. Note the distinct nonlinear, progressive changes in signal intensity not seen in the calcium-reporter mouse (**A**). Colored panels were constructed and scaled as in (**A**). **C** Analogous to (**A**), B/W panels show calcium baseline signal snapshots from a GPC6 tumor animal between P47 and P88, as well as the CV/day fluorescence change between time points. **D** To capture the dynamical changes in fluorescence between time points, we computed the coefficient of variation (CV = SD/mean), normalized by the number of days between recordings. To account for potential sampling bias/undersampling, we extrapolated a 90th percentile data point for each animal. Data were shown from ten 3xCR calcium-reporter mice and five 3xCR glutamate-reporter mice. Glutamate CV/day reached 64% higher values than calcium across all time points (mean 0.134 ± 0.046 sem vs. 0.048 ± 0.0055 sem, *p* = 0.008, two-tailed Wilcoxon rank-sum test). **E** Comparison of calcium baseline fluorescence between <P70 and >P70 time periods in 3xCR (data from ten animals) vs. GPC6 (data from five animals) tumors: GPC6 calcium baseline (<P70) was higher than 3xCR (<P70), and both GPC6 and 3xCR at P > 70: mean GPC6 calcium <P70/ > P70: 0.1 ± 0.008 sem/0.047 ± 0.006 sem, mean 3xCR calcium <P70/>P70: 0.038 ± 0.007 sem/0.045 ± 0.013 sem; comparison <P70 3xCR vs GPC6: *p* = 0.0064; comparison GPC6 < P70 vs >P70: *p* = 0.04, KW/mc test). Source data are provided as a Source Data file. In **D**, **E**, single asterisk denotes *P* < 0.05 and double asterisk denotes *P* < 0.01.

In GPC6 tumor brains, there was a stronger modulation in baseline calcium signal before P70 (Fig. 4C), compared to 3xCR. GPC6 calcium accumulated at earlier time points (<P70, Fig. 4E, calcium, blue vs. red), whereas it did not change over time around 3xCR tumors (Fig. 4E, calcium, 3xCR, <P70 vs >P70).

This result demonstrates a dynamic change in extracellular glutamate levels during GBM progression that correlates poorly with neuronal calcium baseline levels. As shown in Fig. 1E (bottom row) and Supplementary Fig. 7, these distant nonlinear glutamate accumulations may extend several millimeters away from the tumor margin, even including large areas remote from the tumor in the contralateral hemisphere.

### Mesoscale calcium activity patterns are significantly disturbed depending on the local tumor expansion rate

Specific types of GBM can display nonlinear proliferation patterns over time^10^, and this might influence their effects on surrounding neuronal physiology in their microenvironment. We asked whether spontaneous peritumoral aggregate neural activity within <7.5 mm of the tumor edge was significantly modulated with the advent of tumor cell cortical invasion. Specifically, we analyzed whether changes in ongoing activity levels and patterns depend on concurrent tumor expansion rates. To investigate this, we bifurcated the data into two bins of fast and slow-growing tumors at above or below 10^5^ µm^2^/day, respectively (Fig. 3D). When we quantified all the measured events in a given frame during fast and slow spreading stages in a representative 3xCR and GPC6 brains (Fig. 5A), we observed significant differences in activity patterns.

**Fig. 5:**
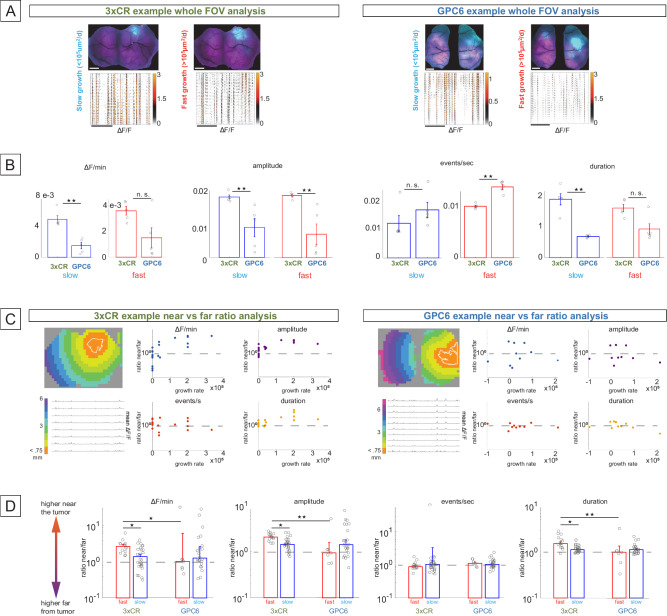
Mesoscopic neural activity patterns are significantly lower with GPC6 overexpression when the local tumor expansion rate is below 10^5^ µm^2^/day; Neural activity patterns drop off faster with distance from 3xCR tumors when proliferation rates are high than when they are low; GPC6 tumors generally do not induce this effect. **A** Left: Example of 3xCR whole-FOVs values for two time points corresponding to slow (3.3 × 10^4^ µm^2^/day, left) and fast (2 × 10^5^ µm^2^/day) tumor expansion rate (right). Top panels: tumor (cyan) and calcium (magenta) FOV of the same animal at different time points. Horizontal scale = 1 mm. Bottom: representative filtered and denoised ongoing calcium traces, one row per pixel (after spatial downsampling, 520 pixels total, color scale: 0 to 3 × 10^−3^ ΔF/F).). Scale = 50 s. Right: As in **A** (left), the top panels show tumor (cyan) and calcium (magenta) fluorescence, and the bottom panels spontaneous ΔF/F calcium activity of a GPC6 tumor animal from representative recordings at a slow tumor expansion stage (left), and a fast expansion stage (right). **B** Comparative bar plots for four activity metrics (ΔF/min, events/sec, amplitude, duration), including pooled data from five 3xCR animals (24 recordings during slow expansion, 18 recordings during fast expansion) and five GPC6 animals (20 recordings during slow tumor growth, 13 recordings during fast expansion); blue bars = slow expansion recordings, red bars = fast expansion recordings. Error bars = standard error of the mean. Star denotes a significant difference between fast and slow expansion conditions, n.s. not significant. **C** Left: Example of a 3xCR tumor recording analyzed by distance from the tumor edge over time. Top left panel: The distance from the tumor edge was computed. Distance bands are color-coded in 0.75 mm increments. Bottom left: Mean ΔF/F traces: 30-s period of mean quiet spontaneous activity corresponding to the adjacent distance-band color scale. Scatter plots to the right: ratios between distance bands <0.75 mm from the tumor edge versus >3 mm, averaged over all pixels inside the respective distance bands, as a function of expansion rate. One distinct recording per data point. Y-axes are at a logarithmic scale to visualize ratios symmetrically around the 10^0^ point (ratio of 1, dashed gray line). Right: data from a GPC6 tumor animal, analogous to the 3xCR example. **D** Results from five 3xCR (27 recordings during slow tumor expansion, 14 recordings during fast expansion) and five GPC6 animals (24 recordings during slow expansion, seven recordings during fast expansion). As in **C**, values above the 10^0^ line represent instances of metrics higher near the tumor edge than far away, and below vice versa. Error bars = standard error of the mean. Significantly different comparisons are only shown between periods of fast and slow expansion within tumor genotypes and within fast or slow conditions across genotypes. Source data are provided as a Source Data file. In **B**, **D**, the single asterisk denotes *P* < 0.05 and the double asterisk denotes *P* < 0.01.

To gain a more granular view of activity level and mesoscopic neural population pattern differences between fast and slow tumor expansion phases, we extracted and analyzed individual calcium events corresponding to simultaneous electrical activity of local neuronal ensembles^30–32^. We identified differences in activity patterns between 3xCR and GPC6 animals that depended on whether concurrent local tumor expansion was slow or fast (Fig. 5B). The mean activity (ΔF/min) was 2.3-fold greater in 3xCR than in GPC6 brains during slow, but not fast, expansion (*p* = 0.008 and *p* = 0.15, respectively, WR test), indicating an unexpected shortage of overall synaptic and somatic activity in GPC6 mice during slow tumor expansion. The amplitudes of isolated 3xCR calcium events were elevated in both slow and fast tumor expansion states compared to GPC6 (+102 and +165%, respectively, *p* = 0.008 for both comparisons, WR test). Mean event rates were 27% lower in 3xCR animals than in GPC6 animals when tumors expanded rapidly, but not slowly (*p* = 0.008 and *p* = 0.095, respectively, WR test), whereas events lasted 176% longer in 3xCR during slow expansion but not fast (*p* = 0.008 and *p* = 0.056, respectively, WR test). Thus, it appeared that when the tumor expansion rate was high, overexpression of GPC6 altered the whole-FOV activity patterns qualitatively by favoring more frequent but smaller events, whereas when tumors expanded slowly, tumors with GPC6 had reduced overall calcium activity.

### Neuronal excitability depends on tumoral GPC6 expression, distance, and expansion rate

Having established a differential influence of GPC6 on whole-FOV neuronal activity changes as a function of local cortical tumor expansion rate, we next asked whether ongoing calcium activity patterns in neuronal populations also depended on distance from tumor cells. We calculated distance bands in 0.75 mm increments, as shown in Fig. 5C for 3xCR and GPC6, respectively, averaging the ΔF/F signal concentrically from the tumor border (outlined in white lines). We determined significant differences in activity metrics near versus far from the tumor edge by dividing the average pixel values inside the distance band closest to the tumor (<0.75 mm) by the average pixel values inside the distance bands located further than 3 mm from the edge (see Fig. 5C example scatter plots for all four metrics from one 3xCR and one GPC6 animal. Note the relative lack of a clear relationship between tumor expansion rate and near vs far metric ratios in the GPC6 animal). Based on the concurrent expansion rate, these ratios were grouped into “slow” and “fast” and compared to each other and across genotypes (pooled data from five 3xCR and five GPC6 animals). The mean ΔF/F ratio (near vs far) in 3xCR animals during periods of fast tumor expansion was, on average, 2.84 ± 0.34 sem, versus 1.55 ± 0.19 sem during slow expansion (KW/mc test, *p* = 0.013, Fig. 5D, left). Whereas these results from 3xCR tumor animals indicate that overall calcium events were progressively diminished at increasing distances from the tumor, in GPC6 animals there was no such difference in near/far ratios between slow and fast expansion periods. Similar results were obtained for the near/far ratios of event duration between fast and slow 3xCR tumor expansion periods (mean 1.71 ± 0.15 sem vs 1.21 ± 0.06 sem, *p* = 0.022, KW/mc test) and for amplitude (2.13 ± 0.11 sem vs. 1.52 ± 0.127 sem, *p* = 0.027, KW/mc test). Mean ΔF/F, duration, and amplitude ratios were also higher in 3xCR than in GPC6 animals during fast expansion (*p* = 0.03; *p* = 0.0024; *p* = 0.003, KW/mc test, respectively). Event rate ratios were not significantly different across tumor expansion rates or genotypes.

These results demonstrate that mesoscopic peritumoral neural activity patterns can be differentially modulated according to distance from the tumor margin at a sub-millimeter scale, depending on the contemporaneous proliferative state and specific genetic makeup of the tumor. Mean calcium activity, event amplitude, and duration were generally stronger close to 3xCR tumors under rapid spread conditions, than further away from the tumor edge. GPC6 tumors did not seem to influence calcium event strength in this distance-dependent manner, and under fast tumor expansion rates, all calcium metrics—except event rate, which did not depend on distance—were significantly less correlated with tumor distance than in 3xCR animals.

### GPC6-dependent changes in cellular level activity patterns inside versus outside the tumor margin

One-photon widefield imaging enabled the monitoring of large cortical areas simultaneously, which proved useful for measuring activity changes around tumors with a circumference of several mm. However, it does not permit cellular-resolution analysis, and the mesoscale signal is dominated by dendritic and axonal activity that may obscure the underlying soma voltage signal^33,34^. Therefore, we used awake two-photon high-resolution calcium imaging to analyze somatic glutamatergic neuronal activity patterns and ensemble metrics at the cellular level in seven 3xCR, six GPC6, and eight non-tumor control (supplementary Fig. 9) animals over time. First, we asked whether activity patterns were disrupted between intra- and extramarginal areas at early time points (see Fig. 6A for example recordings, 6D for neuron-tumor images). Overexpression of GPC6 caused a 48% higher intra—than extramarginal overall activity (dΔF/F) level, which was due to higher event rates and amplitudes (*p* = 4.3e-7, *p* = 2.4e-9, respectively, KW/mc test). In 3xCR animals, activity was only qualitatively different between intra- and extramarginal sites with a lower event rate inside the margin (by 20%, *p* = 3.7e-5, KW/mc test; duration was significantly elevated, data not shown). Comparing across tumor genotypes, extramarginal activity was 71% higher in 3xCR animals (*p* = 1.2e-4, KW/mc test), which was due to an elevation in amplitude (by 17%, *p* = 0.0012, KW/mc test). 3xCR activity was 39% less clustered (i.e., organized in coactive neuronal ensembles; *p* = 0.014, KW/mc test). On the other hand, intramarginal events were 31% less frequent (*p* = 2.6e-13, KW/mc test) and 11% smaller (*p* = 4.55e-4, KW/mc test) in 3xCR brains, but of longer duration (data not shown).

**Fig. 6:**
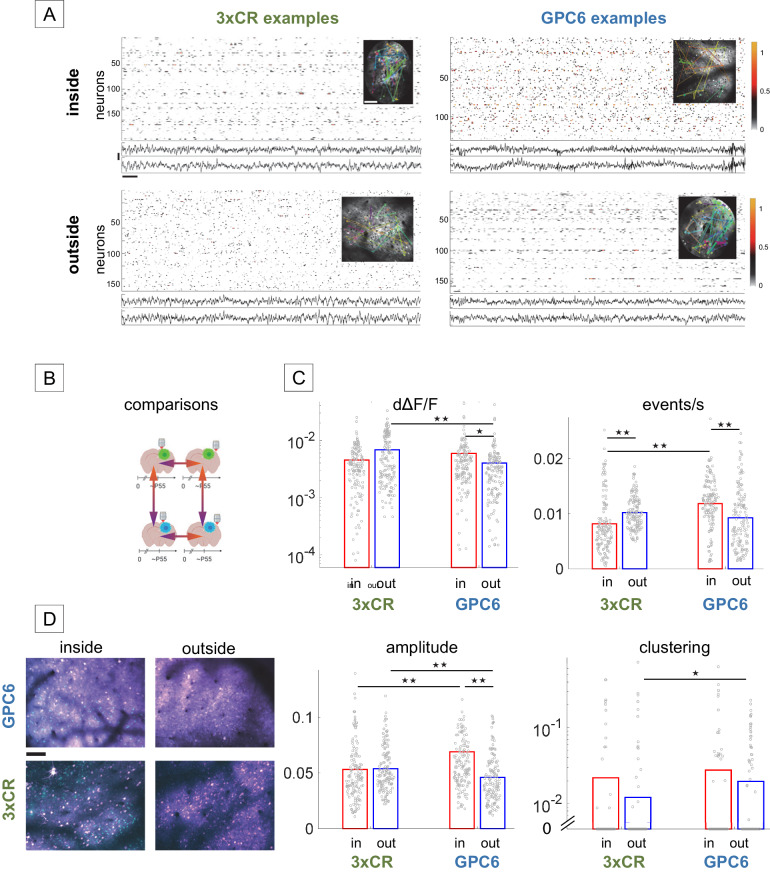
3xCR and GPC6 alter neuronal activity inside and outside the tumor margins in distinct ways. **A** Comparison of calcium activity inside tumor margins (top two panels) vs outside (bottom two panels), for 3xCR tumors (left) and GPC6 tumors (right). Each panel consists of a raster plot of deconvolved calcium activity (one row per neuron), 2-ch EEG (vertical scale = 200 µV), and an insert showing the FOV with clustered neurons in matching colors and line connecting pairs of neurons within the clusters (line width proportional to connection strength). The “3xCR inside” and “GPC6 outside” recordings were acquired in spiral scan mode, whereas the “3xCR outside” and “GPC6 inside” FOV’s were imaged under resonant scan. Horizontal scale = 1 s. **B** Schematic visualization of meaningful comparisons highlighted in this figure between 3xCR intramarginal vs extramarginal FOVs, between GPC6 intra- and extramarginal FOVs, and across genotypes within intra- or extramarginal locations. Significant differences between these groups are marked with horizontal bars in (**C**). The brain section pictograms indicate tumor type (3xCR=green, GPC6 = blue), time bins, and imaging locations. Created with BioRender.com **C** Comparison of activity metrics between neurons inside and outside the tumor margin derived from five 3xCR and six GPC6 tumor animals. Only significant changes for mean deconvolved ΔF/F, mean events/sec, mean event amplitude, and mean clustering coefficients are highlighted by horizontal lines above the bar (mean and individual data points, 150 data points per group, each point corresponding to one neuron) graphs. We do not show the duration metric as this information is contained in, and can be inferred from, the combination of dΔF/F, event rate, and amplitude. The clustering coefficient and dΔF/F data points are plotted on a logarithmic y-axis to account for the high variability in measured values. Single asterisk denotes *P* < 0.05, double asterisk denotes *P* < 0.01. **D** Example of GPC6 FOV’s inside and outside the tumor margin (top), analogous for Cr86 tumors (bottom). Tumor cells = cyan, neurons = magenta. Scale bar = 100 µm. Source data are provided as a Source Data file.

Unexpectedly, this result exposed a significant difference in somatic activity patterns inside vs. outside the tumor margin, with a strong dependence on tumor genotype, and with a drop-off with distance in GPC6 animals, not 3xCR. Activity inside the GPC6 tumor consisted of high-amplitude, high-frequency, short events, with frequency and amplitude reducing towards distal areas. Activity inside 3xCR tumor margins had low event rates and long durations, changing towards more frequent and shorter bursts going outward from the tumor.

The datasets used here were taken at somewhat earlier time points than the widefield imaging data (Fig. 5): 3xCR inside mean age (day P) = 57.6 ± 4.8 SD, GPC6 inside: 49.8 ± 7.9 SD, outside 3xCR: 54.2 ± 2.5 SD, outside GPC6: 53.8 ± 2.3 SD, control: 53 ± 6.1 SD. The previous mesoscopic analysis (Fig. 5) taken during periods of rapid cortical tumor expansion were at a mean age of 96.3 ± 23 SD (3xCR), and 77 ± 17.5 SD (GPC6), on average at least 20 days later. This agrees with earlier observations of 3xCR tumors showing more enduring activity than their GPC6 counterparts (Fig. 3).

### Dynamic changes in neurons outside the leading edge reflect GPC6 expression

To probe the range of tumor influence analogously to the expansion dynamics analysis (Fig. 3), we asked whether neurons located 1–2 mm beyond the tumor margins are affected differentially over time depending on tumor genotype, as assessed by single-unit metrics and network cluster analysis^35–37^. Figure 7 shows all meaningful comparisons across tumor genotypes and time points for the four metrics dΔF/F, event rate, amplitude, and clustering coefficient. Note that dΔF/F and clustering coefficient plots use a logarithmic y-axis to more conveniently display the wide distribution of individual cell data points. In 3xCR tumor animals, cellular mean dΔF/F activity was, on average, 40% higher at mid vs. early time points (*p* = 0.013, KW/mc test, Fig. 7B), and event rate and amplitude were elevated as well, however, clustering coefficients were significantly lower by 75% (*p* = 4.3e-10, KW/mc test), indicating disorganized, less burst-dominated activity patterns with much shorter events, and pointing towards a dysregulation of local functional ensemble structure starting between early and mid time periods.

**Fig. 7:**
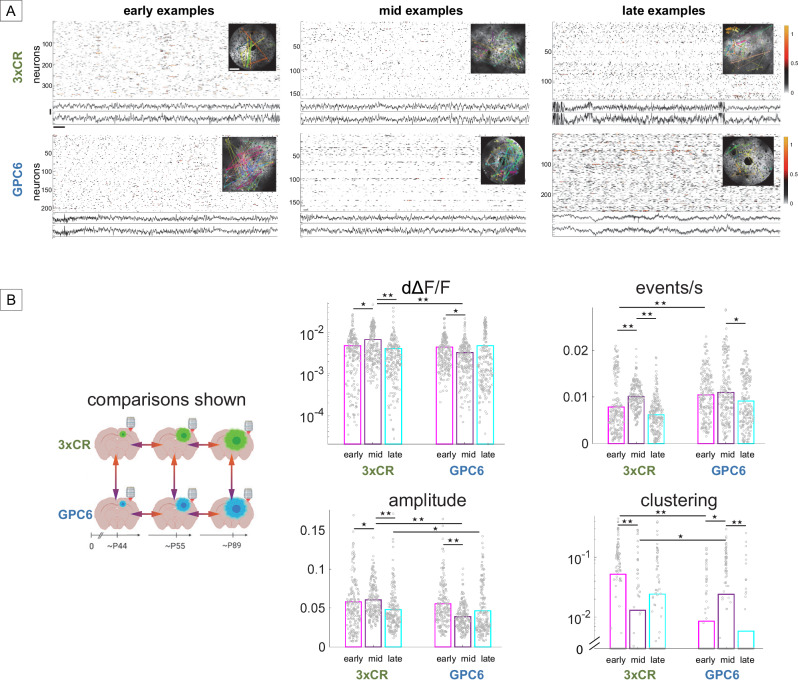
Distinct temporal dynamics of 3xCR and GPC6-induced changes in neuronal activity patterns located 1–2 mm beyond the tumor margin. **A** Example plots of dΔF/F, EEG, and clustering for early (P41–49, mid (P49–56 and late (P68–129) time bins, analogous to Fig. 6A: dΔF/F, EEG’s (vertical scale = 200 μV, horizontal scale = 1 s), and FOV insert with neuronal clusters (white scale bar = 100 μm. “3xCR early”, “GPC6 mid”, and “GPC6 late” examples were acquired in spiral scan mode, the rest in resonant scan mode. **B** Left: schematic of comparisons between the two tumor genotypes and three time periods presented in this figure, analogous to Fig. 6B. Created with BioRender.com Right: Comparison of activity metrics across three time bins for both tumor genotypes: Analogous to Fig. 6, bar plots show mean neuronal deconvolved dΔF/F activity, mean event rates, mean calcium transient amplitudes, and clustering coefficients across time points and tumor genotypes. Individual data points correspond to single neurons (200 per group). Data were derived from seven 3xCR and six GPC6 tumor animals. Single asterisk denotes *P* < 0.05, double asterisk denotes *P* < 0.01. Source data are provided as a Source Data file.

In GPC6 animals, on the other hand, cellular dΔF/F activity was 26% lower at mid time points compared to early (*p* = 0.04, KW/mc test), and mean amplitude was reduced by 32% (*p* = 3.6e-8, KW/mc test), indicating lower firing rates inside bursts (event rates were unchanged), and increased functional clustering compared to the early stage. By contrast, from mid to late time points, overall activity was unchanged but the mean rate of Ca^2+^ events/sec was 26% lower (*p* = 0.04, KW/mc test), and mean CC decreased by 75% (*p* = 2e-5, KW/mc test).

These results indicate that both tumor types alter extramarginal neural network activity over time but with different temporal dynamics. Specifically, 3xCR tumors caused significant disorganization of ensemble activity patterns from early towards mid and late stages, whereas GPC6 tumors early on showed elevated firing and amplitude (indicating intra-burst frequency) as well as an early reduction in functional organization.

Lastly, we directly compared the two tumor genotypes within the 3 time bins to quantify differences in their impact on extramarginal neuronal activity parameters during progressive stages of tumor invasion (Fig. 7B, 3xCR vs. GPC6 comparisons). At early time points, the mean CC of neurons around GPC6 tumors was 83% lower than around 3xCR tumors (*p* = 1.9e-10, KW/mc test), but the event rate was 34% higher (*p* = 2.7e-8, KW/mc test). At mid time points, mean dΔF/F was 52% lower around GPC6 tumors than around 3xCR tumors, (*p* = 2e-8, KW/mc test), and mean amplitudes were 29% lower (*p* = 5e-11, KW/mc test), suggesting overall less activity within neuronal populations around GPC6 tumors. At late time stages, amplitudes were similarly reduced by 11% (*p* = 0.024, KW/mc test). Taken together, differences between GPC6 and 3xCR peritumoral neuronal patterns underwent several transitions over time, from more frequent but less organized bursts in GPC6 tumors at the early stage, to less activity with an increased functional organization at the mid stage, followed by overall lower amplitude and frequency but unchanged dΔF/F at late time points compared with 3xCR tumors.

## Discussion

For many decades, GBM has consistently ranked as one of the least successfully treated human malignancies, with the highest recurrence and lowest survival rates, despite the introduction of promising therapeutic interventions^21^. In addition to poor survival prognoses, GBM routinely occurs with severe neurological comorbidities, including early seizure onset and cognitive deficits^2,38^, suggesting a functional interrelationship. A spectrum of mechanisms underlying this hyperexcitability^22,39–42^ has been proposed, supported by several studies indicating that anti-epileptic drugs may slow tumor progression^1,43–45^.

Despite these advances, many questions about the evolution of reciprocal feedback mechanisms and their spatial reach between GBM and the surrounding neural activity remain unanswered. Here we use a recently established native GBM model in an immunocompetent host^4,19^, a model that recapitulates many hallmarks of the human disease^8^, to chronically visualize and correlate glutamate, neuronal hyperactivity, and tumor expansion in vivo at high temporal resolution. We show evidence of early extensive cortical glutamate accumulation as 3xCR tumor cells invade the cortex that is not accompanied by equally dramatic changes in baseline calcium signaling, suggesting that it does not depend exclusively on synaptic release. This finding supports ample evidence of multiple other molecular pathways that can alter the GBM extracellular microenvironment by raising free glutamate levels^23,42,46–48^.

GBM invasiveness rates vary significantly in humans, and we replicated this phenomenon in our finding that local cortical tumor infiltration dynamics were not sustained into late stages (as opposed to the 3xCR model, Fig. 3) when we added overexpression of a single glypican gene linked to synaptogenesis (GPC6) to the IUE CRISPR construct. Likewise, we saw an early surge in baseline aggregate (mesoscopic) calcium signal not seen in 3xCR animals (Fig. 4). Glutamate release dynamics appeared to be uncoupled from baseline mesoscale calcium levels in 3xCR tumor brain. A possible explanation for this unexpected result could be that chronic exposure to excess glutamate dampens AP output and synaptic activity over time via neurotoxic and degenerative mechanisms^49,50^, however a detailed analysis of the underlying mediators in our model will need to be undertaken in future studies. Novel glutamate and voltage sensors with improved signal characteristics for cellular-resolution imaging will reveal the relationship between chronic glutamate exposure and changes in neural excitability in greater spatial and temporal detail. GPC6 tumors presumably alter glutamate signaling significantly earlier than 3xCR, however we were unable to obtain measurements before P45, leaving it up to future studies to determine whether GPC6 addition may impact glutamate accumulation at very early disease stages. Furthermore, we established that distinct cellular neuronal network activity disruption, both between intramarginal and extramarginal neuronal populations and over time at locations >1 mm beyond the tumor edge, depends on the genetic makeup of the tumor. Recent work has implicated several subtypes of glypicans, the astrocytically secreted proteins that promote glutamate receptor expression and induce functional synapse formation, and *GPC6* was linked in particular to excitatory synapse growth^25–27^. We previously showed that *GPC3*, a member of the glypican family, can drive increased peritumoral neosynaptogenesis when expressed in GBM using our IUE CRISPR/Cas9 model^19^. While it is possible that the GPC6-induced peritumoral neosynaptogenesis at P30 (Fig. 2G, H) underlies the early infiltration and calcium dynamics we observed, further analysis will be needed to fully understand the disparate contributions of GPC homologs to tumorigenesis and their timing throughout disease progression.

Analyzing the mesoscopic calcium activity patterns in both 3xCR and GPC6 animals revealed that multiple activity metrics were significantly shifted during periods of high versus low cortical tumor expansion rates, depending on tumor genotype. The activity was generally greater in 3xCR brains than in GPC6 when tumor expansion was slow, and when expansion accelerated, GPC6 brains favored higher event rates with lower amplitude, indicating unexpected disturbances in mesoscale activity patterns. At a finer spatial scale, we found that 3xCR tumor animals showed a stronger difference in calcium activity profiles between periods of fast and slow tumor spread: calcium events were larger close to the tumor edge during fast tumor expansion, whereas in GPC6 brains, we did not see an equally significant distance relationship with activity metrics. On a cellular level, we compared glutamatergic cortical neurons across time, tumor distance, and genotype. 3xCR tumors caused increased neuronal firing compared to GPC6 outside the tumor margin, but neurons inside the GPC6 margin were more active than those outside. 3xCR peritumoral neurons also showed early-to-mid point reduction in somatic co-activity clustering with more frequent bursts. Compared to GPC6 brains, 3xCR activity levels were higher at mid and late time points, underscoring the significant differences in temporal dynamics of tumor/neuron crosstalk at the leading edge. Building on these results (see supplementary Fig. 10 for a schematic summary), we anticipate that future studies will yield additional valuable characterization of epileptogenic processes, such as a detailed analysis of changes in the balance of excitation and inhibition, as a function of tumor infiltration and tumor genotype.

These results indicate an unexplained but important difference in the way the specific genetic makeup of GBM may influence how it interacts with the surrounding microenvironment. Our current understanding that tumor genetics drive the progression of the cortical hyperexcitability microenvironment and hence impairment of higher order cortical function predicts that matching precision GBM diagnoses with information on residual disease can help guide future tailored management of the neurological comorbidity of brain tumors.

## Methods

### Animals

All animal procedures were carried out under an animal protocol approved by the Baylor College of Medicine IACUC. Mice were housed at 21 °C under a 12 h/12 h/ on/off light cycle, with humidity set at 45%. IUE CRISPR mice were generated on CD-1 and C57BL/6 backgrounds as previously described^4,8,19^ (see below). We used WT CD-1 mice for AAV-GCaMP, jrGeco1a, and iGlusnfr injections, or thy1-GCaMP6s-4.3 expressing mice on a mixed CD-1 x C57-BL6/J background. Animals of both sexes were used in the study; sex was not a factor in the experimental design and was not considered in random animal assignments to experimental groups. Sex information is included in Supplementary Table 1, listing all animals and in which figures data from each animal appear.

### In utero electroporation (IUE) model of GBM

In utero electroporation was performed on embryonic day 14.5, as described previously^51^. After pregnant moms were anesthetized, the uterus was exposed, and a plasmid cocktail was injected into the lateral ventricles of developing embryos. Progenitor cells lining the lateral ventricles were electrotransfected, after which the uterus was reinserted, and surgical openings were closed. The injection mixture included a single construct which expressed previously reported guide sequences to target Pten, Trp53, and Nf1, along with the Cas9^4,15,19^. A piggyBAC transposable system was utilized to label cells with a GFP reporter and/or overexpressed GPC6. The CRISPR guide sequences and the model were previously published (PMID: 28166219). When we developed the model, the guide sequences were adopted from previously validated studies (PMID: 25119044 and 24952903). The specific target sequences of the guides are as follows (in order, Tp53, Pten, and Nf1): CCTCGAGCTCCCTCTGAGCC, GAGATCGTTAGCAGAAACAAA, and GCAGATGAGCCGCCACATCGA.

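The target sequences in Trp53 and Nf1 were located in GRCm38, the assembly also called mm10. The Trp53 sequence of 20 bases lies on chromosome 11 from 69586926 to 69586945, in coding exon 2 of 11, on the strand of the gene and followed by the PAM AGG, within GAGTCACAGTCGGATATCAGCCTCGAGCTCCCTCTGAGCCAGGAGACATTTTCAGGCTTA. The Nf1 sequence of 21 bases lies on chromosome 11 from 79547104 to 79547124, in coding exon 42 of 58 of the transcript ENSMUST00000071325.8. It is on the strand opposite to the gene, with the PAM GGG, and the strand of the gene reads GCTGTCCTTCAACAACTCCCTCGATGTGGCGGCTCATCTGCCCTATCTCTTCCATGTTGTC around it. RNA of these genes was counted in endpoint tumors that carried the guides, and no tumor or brain without guides was among the libraries. Trp53 had 463 ± 290 normalized counts (SD, n = 3) in 3xCR tumors and 477 ± 216 (SD, n = 4) in GPC6 tumors, and Nf1 had 535 ± 179 and 651 ± 198. Neither difference exceeded the spread between tumors (two-sided exact permutation tests, p = 0.971 and 0.457). Counts of reads per gene carry no information on the edited bases, and transcripts with a frameshift can still be counted.

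**Figure D3:**
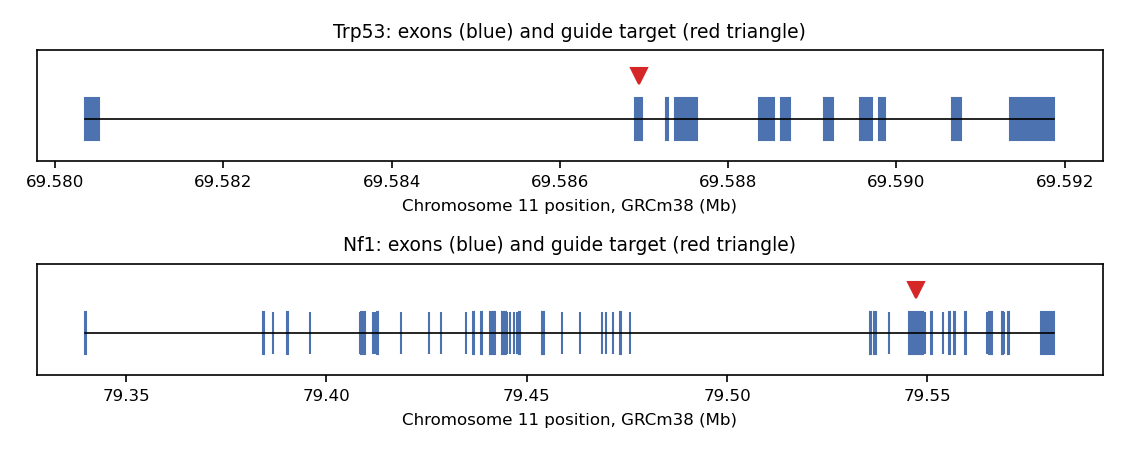
Exons (blue boxes) of Trp53 and Nf1 along chromosome 11 (position in Mb, GRCm38) and the target sequence of each guide (red triangle), drawn to scale. The target lies in exon 2 of Trp53 and in exon 42 of Nf1.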

### Immunohistofluorescence analysis

After IUE, mice were born and aged to postnatal day 30, at which point mice were euthanized and brains were dissected after transcardial perfusion of phosphate-buffered saline (PBS) followed by 4% paraformaldehyde. After a brief post-fix, tissues were cryoprotected in 30% sucrose overnight. Brains were then embedded in the Tissue-Tek OCT Compound (Sakura Finetek USA, 4583). Brains were sectioned at 40 µm thickness and processed with antigen retrieval for their associated antibody staining. For BrdU-cell proliferation analysis, 2 h before collection, 100 μg BrdU (in PBS) per gram body mass were delivered through intraperitoneal injection. Mouse brains were collected, frozen, and sectioned as described above. Before blocking, sections were incubated in 2 N HCl at 37 °C for 30 min and neutralized with 3.8% sodium borate for 10 min at room temperature. For synaptic staining, sections were treated in 10 mM sodium citrate, 05% Tween 20, pH 6.0 at 75 °C for 10 min.

The following primary antibodies were used (at their associated dilutions, including catalog number (cn), and lot number(ln)): rat anti-BrdU (BU1/75 (ICR1), 1:200; abcam, cn: ab6326, ln: GR3269246-1), mouse anti-gephyrin (1:500; Synaptic Systems, cn: 147011, ln: 1-64), rabbit anti-GFP (1:1,000; Thermo Fisher, A-11122), mouse anti-PSD95 (7E3-1B8, 1:500; Thermo Fisher, cn: MA1-046, ln: LI147875), guinea-pig anti-VGAT (1:500; Synaptic Systems, cn: 131004, ln: 2-41), guinea-pig anti-VGLUT1 (1:2,000; Millipore, cn: AB5905, ln: 3193844). We used species-specific secondary antibodies tagged with Alexa Fluor 488, 568, or 647 (1:1,000, Thermo Fisher) for immunofluorescence. After Hoechst nuclear counterstaining (Thermo Fisher, H3570, 1:50,000), coverslips were mounted with VECTASHIELD antifade mounting medium (Vector Laboratories, H-1000).

### Quantification of peritumoral synapses

Excitatory and inhibitory synapses at the tumor margins in cortical regions were quantified as previously published^19,28,29,52^. Briefly, frozen brains were sectioned to 40-μm thickness and stained with the aforementioned pre- and post-synaptic markers for excitatory (VGlut1/PSD95) and inhibitory (Vgat/Gephyrin) synapses. Confocal images were taken with a Zeiss LSM 880, and functional synapses were identified by the colocalization of the pre-/post- pair using the SynapseCounter plugin in ImageJ^53^. We used a control section which was stained with only secondary antibodies to establish threshold levels for discerning positive staining compared to no background fluorescence.

### Human glioma tissue analysis

Human glioma tissue microarrays were provided by Baylor College of Medicine’s Pathology and Histology Core. Sections were deparaffinized, rehydrated, and prepared for GPC6 staining (goat anti-mouse Gpc6, 10 µg/mL, R&D Systems, cn: AF1053, ln:GJA0219031) through the following treatment: 3 × 3 min in xylene, 3 × 3 min in 100% ethanol, 3 × 3 min in 95% ethanol, 3 min in 80% ethanol, 5 min in 70% ethanol, 5 min in 50% ethanol, 5 min in ddH_2_O, antigen retrieval (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) at 95 °C for 5 min, cool to room temp, 30 min in 3% hydrogen peroxide, 30 min in 0.1% Triton X-100 in PBS, and 30 min blocking with normal horse serum (provided in Vector Lab ImmPRESS HRP Horse Anti-Goat Polymer Detection Kit, MP-7405). After primary and secondary staining, a signal was developed using the DAB Substrate Kit (Vector Lab, SK-1000) supplement with nickel. Sections were treated with Harris hematoxylin for 15 s and the staining was blued with running tap water. Sections were then dehydrated and sealed with Permount before imaging.

### Survival analysis

After mice were born, they were observed for symptoms suggestive of tumors, including (but not limited to) lethargy, hunched posture, decreased appetite, decreased grooming, trembling/shaking, squinting eyes, partial limb paralysis, and abnormal gait, denoting the IACUC permitted endpoint. Statistical analysis was performed using the ggsurplot() function of survminer package (v0.4.9).

### RNA-Sequencing and bioinformatics analysis

Samples from tumor brains were collected from an endpoint, where tumor tissue was collected with the aid of fluorescence microscopy. Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, 74134) according to the manufacturer’s protocol. Samples were prepared in biological replicates, *n* ≥ 3 per variant genotype. RNA integrity (RNA integrity number ≥8.0) was confirmed using the High Sensitivity RNA Analysis kit (AATI, DNF-472-0500) on a 12-Capillary Fragment Analyzer. Illumina sequencing libraries with 6-bp single indices were constructed from 1 μg total RNA using the TruSeq Stranded mRNA LT kit (Illumina, RS-122- 2101). The resulting library was validated using the Standard Sensitivity NGS Fragment Analysis Kit (AATI, DNF-473-0500) on a 12-Capillary Fragment Analyzer. Equal concentrations (2 nM) of libraries were pooled and subjected to sequencing of ~20 million reads per sample using the Mid Output v2 kit (Illumina, FC-404-2001) on an Illumina NextSeq550 following the manufacturer’s instructions.

FASTQ files were quality controlled using fastQC (v0.10.1) and MultiQC (v0.9),11 and aligned to the mm10 reference genome via STAR (v2.5.0a).12 Count matrices and gene models were built from aligned files using Rsamtools (v2.0.0) and GenomicFeatures (v1.32.2) in R (v3.5.2). Using DESeq2 (v1.20.0) samples were normalized and analyzed for differential gene expression where GPC6 tumors were compared to 3xCR. Genes were considered significantly differentially expressed with a fold change >±1.5 at *P* < 0.01. 

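With the thresholds of a fold change over 1.5 and an unadjusted p under 0.01, limma on log2(normalized count + 1) found 50 genes between GPC6 and 3xCR endpoint tumors, 25 higher and 25 lower in GPC6. DESeq2 on the recovered reads found 541, of which 406 were higher and 135 lower, edgeR's quasi-likelihood test found 61 and voom found 39. Library weights moved the limma count most, to 2125. With each library left out in turn it ranged from 10 without 3xCR replicate 4 to 197 without GPC6 replicate 2, and it was 25 without 3xCR replicate 3 and 96 without 3xCR replicate 2.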

Ontology analysis was performed with the assistance of the Enrichr tool (maayanlab.cloud/Enrichr/).

Human expression and survival correlation analysis was performed utilizing the GEPIA v2 online tool. Low and high expression cohorts were set at the bottom and top 50%, respectively. Log2 fold change cutoff was set at 1, *P* value cutoff was set at 0.01, and match normal data were set to TCGA normal and GTEx data.

### EEG and headpost implant, virus injection, craniotomy

Mice were induced with 3–4% isoflurane in oxygen at 2 L/min flow rate until breathing slowed to ~60 bps. Deep anesthesia was confirmed via tail pinch. Hair was removed by electric clippers (Wahl, Sterling, IL, USA), and depilatory cream (Nair, Church & Dwight, Ewing, NJ, USA). The mouse was immobilized in a stereotactic frame with a gas-anesthesia adapter for neonatal rats and blunt-tip ear bars aimed at the upper mandible joint (Kopf Instruments, Tujunga, CA, USA). The scalp was disinfected using three alternating applications of betadine scrub and 70% EtOH, and the animal was covered with a fenestrated sterile drape, sparing only the disinfected scalp. All surgical instruments were autoclaved prior to use. Using pointed-tip surgical scissors (WPI, Sarasota, FL, USA), a ~1 × 1 cm square skin flap was removed to expose the skull bone. Using a no. 10 scalpel blade and serrated forceps, the periosteum was removed, and residual bleeding was absorbed with sterile cotton swabs. A thin layer of Vetbond cyanoacrylate (3 M, Maplewood, MN, USA) was applied to close the scalp wound. Next, a custom-made EEG adapter with attached wires (two recording channels, one reference, each made from Teflon-coated silver (WPI, Sarasota, FL, USA) wire with ~0.5 mm tips exposed, beveled using 600 grit sandpaper and chloride in NaClO) was attached using Krazy glue (Elmer’s, Westerville, OH, USA) to the skull bone ~3 mm anterior of lambda. A dental drill with ¼ carbide burr tip (Midwestern, Henry Schein, Melville, NY, USA) was used to make 3 burr holes, one over the cerebellum (bregma -3 mm, 2.5 mm lateral), and two at lambda +1 mm, 5 mm lateral on both hemispheres, making sure not to break through the bone but to create small cracks exposing the underlying dura mater. The silver wire tips were carefully inserted just below the bone to touch the dura, and the holes were immediately sealed with a small drop of Vetbond. A mixture of dental cement powder and charcoal powder (10:1) was mixed with dental cement fluid (Lang dental, Wheeling, IL, USA), and applied to the skull in a donut shape, approx. 5 mm tall and creating a ~15 mm diameter well. The custom-designed aluminum head bar (emachineshop, Mahwah, NJ, USA) was gently pushed into the dental cement to sit flush with the skull. A small amount of Vetbond was added to the inside walls of the headpost to promote permanent attachment. After the dental cement cured, excess cement was removed using the dental drill. A nanoliter injector (Nanoject II, Drummond scientific, Broomall, USA), was used to inject AAV solutions. Glass pipettes were pulled using a Sutter P-87 horizontal pipette puller (Sutter Instruments, Novato, CA, USA), and tips were broken on the filament of a vertical puller (Narishige, Japan) to create a sharp, ~10–20 µm wide opening. The pipette was backfilled with corn oil, and ~5 µL virus solution was aspirated from a sterile piece of parafilm using the Nanoject II. Depending on the experimental paradigm, we used a mouse line with genetically expressed calcium indicator (thy1-GCaMP6s_GP4.3, for expression characterization see ref. ^54^), or one of the following (combinations of) AAV’s:

pGP-AAV-syn-jGCaMP7f-WPRE (Addgene, Watertown, USA; see^55,56^ for pan-neuronal expression characteristics of AAV’s under the h-synapsin promoter), diluted 1:2.5 in sterile Cortex buffer (CB),

or AAV-FLEX-GCaMP8m + AAV-CamKIIa-0.4-Cre (expression almost exclusively in pyramidal cells^57^), diluted 1:1.5 in sterile CB

or AAV-Syn-NES-jrGeco1a-WPRE-SV40, diluted 1:3 with sterile CB,

or AAV-FLEX-iGlusnfr-184 + AAV-Ef-1α-Cre^56^, diluted 1:1.5 in sterile CB,

or AAV-FLEX-iGlusnfr-184 + AAV-CamKIIa-0.4-Cre, diluted 1:1.5 in sterile CB. See supplementary Table 1 for a complete list of animals and their respective fluorescent activity reporter types. For two-photon imaging, we only used animals with calcium reporter expressed in pyramidal cells, because we had previously shown that PV-expressing interneuron health inside the tumor margin is disproportionally degraded, and therefore it would have been problematic to compare all neurons inside and outside the tumor margin with each other. Based on the uniform delay between injection and expression level we observed inside the tumor margins as well as further away from the tumor, we are confident that there is no significant difference in the AAV uptake and intracellular action between intra- and extramarginal neurons. We did not observe uptake of AAV-mediated fluorescent reporters in tumor cells, however we cannot absolutely rule out that spurious uptake did occur in rare cases.

A total of eight or six (depending on the unobstructed skull area available) equidistant injection locations were selected with the goal to maximize coverage of the sensory and posterior motor cortex. For each hemisphere, these were at [bregma –3.5 mm; 2.5 mm lateral], [bregma –2 mm; 1 mm lateral], [bregma –2 mm; 4 mm lateral], and [bregma –0.5 mm; 2.5 mm lateral]. At each location, a total of 400 nL AAV-solution at two depths, ~300 and ~600 µm, were injected into the cortex in 9.2 nL/pulse increments separated by 10 s. After the last pulse in each location, the pipette remained in place for 5 min to minimize backflow and promote virus diffusion. The Nanoject was mounted at a 25-degree angle relative to the skull surface at each location and actuated by a manual and 1-direction motorized micromanipulator (WPI, Sarasota, FL, USA) at speeds of ~600 µm per min. After the last injection, the skull was covered with Vetbond and dental cement. Mice were allowed to recover for ~10 days post injection with meloxicam analgesic administered for the first 3 days. For the second surgery, induction and stereotactic positioning were performed as described above. The dental cement covering the skull was removed. A single-pane #1 cover glass (22 × 11 mm, Thomas Scientific, Swedesboro, NJ) was cut and adjusted to the individual dimensions (~7.5 × 6 mm) of the exposed skull bone by scoring the glass with a sharp-tip drill bit. The cover glass was then submerged in 70% EtOH for >10 min. The outline of the cut glass was transferred, and a corresponding groove was carefully drilled while cooling the bone every 10–20 s with compressed air and stopping short of the dura to avoid damage. A thin strip of bone covering the superior sagittal sinus was thinned but not removed. Before carefully removing the bone, it was soaked to soften for 5 min with sterile CB. Any superficial bleeding was controlled with small pieces of sterile surgifoam (Ethicon, Cincinnati, OH, USA), previously soaked in sterile CB. The dura was carefully removed by grasping, stretching, and gently piercing it with a 30 G needle, then peeling it off with serrated forceps. The cover glass was carefully placed and initially attached with Vetbond while gently applying downward pressure, ensuring that any gaps between the bone and the glass were filled with Vetbond without reaching the brain. After polymerization of the Vetbond, a few drops of cyanoacrylate glue were added to secure the glass in place, and finally a thin layer of dental cement around the edge of the glass was applied to seal it in place. Typically, this preparation allowed for >6 weeks of cellular-resolution 2p-imaging and >10 weeks of widefield 1-p imaging. If redness or signs of inflammation was seen, dexamethasone (0.5 mg/kg) was given for 3 days.

### In vivo two-photon and 1-p widefield imaging

Mice were typically imaged every 4–6 days, starting between P45 and P55, and every 1–3 days once spontaneous seizures were detected until the animal appeared moribund and was euthanized with CO_2_. (Average time span between the first and last imaging session was 48 ± 31 (SD) days). The mouse was headfixed and allowed to freely run on top of a custom-built Styrofoam wheel (12 cm diameter), whose rotational speed was recorded by an angular velocity encoder. Both imaging modalities are integrated in a Prairie Ultima IV (Bruker, Billerica, MA, USA) modified in vivo two-photon microscope. One-photon image sequences were acquired with a pco.Edge 4.2 sCMOS camera (pco, Germany), mounted on top of the scan head of the Bruker Ultima IV microscope with a 2x objective lens (CFI Plan Apo Lambda 2X, Nikon, Melville, USA), yielding a raw (unbinned) resolution of 3.62 µm/pixel (FOV = 2060 × 2048 pixels). Widefield movies were acquired using 2x or 4x software binning at 100 Hz (10 ms exposure duration). Blue illumination light (for GCaMP indicators or GFP expressed in tumors) was generated by a Xenon arc lamp (Zeiss, Germany), guided through a 480/20 excitation filter. For tagBFP labeled tumors, a 400/40 excitation and 480/40 emission filter was used. For GCaMP emission and jrGeco1a or RFP excitation, a 525/70 filter was used, and for jrGeco1a and RFP emission, a 620/60 filter was used. For iGlusnfr (Venus) imaging, a 517/20 excitation and 554/23 emission filter set was used. Images were acquired at 100 Hz with 2 × 2 or 4 × 4 digital binning (1020 × 1024 or 500 × 512-pixel FOV, respectively) on a Lenovo P920 workstation (Lenovo, Morrisville, USA). EEG signals were amplified (HP 0.1 Hz, LP 5 kHz, gain x100) using a Model 1700 differential AC amplifier (A-M systems, Sequim, USA), digitized with a USB-6211 multifunction I/O device (National Instruments, Austin, USA) and recorded using WinEDR v3.8.7 freeware (Strathclyde University, United Kingdom) at 10 kHz. The pupil size of the right eye was detected with IR LED illumination and recorded at 30 Hz with a GC660 IR camera (Allied Vision Technologies, Newburyport, USA) using custom Matlab routines (v 2020a, 2021a, Mathworks, Natick, USA). The position and movement of the animal’s head, whiskers, front paws, and frontal parts of the body was monitored and recorded at 30 Hz with another IR camera triggered by the WinEDR output signal generator (model SC1280G12N, Thorlabs, Austin, USA). These recordings were used to detect and exclude periods containing movement artifact that might contaminate the pixel by pixel analysis of imaging data.

Two-photon images of calcium and glutamate-reporter activity were acquired with a Prairie Ultima IV 2-photon microscope (software: Prairieview v5.63) using a ×25 objective, 1.1 NA, or a ×16 objective, 0.8 NA, at 920 nm (GCaMP6/7/8) or 1000 nm (jrGeco1a) under spiral (10–20 Hz frame rate) or resonant scan mode (30–35 Hz). We used a 525/70 nm emission filter for GCaMP6/7/8 indicators, a 554/23 nm filter for iGlusnfr, and a 620/60 nm filter for jrGeco1a emission. We targeted primarily L2/3 (mean depth below pia: 163 μm, range 100–240 μm). We also imaged some FOVs in L4 (mean depth below pia: 383 μm, range 360–395 μm), and several FOVs in L5 (mean depth below pia: 570 μm, range 510–640 μm). Laser output power under the objective was kept below 50 mW, corresponding to ~20% of power levels shown to induce lasting histological damage in awake mice^58^. Mice were imaged while awake, head-posted in a holding frame, and allowed to run freely on a circular treadmill.

### One-photon image preprocessing

Widefield images were processed using a custom-written Matlab pipeline partially based on previously published analysis methods [suite2p/caiman/seqnmf/mesoscale brain explorer/ofamm toolboxes^59–61^]. Briefly, recordings were saved by the pco acquisition software (pco camware v4.13) as multiple 2GB tiff stacks. For the analysis presented in Fig. 5, they were loaded into MATLAB, downsampled to a spatial resolution of ~36 µm/pix, motion-corrected ([normcorre-function], Matlab^62^), multiplied by a mask tiff file to suppress any artefactual signals from the vasculature (manually constructed in imageJ), and converted into ΔF/F movies saved as a single hdf5 file. The other acquired voltage traces corresponding to wheel motion, visual stimulus, IR camera trigger, and EEG were then downsampled and aligned to the ΔF/F traces.

Snapshots (average of 20 frames) of baseline calcium, glutamate, and tumor fluorescence during quiet wakefulness were taken at full resolution (2048 × 2048 pix) and 100 ms exposure time (Fig. 3: tumor fluorescence only, Fig. 4: calcium/glutamate only). To resolve the magnitude of progressive change in neuronal activity and glutamate levels, as well as tumor infiltration rates during these intervals, we quantified the evolution of baseline fluorescence intensity in mice at a repeated sampling time interval ranging from 3–7 days over a period of 6–11 weeks (Fig.3: *n* = 11 3xCR mice, *n* = 8 GPC6 mice; Fig. 4: *n* = 10 3xCR mice with calcium indicator, *n* = 5 3xCR mice with glutamate indicator, *n* = 8 GPC6 mice with calcium indicator), as determined by survival. For quantification of the changes in tumor fluorescence, we show both the CV/d (Fig. 3C) and expansion rate (Fig. 3D). The latter is calculated by simply dividing the area covered in tumor signal by the number of days between recordings. To characterize the local tumor expansion at the surface, the CV/d (calculated for each pixel and then averaged) measures changes in tumor coverage independent of whether these are caused by cell proliferation, cell growth/change in morphology, and cell movement. Therefore, it also captures motility and infiltration dynamics. We calculated the coefficient of variation (CV) for each pixel between consecutive imaging time points for calcium, glutamate, and tumor indicators by first scaling all images from each animal equally, then calculating the ratio of images taken at consecutive recordings, calculating the standard deviation across of all pixels, dividing by the number of days between the sessions, and normalizing by the mean intensity of all pixels of the resulting ratio image (see Figs. 3, 4). The colorized panels in Fig. 3 show a relative increase in tumor infiltration (CV/day) in red (up to +50%) and a decrease, i.e., movement of tumor cells (putatively away from where they were previously located in x- y- or z-direction) in blue (up to −50%, white = no change). Note that these colors do not necessarily represent tumor growth, but any change in tumor location, spread, or size. To summarize the overall progression, we binned the recordings into time intervals of 10 days between P45 and P135 and computed the 90th percentile of the resulting distributions for each bin to account for potential sampling bias towards more frequently sampled animals and potential outliers. Glutamate and calcium snapshots were processed in the same way, and the colorized CV/day panels in Fig. 4 represent dynamic changes in calcium and glutamate accumulation between imaging time points.

### Analysis of widefield calcium signal in relation to local tumor expansion

To correlate spontaneous calcium activity patterns recorded over time with changes in tumor spread (Fig. 5), we used mesoscopic one-photon calcium imaging of bilateral cortical FOV’s spanning on average ~45 mm^2^ at 100 Hz frame rate in five 3xCR and five GPC6 tumor animals. Tumor coverage of the FOV was measured for each recording, and tumor expansion rates were calculated in µm^2^/day. Based on our observation that tumors generally either existed in a prolonged state of slow expansion (<10^5^ µm^2^/day) or entered an accelerated rate of >10^5^ µm^2^/day (Fig. 3D), we divided the neural recordings into slow expansion or fast expansion categories. Detrended and normalized ΔF/F image sequences were spatially downsampled by a factor of 8, resulting in a final resolution of ~240 microns per pixel. Active running and whisking episodes were computed and excluded to select images corresponding to 300 s of quiet wakefulness for each recording (supplementary Fig. 1A): Briefly, the voltage signals from the wheel rotary encoder were recorded, downsampled to match the image frame rate and aligned with the images. Using custom routines and calibrations, this signal was converted into absolute speed (not discriminating between forward and backward motion). It was thresholded at 0.043 m/s to ignore brief episodes of rocking or grooming (grooming was recorded as part of the whisking routine). Episodes of active whisking were identified by loading the avi-file recorded by the wide-angle lens IR camera into Imagej, cropping a segment of the video which only included whiskers against a dark background, and saving this section of the video as a tiff stack. The stack was loaded into Matlab, and the variance of each pixel across all recorded frames was calculated. Variances were averaged and thresholded at an individual level for each recording that maximized sensitivity and specificity toward extracting significant periods of whisking. For each pixel of the mesoscopic cortical fluorescence image sequences, a ΔF/F trace was extracted, and calcium events were identified using a thresholding algorithm, taking into account variations in the baseline noise level for each pixel. From here, we defined the following metrics that provide information about different aspects of the calcium activity patterns observed (supplementary Fig. 1C): (1) “activity per min”: the mean of the ΔF/F trace computed over the 300 s trace, (2) “events per sec”: the rate of identified calcium transients after thresholding at three SD above the median, divided by 300 s, (3) “mean amplitude”: the maximum ΔF/F value of each calcium event averaged over all identified events per pixel. This corresponds to a measure of the maximal firing rate achieved during a single calcium transient. (4) “mean duration”: The duration of each event transient was averaged over the 300 s trace for each pixel. This corresponds to a relative measure of sustained firing rate during a calcium transient. Changes in these metrics for all FOV pixels were averaged for each recording, and for each animal, recordings during slow and fast tumor expansion phases were pooled together. These groups were then compared across tumor genotypes using a nonparametric *t*-test equivalent (Wilcoxon rank-sum test for comparisons of two groups, or Kruskal–Wallis test with Bonferroni multiple comparison correction for comparisons between more than two groups (“KW/mc”).

For each recording session, a reference image of the tumor (using either a green/red filter for RFP, blue/green for GFP, or 400 nm/blue for BFP) was acquired, spatially downsampled, and aligned with the calcium signal image to obtain a pixel mask of the tumor mass location. The local tumor expansion rate for each period between recording sessions was calculated by dividing the difference in tumor fluorescence between consecutive recordings by the number of days in between. Tumor spatial coordinates were extracted, and the distance between each pixel and the nearest part of the tumor edge was computed (Supplementary Fig. 1b). For the analysis shown in Fig. 5D, we pooled pixels inside the distance band closest to the tumor (<0.75 mm), and separately all pixels in all distance bands further than 3 mm from the tumor. For each recording in all 3xCR and GPC6 animals, we compared the near and far distributions by dividing their means, generating one ratio value per recording. We then separated those ratios into groups of “3xCR during fast expansion”, “3xCR during slow expansion”, “GPC6 during slow expansion”, and “GPC6 during fast expansion” for the metrics “mean ΔF/min”, “amplitude”, “events/sec”, and “event duration”. A nonparametric Kruskal–Wallis test with multiple comparisons correction was used to ascertain statistical significance. Additionally, a linear regression between all tumor distances and the five metric values was performed and adjusted *R*^2^ as a goodness-of-fit parameter calculated. The tumor distances were circularly shuffled 500,000 times, and the regression was performed for these bootstrapped repetitions (Supplementary Fig. 1d). Significance (*p* value) was then computed as the fraction of bootstrapped trials with a higher *R*^2^ than the actual value. Significance was quantified as a function of tumor expansion rate. For recordings with significant changes, FOV pixels were then divided into distance bands at 0.75-mm steps from the tumor, and distance-related changes were depicted as shaded error bar plots showing the defining features of the metric distributions in each band (Supplementary Fig. 8).

### Analysis of two-photon cellular calcium signals and network activity

Raw tiff image stacks were loaded into Matlab, motion corrected using normcore, and CNMF was applied to identify active neurons in the FOV. ΔF/F traces were computed for each neuron, followed by deconvolution and neuropil contamination correction (adapted from suite2p-wrapperdeconv function^59^ using an algorithm based on previously published work^63^, yielding a deconvolved ΔF/F matrix (termed “dΔF/F”) that was used for all subsequent analysis steps. This represents an estimate of the current probability that one or multiple spikes were produced within a time bin corresponding to the inverse of the scan rate (typically ~10–12 Hz for spiral scan and 15–30 Hz for resonant scan). Therefore, bursts of spikes occurring within ~33–100 ms generally show up as one distinct “event”, as do single spikes. Next, whisking, wheel velocity, EEG, and photodiode voltage traces were downsampled and aligned to the dΔF/F traces. Periods of active whisking and running were excluded for the remainder of the analysis. Deconvolved traces were then thresholded by identifying the bottom 20th percentile of all data (corresponding to random noise), and its median and SD. After thresholding above median + 3 SD, individual deconvolved calcium transients were identified, and four metrics were extracted: (1) overall (averaged) dΔF/F per min, (2) events/sec, and (3) amplitude of the transients. The fourth metric we computed for each neuron was the clustering coefficient (CC): To identify coactive clusters of neurons comprised of >2 neurons, the clusterONE algorithm (BrainConnectivityToolbox, matlab^64,65^) uses the previously computed pair-wise Pearson correlation coefficient matrix as its weighted, undirected network input, and identifies potentially overlapping groups of at least 3 associated neurons. Clustered neuron ensembles have previously been identified from neuronal calcium activity data using very similar approaches^35–37^. The CC of each neuron represents the tendency of its neighbors to be interconnected (see equation (9) in ref. ^66^). See supplementary Fig. 2 (supplement to Fig. 1) for visualization of example neurons and computation of the four metrics.

We acquired these neuronal activity measures from FOV’s at different locations (inside and outside the tumor margin), at different time points, and across tumor genotypes (3xCR, GPC6, and non-tumor control). To analyze chronic changes in activity patterns, we split up the GPC6 and 3xCR recordings into three time bins: early (P41–49, mean 43.6 ± 0.84 sem), mid (P50–56, mean 54.9 ± 1 sem), and late (P70-99, mean 89.2 ± 4.3 sem) in order to compare across 3 dimensions: time, distance from the tumor, and tumor genotype. The control late group spanned P80-P129. For the comparison between areas inside the tumor margin and tumor cell-free surrounding areas, we included data only from mid to late time bins, as we could not ensure that earlier time points left enough time to uniformly express the calcium indicator in all AAV-injected animals. For each animal, we chose FOV’s that were either located within the infiltrating tumor margin, i.e., neurons were visibly intermixed with tumor cells (0–1 mm from the solid (neuron-free) tumor core), or located within a ‘leading edge’ band of 1–2 mm from the tumor margin, where there were no tumor cells visible inside the FOV. We verified the lack of tumor cells in these leading edge FOVs by acquiring z-stacks, but could not rule out the presence of tumor cells beyond a depth of >600 µm due to imaging limitations. Therefore, analogous statistical comparisons were performed independently across these three dimensions: First, we randomly chose equal numbers of neurons from each recording to ensure equal weighting of animals in each group, based on the FOV in each group with the lowest number of identified neurons (3xCR early: *n* = 96, four animals, 3xCR mid: *n* = 130, five animals, 3xCR late: *n* = 140, four animals (all outside the margin); 3xCR inside: *n* = 40, four animals; GPC6 early: *n* = 52, five animals, GPC6 mid: *n* = 105, five animals, GPC6 late: *n* = 65, four animals (all outside the margin); GPC6 inside: *n* = 60, four animals; control mid: *n* = 100, four animals, control late: *n* = 100, five animals). Using 2p-imaging we studied a total of seven 3xCR animals, six GPC6 animals, and eight control animals, and unique datasets from some animals were included in several groups (see Supplementary Table 1). For each comparison between groups, pooled data distributions, which were generally not normally distributed (see violin plots in supplementary Fig. 9), were generated by randomly choosing 150 neurons from the equally pooled groups for Fig. 6 and 200 neurons from the groups for Fig. 7, and compared using the nonparametric Kruskal–Wallis test, and for each group the significance threshold was set at α = 0.05 with Bonferroni correction to account for multiple comparisons (termed “KW/mc test”). In supplementary Fig. 9, only the percent change between compared groups was displayed with bar plots if deemed significant. In Figs. 6, 7, all bar plots with individual data points) generated from pooled data were plotted, but only meaningful group comparisons, as schematically outlined, were highlighted when significant.

### Statistics and reproducibility

To ensure results were reproducible, data from multiple independent IUE cohorts of 3xCR animals (two cohorts for two-photon imaging, three cohorts for widefield imaging), and GPC6 tumor animals (two cohorts for all imaging data) were included for statistical comparisons. Animals with the same tumor genotype showed similar results regardless of which cohort they originated from. The detailed table in the supplementary material lists the number of animals that were used to replicate results for each figure. Unless stated otherwise for specific experiments, data groups were compared using nonparametric Wilcoxon rank-sum tests for comparisons between two groups, and Kruskal–Wallis test with Bonferroni multiple comparisons correction for comparisons between more than two groups. Sample sizes were chosen based on previous studies analyzing seizure and EEG data using the same mouse tumor models^8,19^. Data from some mice were not included if these animals died before the relevant time points for analysis were reached, or if image quality due to cranial window overgrowth did not permit identification of an appropriate number of neurons and/or appropriate SNR (for 2p-imaging data). Due to the serial chronic nature of the imaging studies following tumor evolution, experiments were not randomized.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNAseq data (Fig. 2) is publicly available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263832. Data for Suppl. Fig. 4: Single-cell RNA-Seq analysis of adult and pediatric GBM from the publicly available dataset (REF: Neftel et al. Cell 2019, PMID: 31327527); spatial transcriptomic data from the publically available dataset (REF: Puchalski et al. Science 2018, PMID: 29748285); Data for Suppl. Fig. 5: generated from the GlioVis tool (REF: Bowman et al. Neuro-Oncol 2017, PMID: 28031383). The raw in vivo mouse imaging data that support the findings of this study are available under restricted access for reasons of sensitivity, access can be obtained by contacting the lead author () within 2 weeks upon request. Data are located in controlled access data storage at Baylor College of Medicine. Source data of all graphs in figures are provided with this paper.

# Supplementary material for: Glioblastoma disrupts cortical network activity at multiple spatial and temporal scales
**Source:** Nat Commun. 2024 May 27;15:4503. doi: 10.1038/s41467-024-48757-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Glioblastoma disrupts cortical network activity at multiple spatial and temporal scales**

### **Supplementary methods and results**

Chronic calcium activity analysis at fast timescales and mesoscopic spatial scales enables analysis of the dynamical range of influence inside and beyond the tumor margin in 3xCR vs GPC6 tumor animals. Here we show a flow chart style schema of calcium widefield analysis in relation to tumor distance, and how we tested for significance between distance and activity metrics (supplementary fig 1). In each recording, we acquired functional calcium or glutamate movies, and snapshots of the tumor (in a separate optical channel). Calcium movies were spatially and temporally downsampled, and periods of active whisking, running and visual stimulation were excluded from further analysis (A). The tumor outline was computed from the other optical channel, and all pixels were assigned corresponding distance bands in 0.75mm-increments from the tumor edge (B). For each binned pixel from the calcium movie, a  $\Delta F/F$  trace was computed, and after detrending and denoising, individual transients were identified. Mean  $\Delta F/F$ , event rate, amplitude, area (or duration), and rhythmicity were computed (C). Activity metrics were further analyzed as a function of distance in 2 ways: we computed the p-values of linear fits, and tested for statistical significance by creating a bootstrapped null distribution by circularly shuffling the  $\Delta F/F$  traces 500,000 times for each pixel (D, see also supplementary figure 5), or we calculated the average metric values for each distance band (E) and compared the ratios between near (<0.75mm) and far (>3mm) from the edge depending on tumor expansion rate and tumor genotype (see figure 5C/D in the main results section).

For cellular resolution images of tumor cells and neuronal calcium activity, we employed an analysis pipeline partially based on previously published literature (see methods section), and extended it to extract information relevant to our analysis. Briefly, we started by identifying neurons using a modified CNMF algorithm. An example of two identified neurons in a motion-corrected spiral scan FOV is outlined in supplementary fig 2A). Underneath we present one minute of the raw calcium traces, intermediately detrended and normalized  $\Delta F/F$  traces, and lastly the deconvolved “d $\Delta F/F$ ” traces for both neurons. For example neuron 2 we show a detailed view of 10 seconds of d $\Delta F/F$  activity to visualize how separate calcium events were identified. Next, we extract from the identified events 4 distinct metrics that produce one mean value for each cell in each recording, and these values were ultimately pooled into distributions for statistical comparisons: 1) average d $\Delta F/F$  is the mean of each cell's d $\Delta F/F$  values across all samples in a

recording. Here the semilogarithmic histograms show the binned count of these values for a 20-min recording. 2) Event rate: instances of identified events were counted and divided by the number of seconds in each recording. The histograms depict events/sec in 10-sec bins of the same recording used in 1). 3) Event amplitude: To characterize the instantaneous firing (or “burst”) behavior of individual neurons, we calculate the mean event amplitude for each cell. If two cells had the same mean  $d\Delta F/F$  value, then the one with the higher mean amplitude would presumably have a more burst-like firing pattern, and the one with a lower amplitude would be producing more single spikes. The histogram was constructed analogously to the ones in 1). 4) Using the  $d\Delta F/F$  in bins of 100 msec, we first determined Pearson’s pair-wise correlation coefficients for all combinations of individual neurons. Then we apply an algorithm that identifies groups of neurons more likely to be coactive than expected by chance (see methods for details), and color-code them for visualization. In this recording, the two example neurons above were part of the same cluster. The algorithm then computes a clustering coefficient for each neuron.

We performed a bioinformatics analysis of GPC6 tumor brain genes, and show significantly upregulated genes in supplementary fig 3. These genes of interest are organized by different ontology databases. Only significantly modulated genes are shown (dashed red line represents the  $p = 0.05$  cutoff).

The human RNA data analysis was performed through the GEPIA online tool (Tang et al, Nuclei Acids Res 2017, PMID: 28407145) containing the RNA-Seq datasets from the UCSC Xena project (<http://xena.ucsc.edu>). To probe the source of GPC6 further, we utilized publically available studies (Broad Institute, [https://portals.broadinstitute.org/single\\_cell/study/SCP393/single-cell-rna-seq-of-adult-and-pediatric-glioblastoma](https://portals.broadinstitute.org/single_cell/study/SCP393/single-cell-rna-seq-of-adult-and-pediatric-glioblastoma), Neftel et al, Cell 2019). In supplementary figure 4, we can clearly see that the detectable expression of GPC6 is restricted to the tumor cells. Additionally, there are clearly clusters that express GPC6 in both adult and pediatric samples of high grade glioma.

To address the differences between subtypes, we performed more detailed survival analysis, isolating different glioma subtypes (supplementary Fig 4): We show Kaplan-Meier survival curves differentiating across different glioma subtypes, with data derived from TCGA. Curves were generated using the GlioVis tool (REF: Bowman et al, Neuro-Oncol 2017, PMID: 28031383). Each curve compares the survival of the upper and lower halves of GPC6 expression within patient tumors.

Using our chronic cranial window technique, we were able to image the same animals for many weeks without significant loss of optical clarity and fluorescence intensity. To demonstrate the high degree of clarity over long periods of time, we show widefield images of a GPC6 tumor brain (supplementary Fig 6A), labeled with GFP (red light excitation, green emission filter), and a calcium indicator (jRGECO1a, green light excitation, red emission). We show the window at 10 different time points between P62 and P141 in the same animal. Similarly, the window of an example 3xCR mouse (tumor: BFP, blue emission filter, 400nm excitation; calcium: thyl-GCaMP6s, green emission filter, blue excitation light) remained clear from P56-99 (supplementary Fig 6B). For visualization, brightness scales were adjusted by normalizing with respect to background signal generated from the lumen of the large pial surface veins.

In order to visualize spatial relationships between calcium or glutamate baseline fluorescence with tumor size, over time, we show dual-color aligned reference images for the 3 example animals (from fig 4 in the main text), in supplementary fig 7 (A: 3xCR tumor, calcium reporter; B: 3xCR tumor, glutamate reporter; C: GPC6 tumor, calcium indicator).

We calculated distance bands in 0.75 mm increments, as shown in supplementary figure 8A/B for 3xCR and GPC6, respectively, averaging the  $\Delta F/F$  signal concentrically from the tumor border (outlined in white lines). In these examples, we determined significant differences by comparing event rates to a  $R^2$  goodness of fit value analysis. In both 3xCR and GPC6 tumor brains, there was a significantly higher event rate proximal to the tumor (p-values .02 and 2e-6, respectively) during the fast expansion phase. Interestingly, the  $R^2$  of event rate as a linear function of distance from the tumor during slow phases was not significant in either tumor model. This suggests that distance is only a relevant factor underlying cross-talk during the fast expansion phase.

Subsequently, we applied this analysis to the activity metrics (amplitude, area and event rate (“ $\Delta F/\text{min}$ ”, and “rhythmicity” are shown in supplementary figure 8): In 3xCR animals, linear fit p-values (distance from tumor edge vs. activity metrics) were significantly different between slow and fast tumor expansion periods for event amplitude and area, but not event rate (supplementary fig 8C). In some recordings this was also seen for overall  $\Delta F/F$  activity and rhythmicity (mean p-values:  $0.57 \pm 0.08$  sem and  $0.22 \pm 0.09$  sem slow/fast respectively,  $p = 0.06$ , KW/mc test; and mean p-values (slow/fast):  $0.42 \pm 0.06$  sem /  $0.36 \pm 0.1$  sem,  $p = 0.4$  KW/mc test), percentages of significant recordings (0% vs 15%,  $p = 0.07$ ,  $\chi^2$  test). Rhythmicity in significant recordings, taken when tumor expansion was fast, dropped by 83% at a distance of 3.75 mm, on average (supplementary fig 8C). For each metric, boxplots contain the corresponding  $R^2$  p-values from 20 recordings acquired during slow tumor growth (left), and from 13 recordings during fast growth

(right). The horizontal line corresponds to the median, the vertical extent of the box equals the interquartile range (25th to 75th percentile), the whiskers extend to the most extreme data points not considered outliers, and the outliers are plotted individually using the '+' marker symbol. Notches display the variability of the median between samples, and boxes whose notches do not overlap have different medians (at  $\alpha = 0.05$ ). Pie charts show the percentage of significant recordings under both growth conditions for each metric. The shaded errorbar plots (mean and sem) underneath contain metric data from the corresponding significant recordings, normalized by the first value (corresponding to  $<0.75$  mm distance from the tumor edge) of each recording. The x-axes of these plots extend out to variable maximal values, depending on the tumor coverage of each FOV constraining space for the distance bands.

To analyze whether the number of significant recordings differed between the two expansion rate conditions, we performed a  $\chi^2$  test between the percentage of recordings that had a significant linear relationship between distance and activity metrics (pie charts). In 3xCR animals, calcium event sizes were significantly different depending on tumor distance: mean amplitudes were more likely to drop off with distance when tumors spread fast rather than slow (mean p-values:  $0.22 \pm 0.05$  sem and  $0.0273 \pm 0.01$  sem respectively,  $p = 0.001$ , KW/mc test). We determined that 31% of recordings in fast expansion states were significant vs. 5% during slow periods ( $p = 0.04$ ,  $\chi^2$  test). Mean amplitudes in slow period recordings were 70% lower at 3mm from the edge, and 80% lower at 3.75mm under fast spreading conditions. Similarly, calcium event areas had a stronger association with distance under fast than slow conditions (mean p-values:  $0.047 \pm 0.05$  sem vs  $0.28 \pm 0.05$  sem respectively,  $p = 0.002$ , WR test), and 46% of recordings were significant vs 0% ( $p = 8e-4$ ,  $\chi^2$  test). Mean area values were on average 83% lower at a distance of 4.5 mm than  $<0.75$ mm from the tumor margin. However, event rates were, in most recordings, not significantly associated with distance from the tumor, and there was no significant difference between slow and fast expansion periods (mean p-values:  $0.4 \pm 0.06$  sem vs.  $0.34 \pm 0.105$  sem,  $p = 0.32$  WR test). While 2 recordings during fast expansion showed significance, there were none during slow periods, but this difference was not significant ( $p=0.07$ ,  $\chi^2$  test). When significantly modulated, event rate was on average 83% lower at a distance of 3.75 mm from the tumor edge.

Whereas these results from 3xCR tumor animals indicate that overall calcium events were progressively diminished at increasing distances from the tumor, GPC6 peritumoral activity generally did not follow the same activity-distance relationships (supplementary fig 8D). There were no recordings with a significant correlation of distance and amplitude or area (empty pie

charts for  $\Delta F/\text{min}$ , rhythmicity), and goodness-of-fit p-values were never different significantly different between recordings from slow and fast growing tumor epochs (amplitude:  $0.28 \pm 0.07$  sem and  $0.29 \pm 0.11$  sem,  $p = 0.65$  WR test; area:  $0.27 \pm 0.07$  sem and  $0.3 \pm 0.13$  sem,  $p = 0.8$ , WR test). However, the event rate was significantly modulated as a function of distance in two GPC6 recordings, one while the tumor was growing slowly, and one fast. In accordance with these low numbers, there was no significant difference between the two conditions (mean p-values:  $0.38 \pm 0.06$  sem and  $0.34 \pm 0.12$  sem,  $p = 0.7$  KW/mc test), nor between the percentage of significant recordings (5% vs 12%,  $p = 0.49$ ,  $\chi^2$  test). In the significant slow period recording, mean event rates were 16% lower at a distance of 3 mm, and 42% lower at 6 mm. The maximum distance in the recording taken during a period of fast tumor expansion was 3 mm.

We examined whether intramarginal somatic activity differed in similar ways from cortical activity recorded in non-tumor control animals. We found that in 3xCR tumor animals, mean focal  $d\Delta F/F$  (i.e. AP production) measured inside the tumor margin was unchanged compared to controls. However, the mean event rate was elevated by 52% ( $p = 1e-13$ , KW/mc test), and amplitude by 17.7% ( $p = 2e-3$ , KW/mc test, supplementary figure 9A, left). Neuronal calcium event rates inside GPC6 tumor margins were 36% higher than controls ( $p = 4e-9$ , KW/mc test), and amplitudes 15% higher ( $p = 6e-5$ , KW/mc test). However, there was also a 26% reduction of overall calcium activity compared to controls ( $p = 3e-3$ , KW/mc test, supplementary figure 9A, right).

Supplementary figure 1 (supplement to figure 1)

### A) pixel-wise activity map analysis

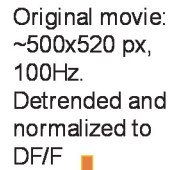

Downsample temporally to 20Hz, spatially by a factor of 8:

Compute  
whisking and  
running  
episodes, cut  
out a 5-min  
segment of quiet  
wakefulness.

Compute DF/F  
traces for each  
\*active\* pixel,  
denoise and  
threshold

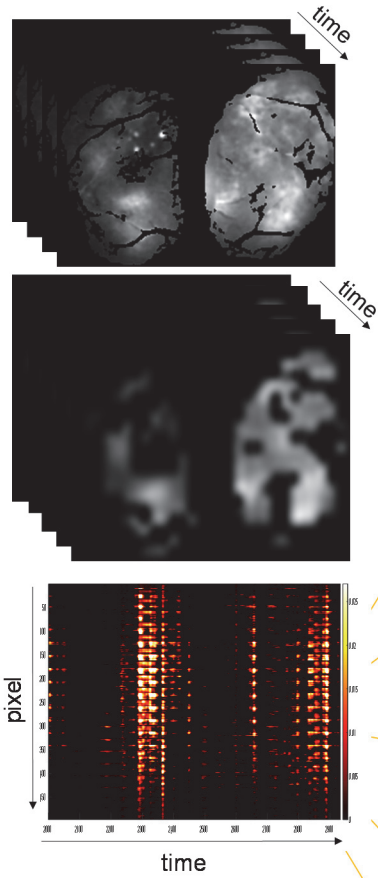

Fit metrics vs distance,  
bootstrap controls to  
generate p-values

Circular  
shuffle  
distance  
to tumor  
x500k

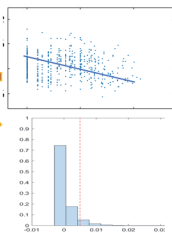

Plot metrics by pixel, e.g.  
mean DF/F, white  
outline: tumor

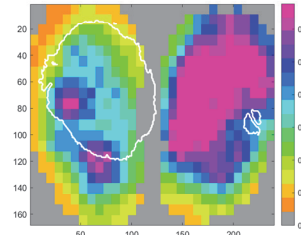

### B) tumor distance binned analysis

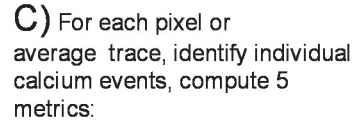

1) Mean DF/F

2) event rate

### 3) Mean event amplitude

4) mean event area /duration

5) rhythmicity

- 1) compare binned metrics across recordings for each distance bin

- 2) compare binned metrics across distance bins for each recording

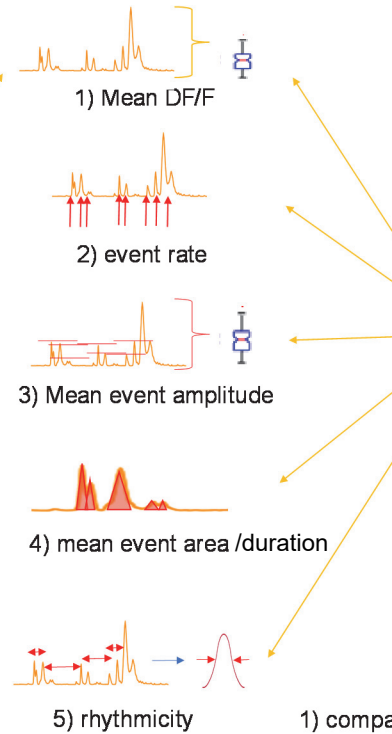

D)  E)

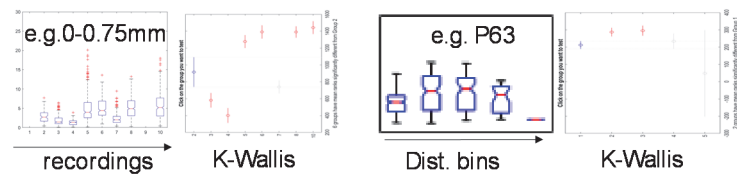

Identify tumor  
outline,  
downsample  
spatially to  
match movie

Compute distances to tumor edge for each pixel in 0.75mm bands

Compute  
\*average\*  
denoised  
and  
thresholded  
DF/F traces  
for each  
distance  
band, bin  
pixels for  
analysis

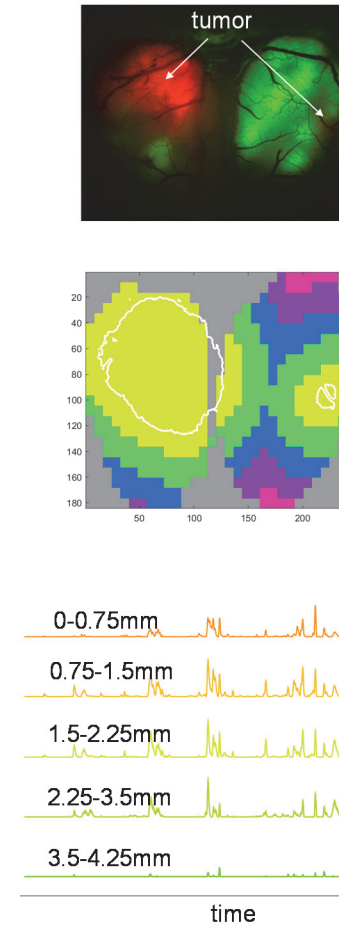

e.g. 0-0.75mm

---

e.g. P63

**Supplementary. Fig. 1 (supplement to Figure 1): Chronic calcium activity analysis at fast timescales and mesoscopic spatial scales enables analysis of the dynamical range of influence inside and beyond the tumor margin in 3xCR vs GPC6 tumor animals**

- A) 1-p widefield images are recorded at ~500x520 pixel resolution and 100Hz sampling rate. Images are downsampled temporally to 20Hz and spatially by a factor of 8, resulting in ~0.24mm pixel resolution. After computing active whisking and running periods, 300 sec of quiet wakeful activity is selected. For each pixel, a corresponding  $d\Delta F/F$  signal trace is computed, detrended, and thresholded at 3 SD above mean baseline noise level.
- B) Using a snapshot image taken with a green/red filter (for RFP labeled tumor) or 400nm/blue filter (for BFP labeled tumor), the tumor margin is computed for each recording at different time points. This image is aligned and spatially downsampled as in (A), and pixels are assigned to distance bands of 0.75 mm width. Average  $\Delta F/F$  traces are calculated for visualization, and pixels are binned into the respective 0.75 mm distance bands.
- C) Each  $\Delta F/F$  trace is processed to extract the following metrics: i) mean  $\Delta F/F$  over the duration of each trace, ii) calcium transient event rate  $\text{sec}^{-1}$ , iii) mean event amplitude for each trace, iv) mean area under the curve of identified calcium events, and v) rhythmicity, i.e. the inverse of the width at half maximum amplitude for the distribution of inter-event intervals.
- D) To visualize changes in activation patterns over time, values for the computed metrics are plotted pixel by pixel with the outline of the tumor overlaid in white. To determine a possible relationship between the distance to the tumor edge and the neuronal activity metrics, the linear fit  $R^2$  is computed. Next, distances to the tumor edge are scrambled via circular shuffling 500k times to create a bootstrapped null distribution and a p-value for the significance of the correlation.
- E) Next, metric distributions for pixels binned into 0.75 mm-distance bands are computed, and compared, first across time for each distance bin, and then across distance for each time point (Kruskal-Wallis test with correction for multiple comparisons).

# Supplementary figure 2 (supplement to figure 1)Å

A

mouse GPC6\_F4 (GPC6 example)  
calcium P93

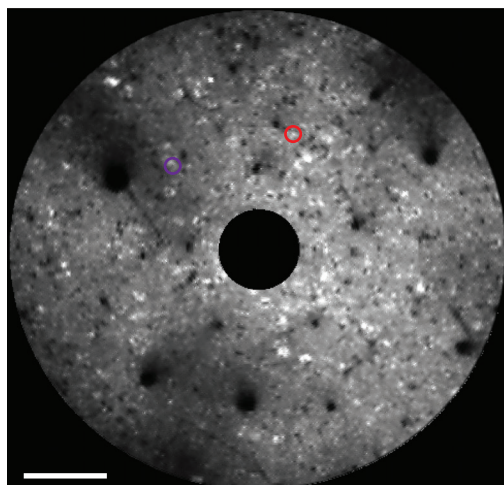

example neuron 1

calcium

$\Delta F/F$

$d\Delta F/F$

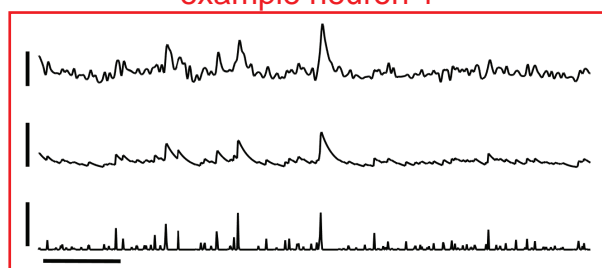

example neuron 2

calcium

$\Delta F/F$

$d\Delta F/F$

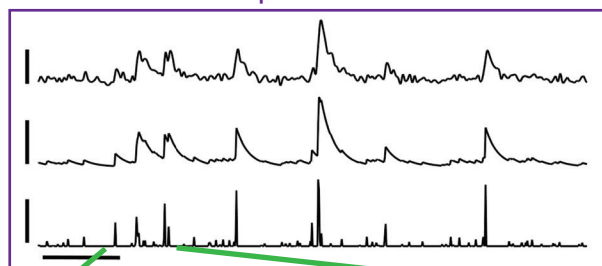

event detection

zoom

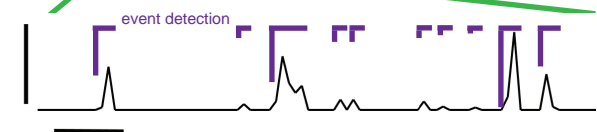

B

metrics: distributions and means

1)  $d\Delta F/F$  value distributions

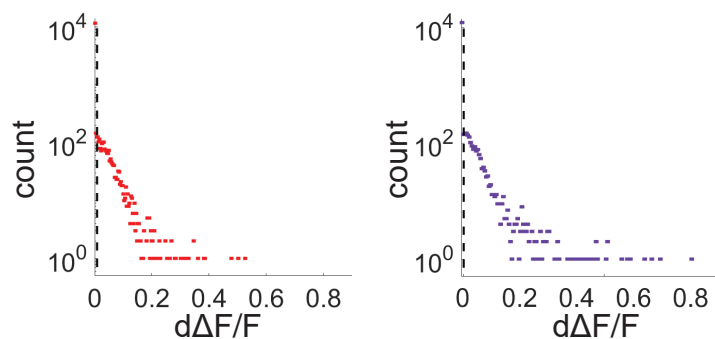

2) event rate

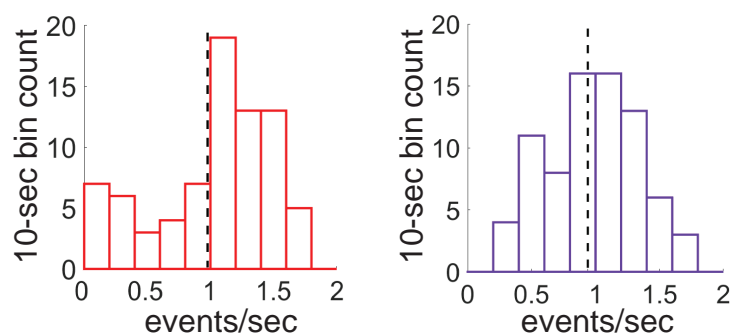

3) event amplitude

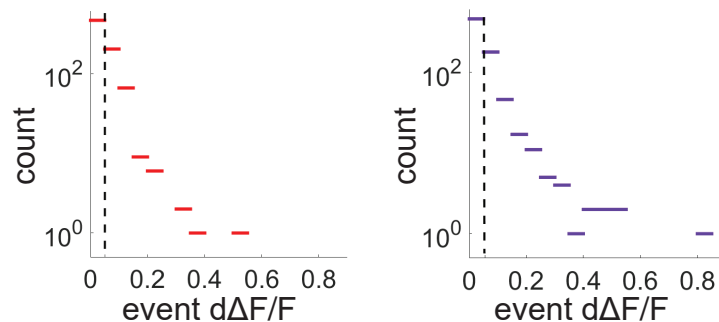

4) clustering

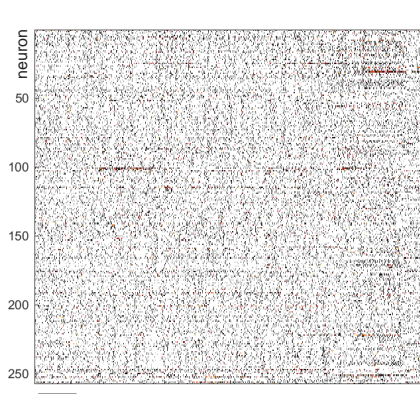

i) binned  $d\Delta F/F$

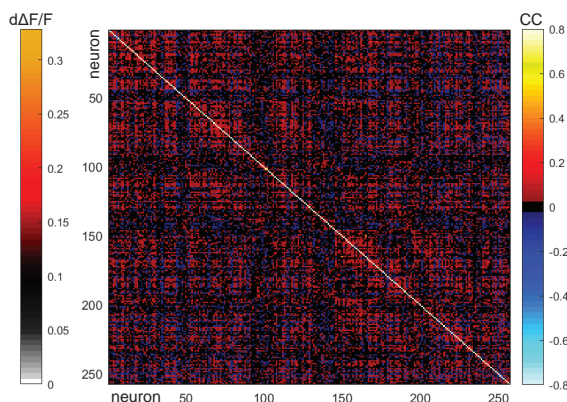

ii) Pearson corr-coeff.

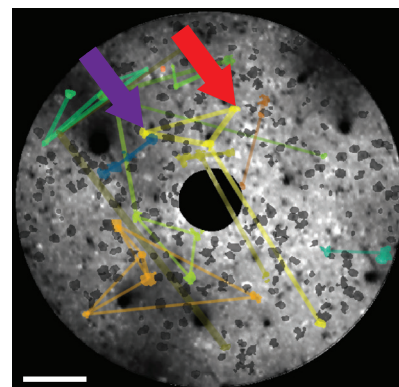

iii) clusters

**Supplementary Fig. 2 (supplement to Figure 1): 2-photon calcium imaging data analysis pipeline: processing raw calcium data and extracting metrics and coactive clusters**

- A) Top: example FOV snapshot from a GPC6 tumor mouse recorded at P93, neurons labeled with AAV-jrGeco1a. Scale bar = 100  $\mu\text{m}$ . Purple and red circles: example neurons whose calcium activity traces are plotted below. Bottom: raw calcium traces, preprocessed  $\Delta F/F$ , and deconvolved  $\Delta F/F$  from the two example neurons highlighted in A). Horizontal scale bar = 10 sec. Vertical scale bars (from top to bottom, for both example neurons: 10,000 A.U. (digitized at 12 bit resolution and upsampled to 16-bit), 100%  $\Delta F/F$ , 1 A.U. (equivalent to spike probability)). Horizontal scale bar for the zoomed in portion of the example neuron2 deconvolved trace: 1 sec. The purple bars represent the identified event durations (horizontal) and amplitudes (vertical).
- B) Extraction of activity metrics from the two example neurons in A): 1) mean  $d\Delta F/F$ : semilogarithmic histogram of deconvolved  $d\Delta F/F$  values across a 20-min recording. 2) events/sec: histogram of event rates binned in 10-sec increments, from the same 20-min recording. 3) Event amplitude: semilogarithmic histogram of event amplitude values across the same 20-min segment. Dashed vertical lines (in all 6 plots) = mean values for each metric. 4) i): deconvolved  $\Delta F/F$  traces of ca. 250 neurons, binned in 100-msec increments. Horizontal scale bar = 10 sec. ii): matrix of pair-wise Pearson correlation coefficients for all possible pairs of the 250 neurons. iii): visualization of significantly coactive clusters of neurons. Arrows: example neurons 1 and 2 were part of the cluster of neurons connected by yellow lines.

Supplementary figure 3 (supplement to figure 2)

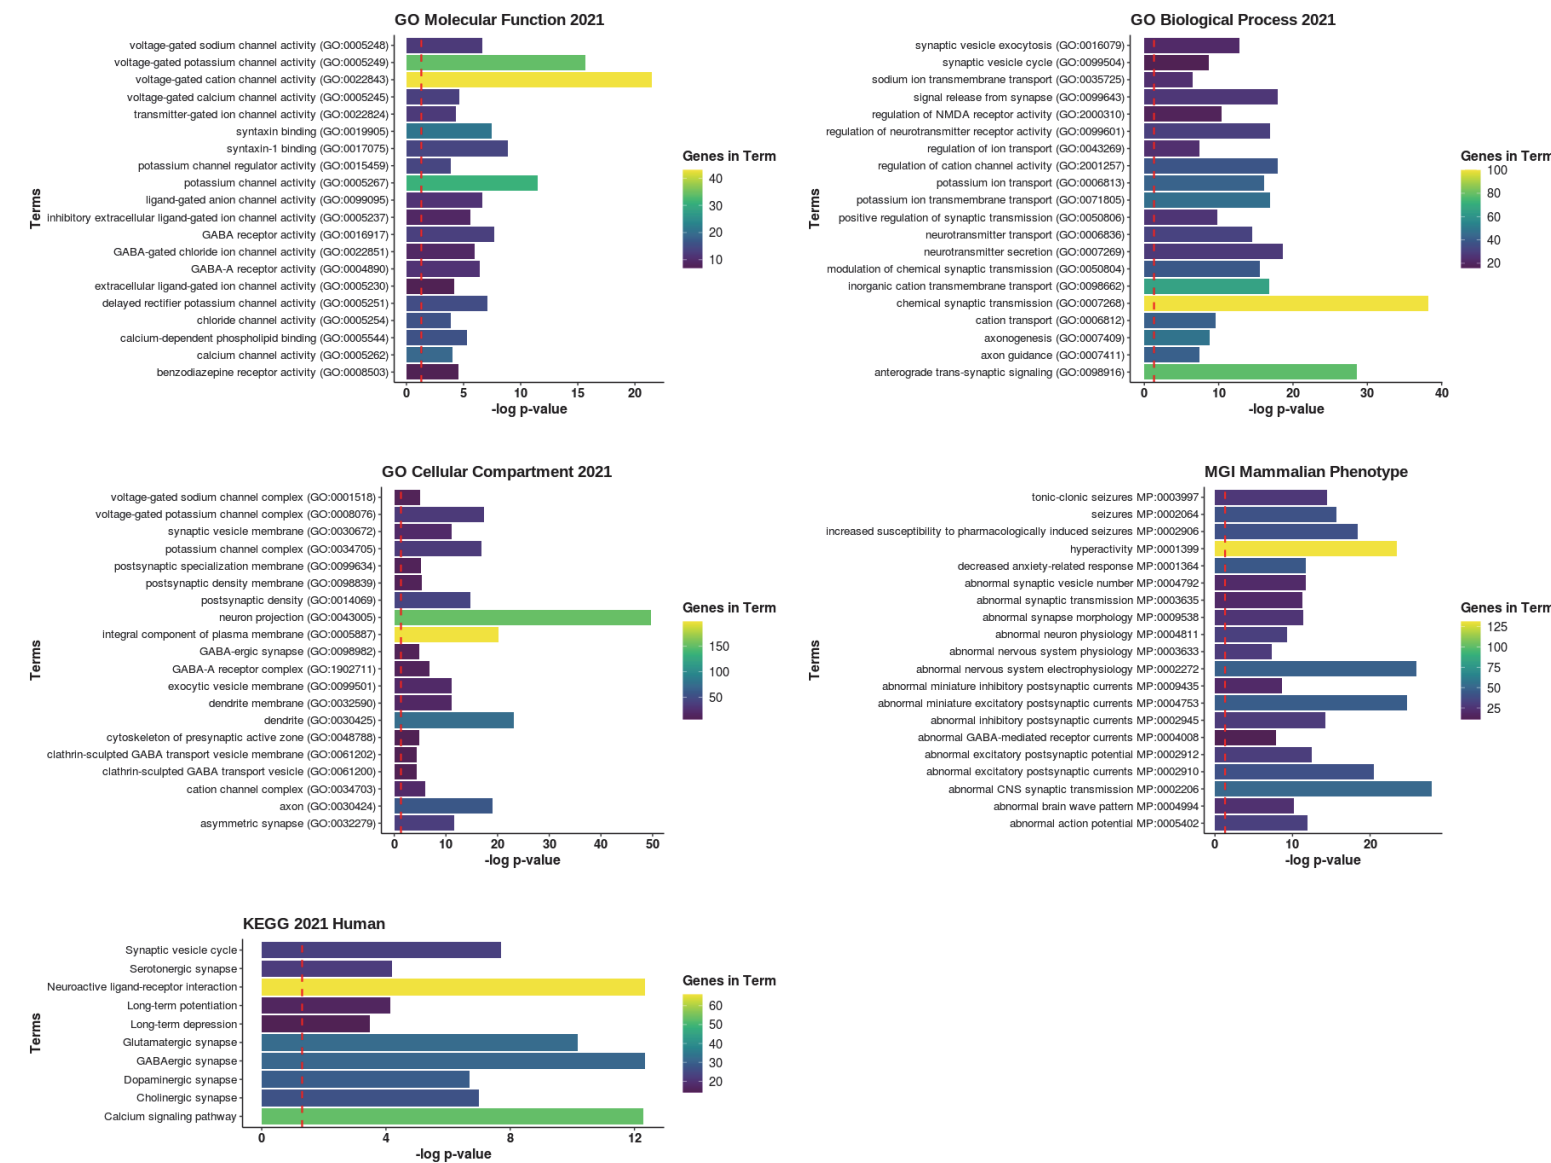

**Supplementary Fig. 3 (supplement to Figure 2): Bioinformatics analysis of differentially upregulated genes in GPC6 tumor brains.**

Bar graphs demonstrate of different significance values of various terms from different ontology databases. 

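Each bar stands for 1 ontology term, a set of genes that a database groups by function, location, phenotype or disease. The analysis was made with Enrichr, which asks whether more of the submitted genes belong to the term than a random list of the same length would hold, and the p-value of that overlap is drawn as its negative logarithm, so that longer bars mean smaller p-values. The submitted genes were those that rose in GPC6 tumors in the comparison of bulk endpoint tumors. Since the terms of different databases share many genes, bars of related terms are not separate observations.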

Significance values were calculated as the  $-\log(p\text{-value})$ . Colors of bars indicate the number of genes in each term that were found. Dotted red line set at  $p = .05$  threshold.

Supplementary figure 4 (supplement to figure 2)

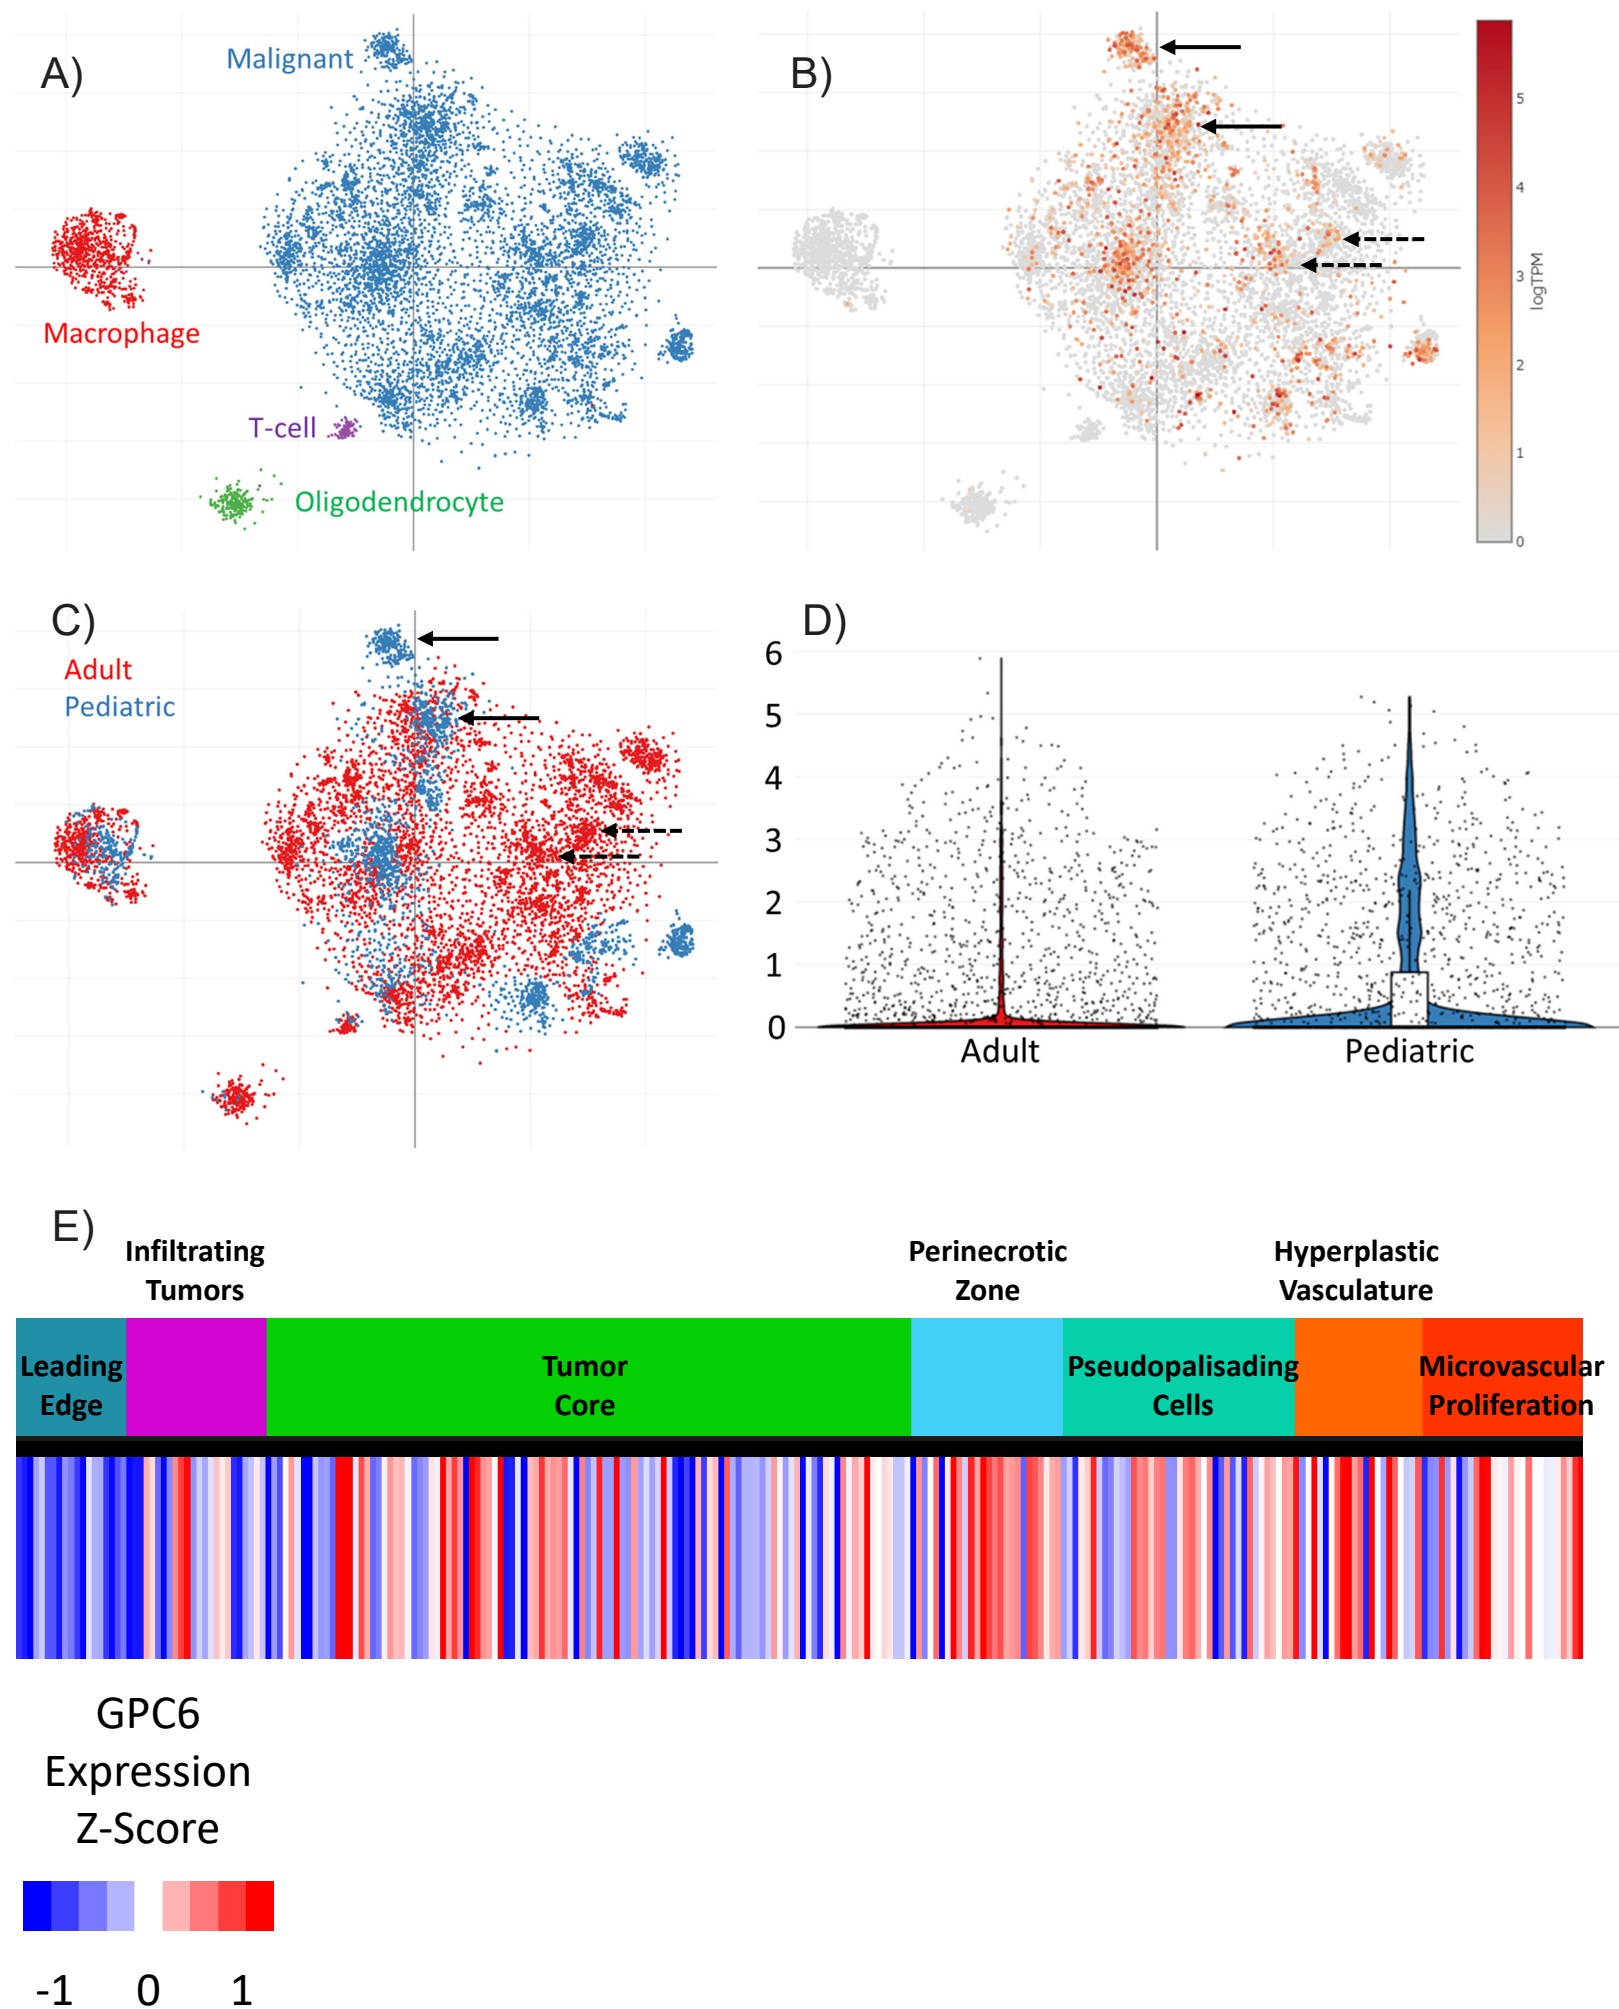

**Supplementary Fig. 4 (supplement to Figure 2): GPC6 expression is restricted to tumor cells.**

A) Single cell RNA-Seq analysis of adult and pediatric GBM from publically available dataset (REF: Neftel et al, Cell 2019, PMID: 31327527) annotated different cell types. Cells are mapped by tSNE clustering. Horizontal axis is tSNE1, vertical axis is tSNE2. B) Expression plot of GPC6 demonstrates expression is restricted to tumor cells only. C) Plot annotating cells from adult (red) and pediatric (blue) samples. Arrows indicate GPC6 expression (from B) is found in both adult (dashed arrows) and pediatric (solid arrows) samples. D) Comparison of expression between adult and pediatric samples. Y-axis values represent log TPM (transcript per million). E) Analysis of spatial transcriptomic data from publically available dataset (REF: Puchalski et al, Science 2018, PMID: 29748285) demonstrates GPC6 expression is restricted to within the tumor or the invasive infiltrating cells (purple).

Supplementary figure 5 (supplement to figure 2)

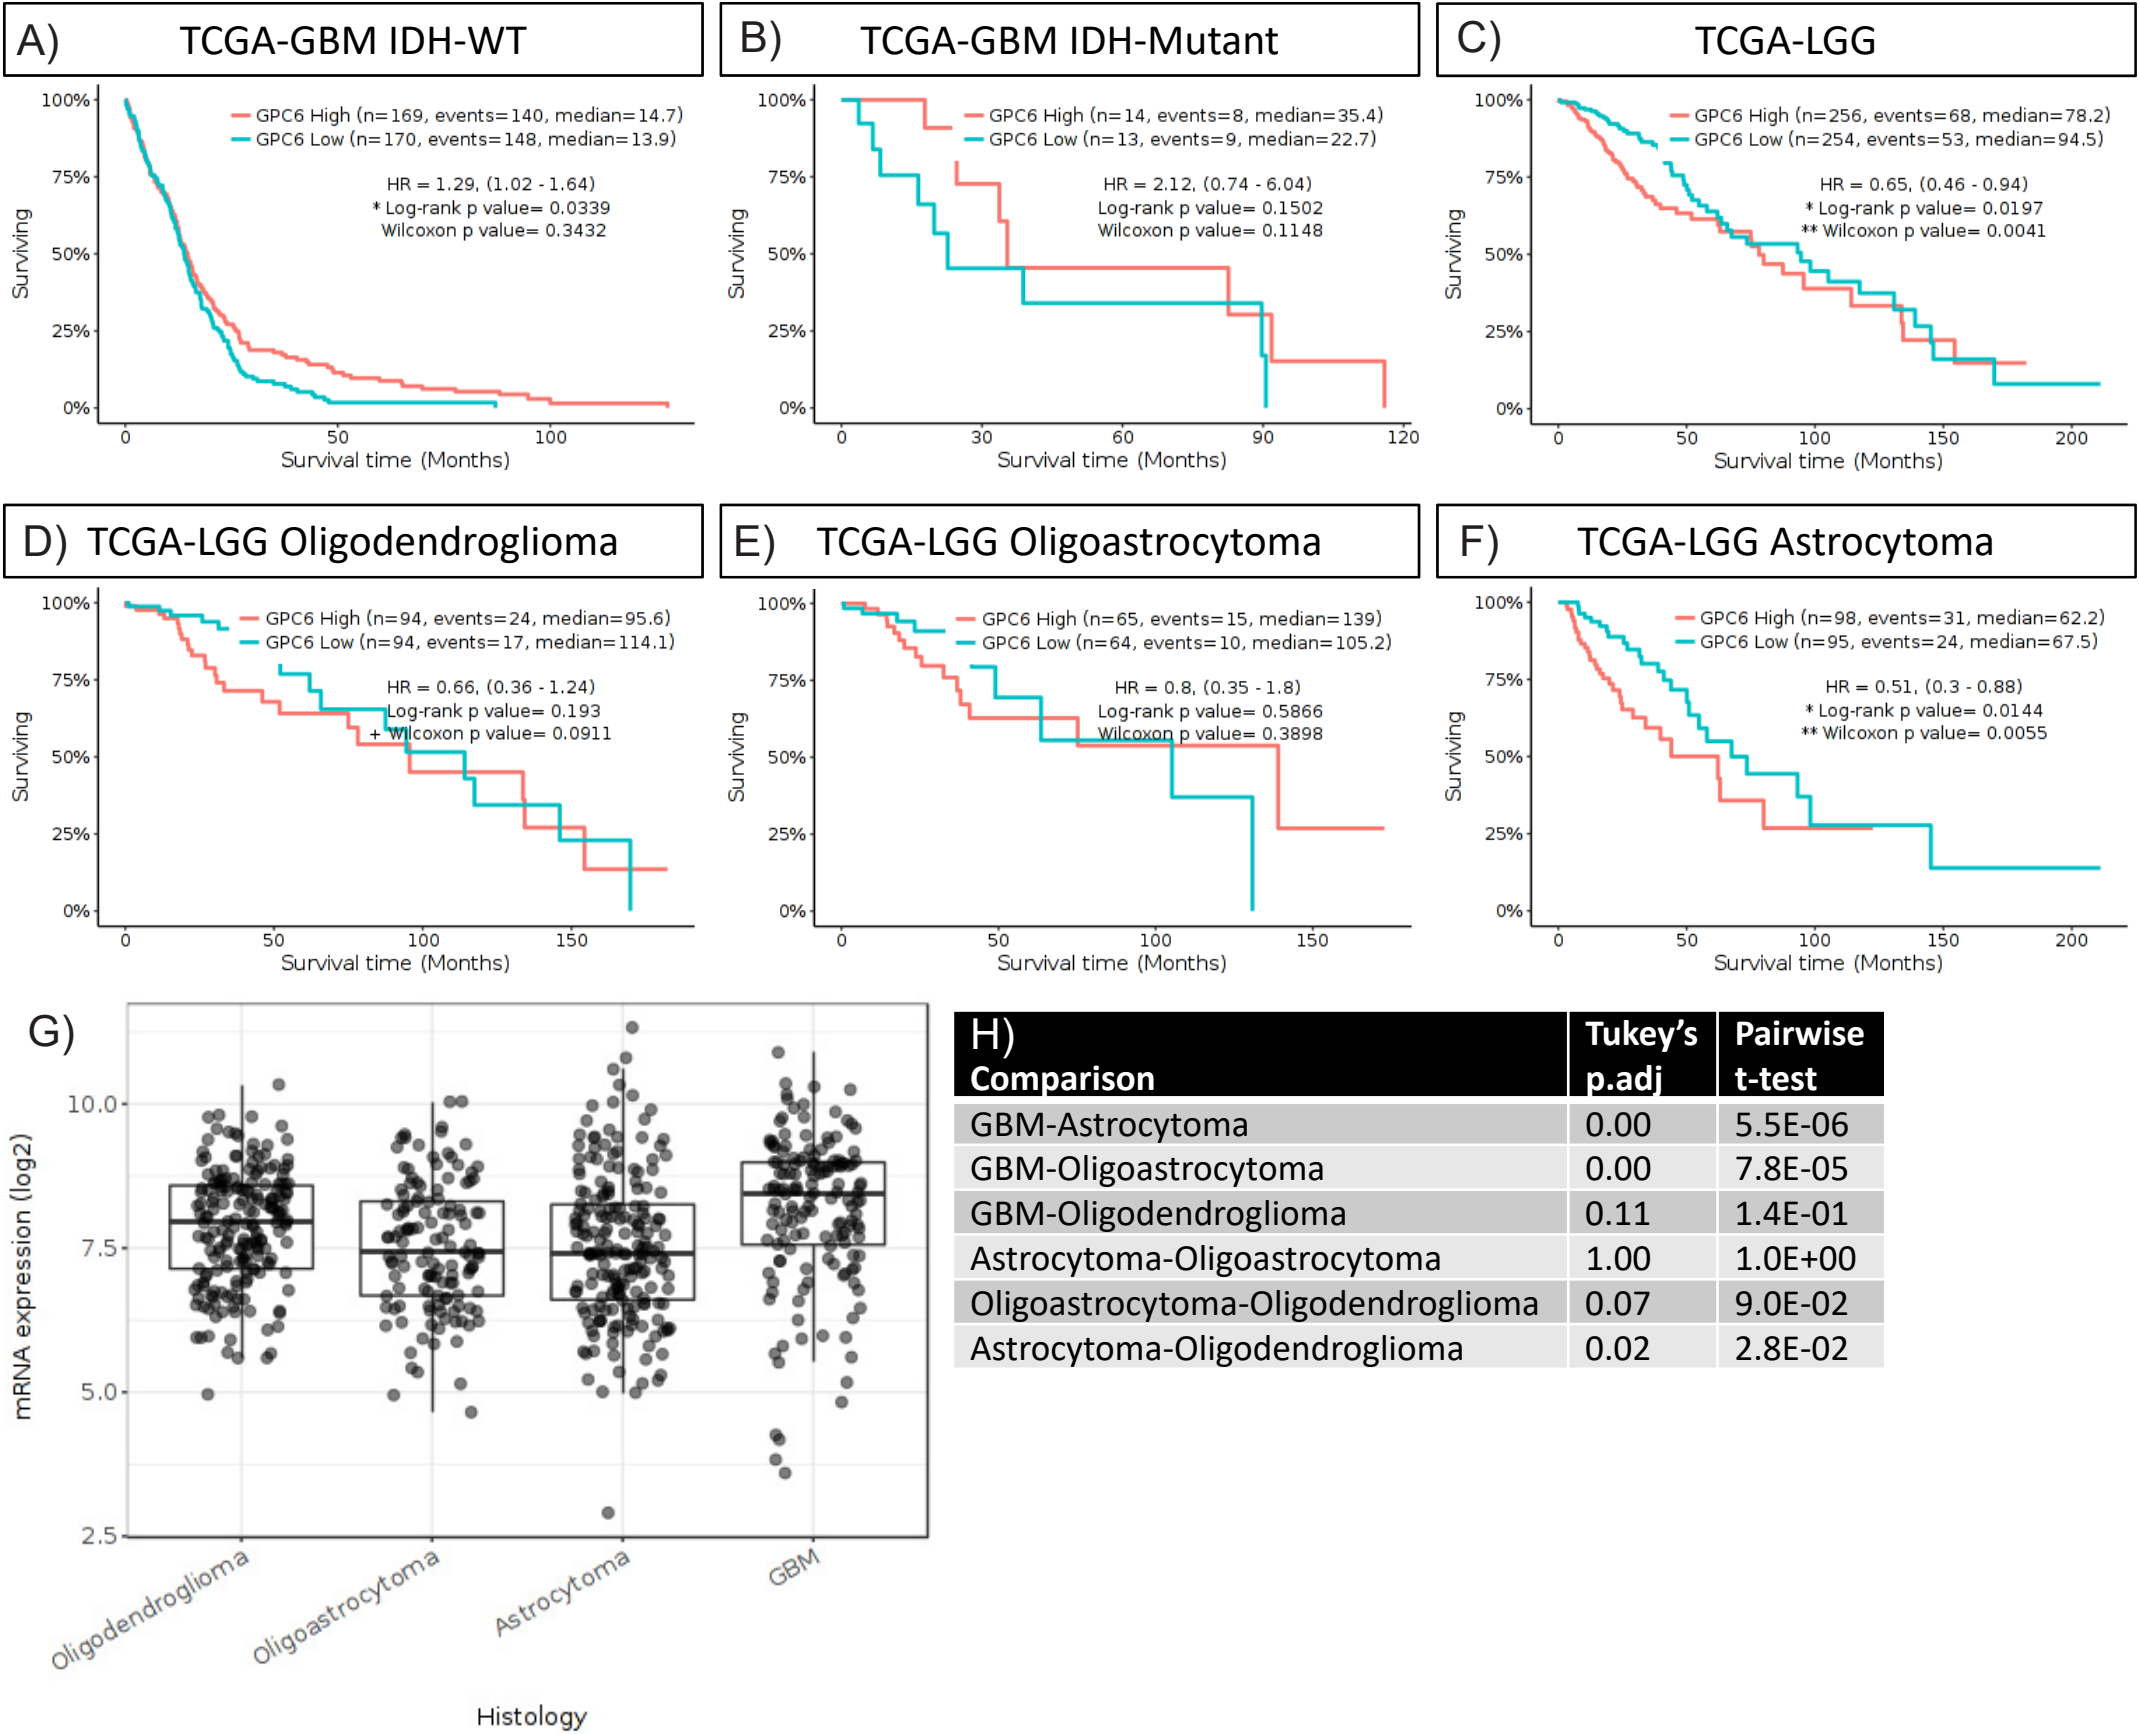

**Supplementary Fig. 5 (supplement to Figure 2): survival as a function of GPC6 expression**

A-F) Kaplan-Meier survival curves differentiating across different glioma subtypes. Data was derived from TCGA. Curves were generated from the GlioVis tool (REF: Bowman et al, Neuro-Oncol 2017, PMID: 28031383). Each curve compares the survival of the upper and lower halves of GPC6 expression within patient tumors. G) Box-whisker plot differentiating GPC6 expression across different glioma subtypes. All box-whisker plots center on the median; the bounds of the boxes mark the upper and lower quartile; the whiskers extend to the upper and lower extremes (1.5x interquartile range from the upper and lower quartiles). H) p-values when comparing the expression data (from G) across different glioma subtypes using Tukey's and Pairwise t-test.

Supplementary figure 6 (supplement to figure 3)

A

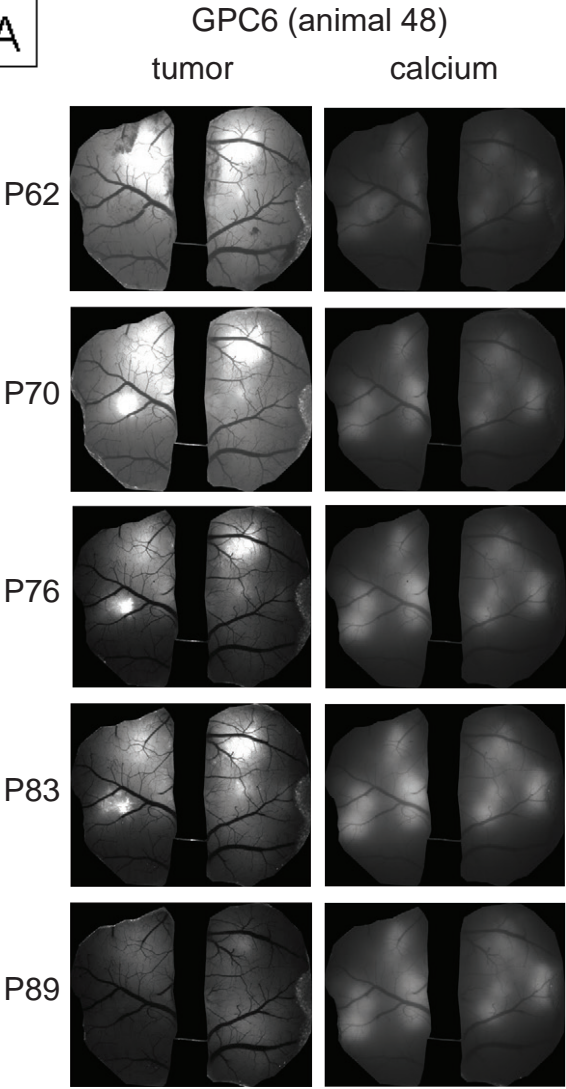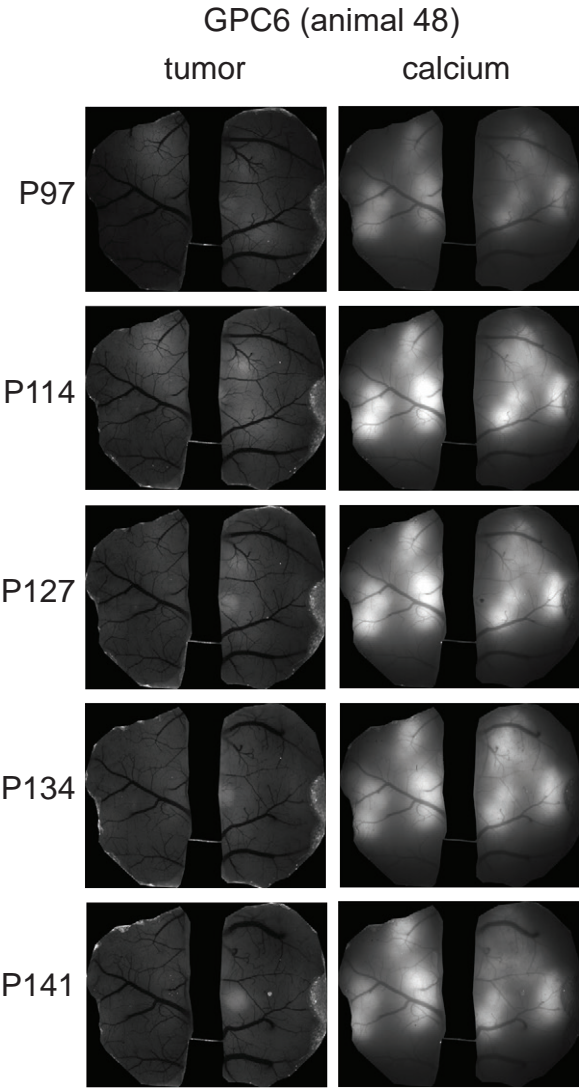

B

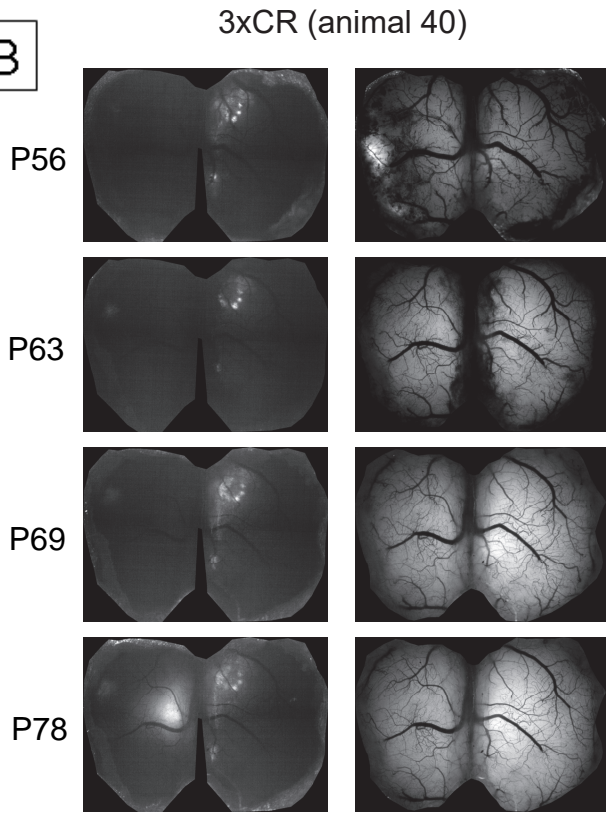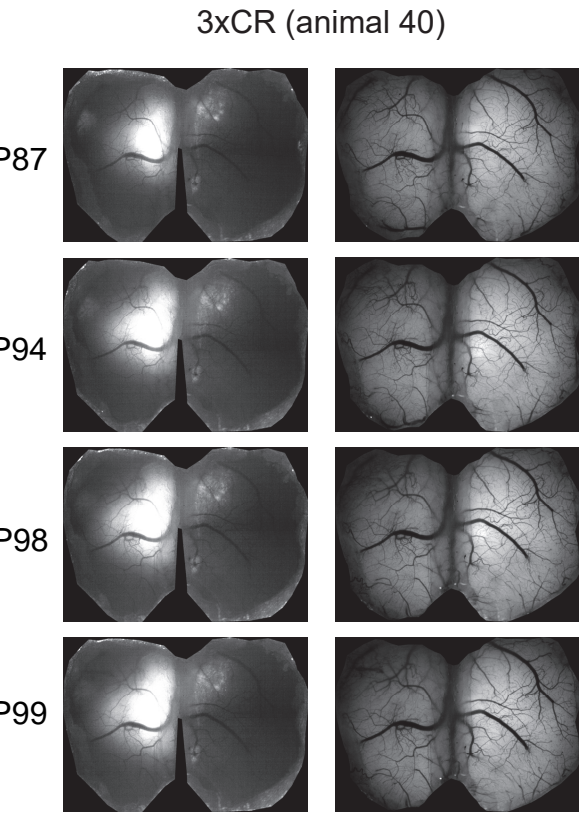

**Supplementary Fig. 6 (supplement to Figure 3): Long-term stability of 1-photon widefield fluorescence.**

- A) Widefield, 1-photon fluorescence images from a GPC6 tumor animal, taken across 10 time points between P62 and P141 (11 weeks). In each time point, the left image shows tumor fluorescence (tumor labeled with GFP, green emission filter, red fluorescence excitation), and the right image show a calcium indicator (AAV-jrGeCO1a, red emission, green excitation light). Scale bar = 1 mm. Note optical clarity remains high throughout the experiment as seen by visibility of small blood vessels. Overall brightness dynamics were normalized by background signal detected inside the lumen of the large pial vessels, whose brightness is independent of the tumor or calcium signal. Similar results were obtained in 5 other animals over comparable time spans.
- B) Analogously to A), here we show an example of a 3xCR tumor mouse that was imaged over 7 weeks (P56-99) with a different combination of fluorophores: The tumor was labeled with BFP (blue fluorescence emission, 400nm excitation), and calcium visualized with a genetically expressed indicator (thy1-GCaMP6s, green light emission, blue light excitation). As in the GPC6 example in A), there was no significant loss of optical clarity over time. Similar results were obtained in 10 other animals over comparable time spans.

Supplementary figure 7 (supplement to figure 4)

A

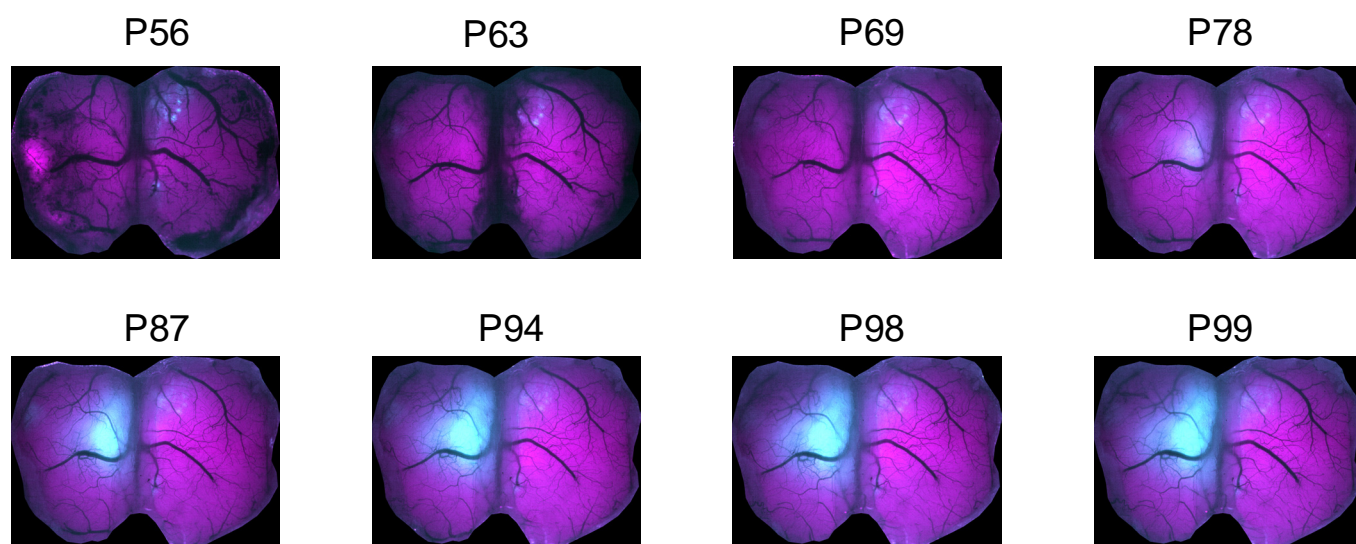

B

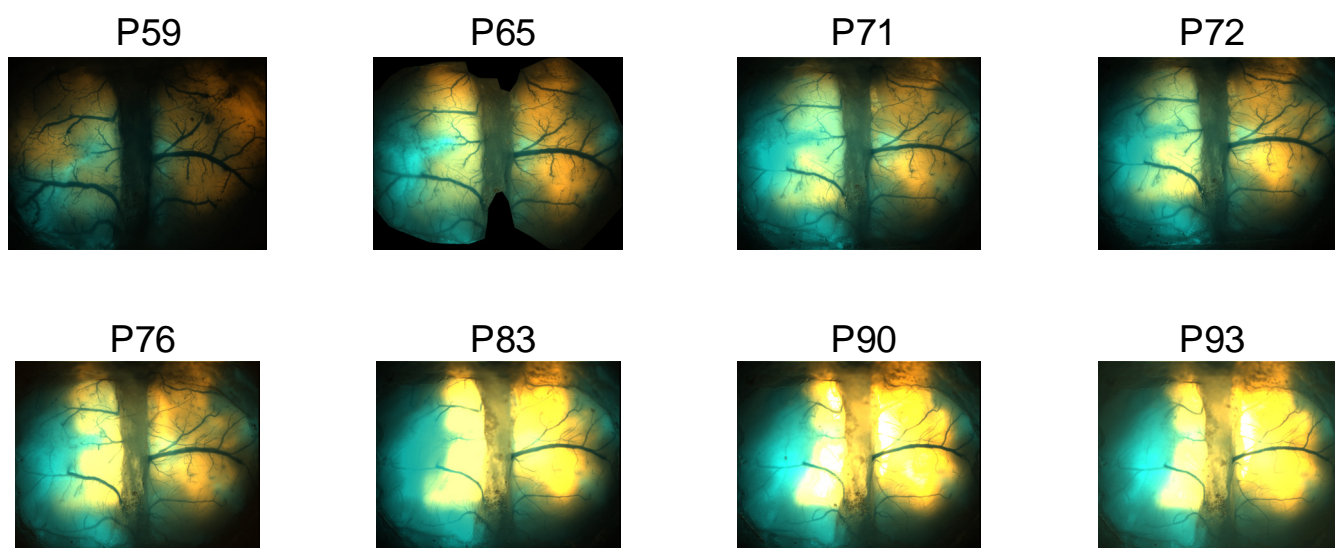

C

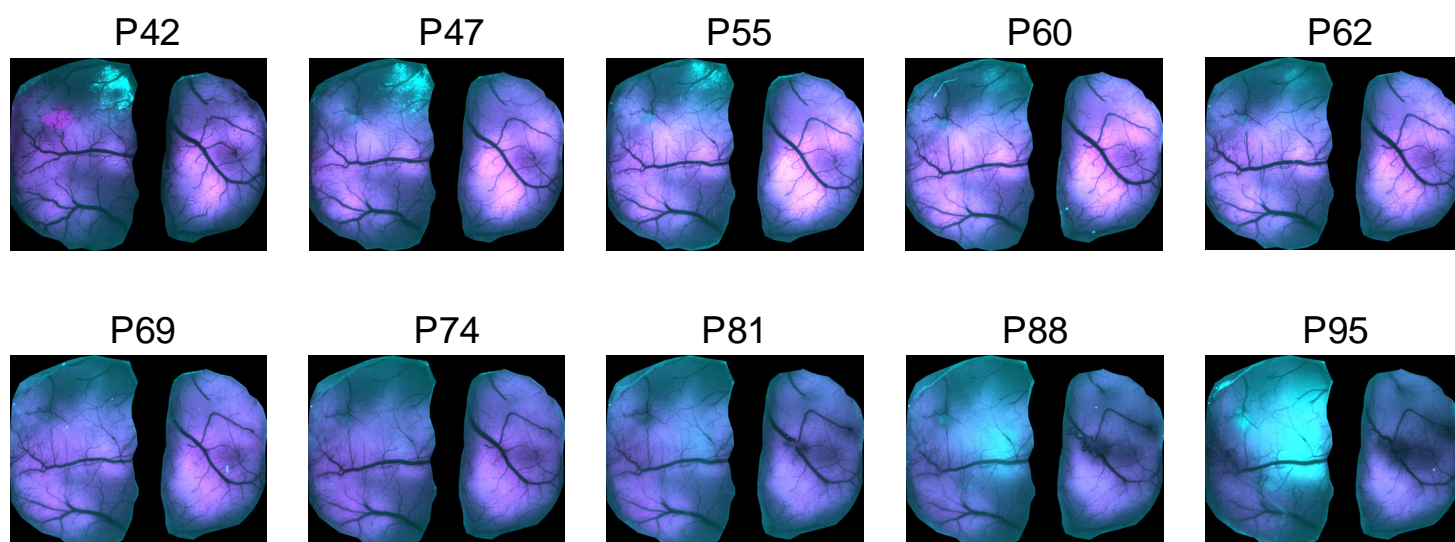

**Supplementary Fig. 7 (supplement to Figure 4): Dual-channel overlay images showing calcium/glutamate and tumor fluorescence**

- A) Widefield, 1-photon fluorescence overlay images from a 3xCR tumor animal, taken across 8 time points between P56 and 99, tumor = cyan, GCaMP6s = magenta. Similar results were obtained in 5 other comparable animals.
- B) Widefield overlay images from a 3xCR tumor animal, taken across 8 time points between P59 and P93, tumor = cyan, iGluSnfr = orange/yellow. Similar results were obtained in 4 other comparable animals.
- C) Widefield overlay images from a GPC6 tumor animal, taken across 10 time points between P42 and P95, tumor = cyan, GCaMP8m = magenta. Similar results were obtained in 5 other comparable animals.

Supplementary figure 8 (supplement to figure 5)

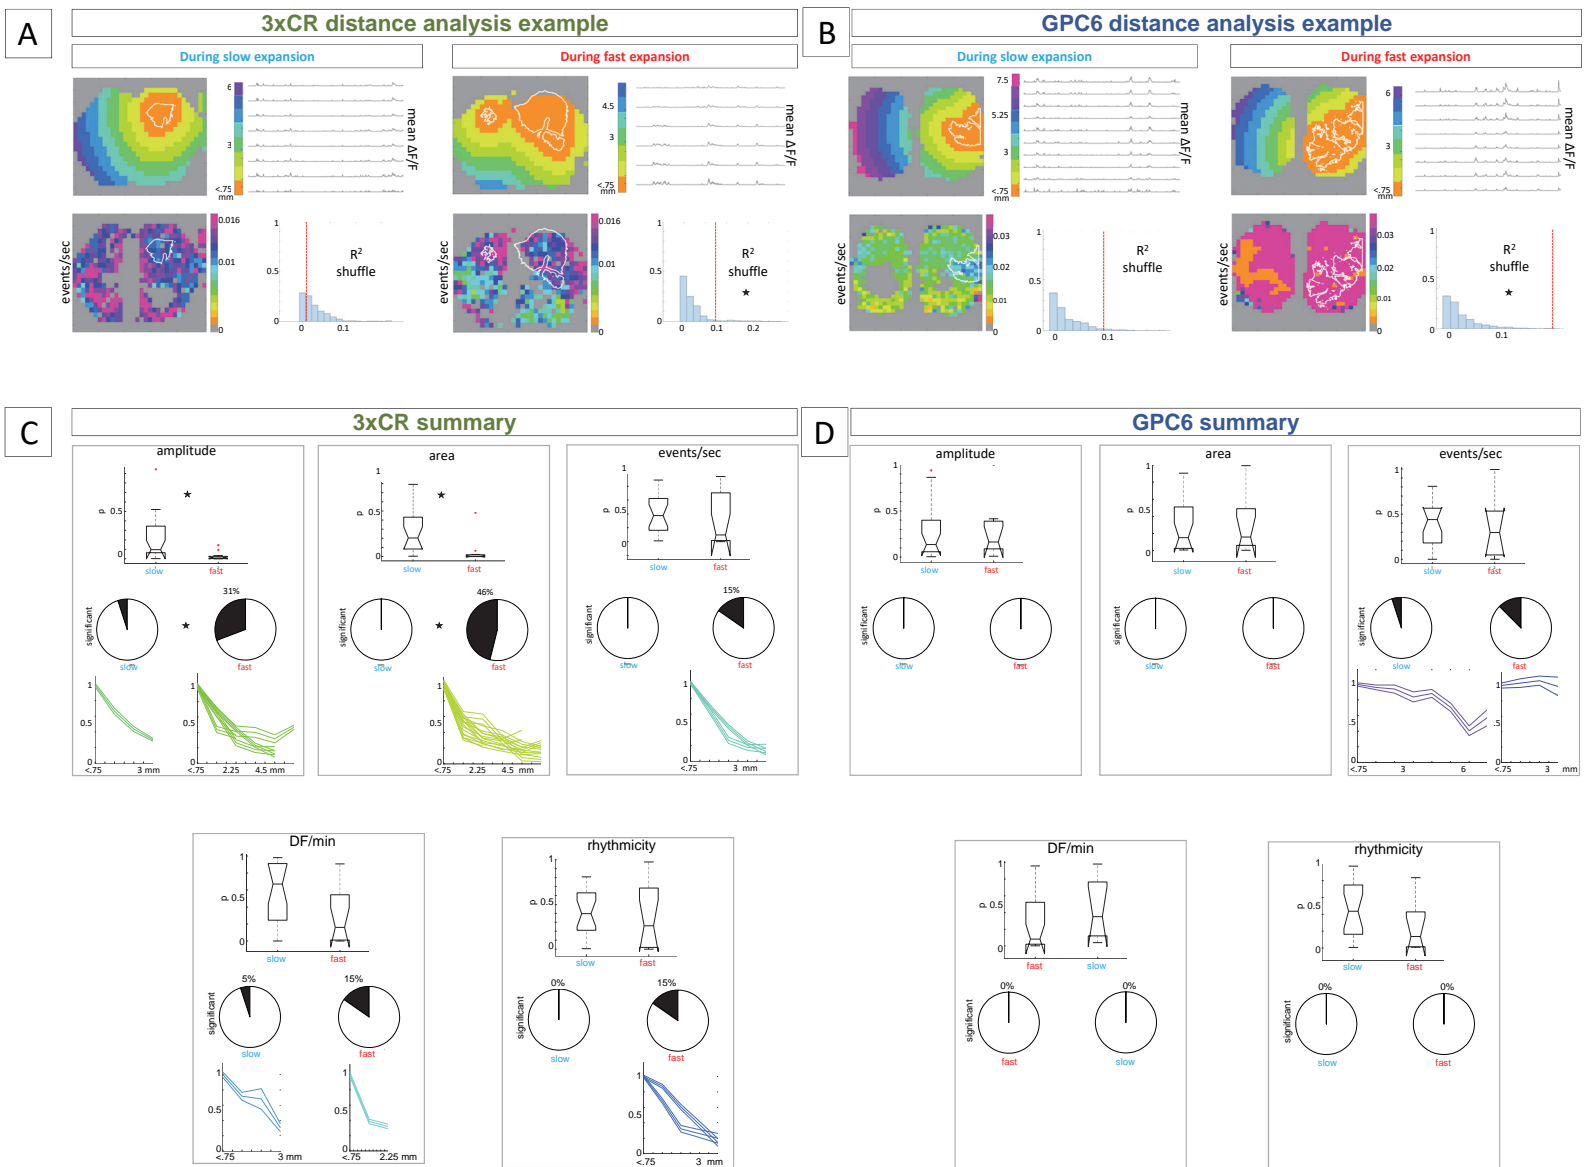

**Supplementary Fig. 8 (Supplement to Figure 5): Aggregate neural activity patterns are significantly elevated when the tumor growth rate exceeds  $10^5\mu\text{m}^2/\text{day}$**

- A) Example of two 3xCR tumor recordings in the same animal at a time point of slow tumor growth rate (4 left panels) and fast growth rate (4 right panels). Top left panel: The distance from the tumor edge was computed for each pixel in the spatially downsampled calcium movies. Distance bands are color-coded in 0.75 mm increments. Top right: The mean  $\Delta F/F$  traces to the right of each distance-band plot depict a 30-sec period of mean quiet spontaneous activity corresponding to the adjacent color scale. Bottom left: To illustrate the approach, each pixel was color-coded according to the mean event rate across the analyzed recording time. Bottom left: neuronal event rates were fitted against distance from the tumor to generate a goodness-of-fit  $R^2$  value. Pixel distances were circularly shuffled 500k times to generate a null distribution of the linear fit  $R^2$  (blue histogram) and to compute the corresponding p-value of the fit significance. (red line in the histogram of the shuffled null distribution,  $p = 0.62$ ). In the example from a fast-growth epoch (same animal) at the right, event rates were significantly higher close to the tumor than farther away ( $p = 0.02$ )).
- B) As in A, here we show example data from a GPC6 tumor animal from a recording during slow tumor growth (4 left panels), and one while growing fast (4 right panels): color-coded distance bands around the tumor, 30 seconds of spontaneous activity corresponding to those distances, color-coded event rate levels for all pixels, and significance of linear goodness-of-fit  $R^2$  with shuffled null distributions.
- C) 3xCR tumor animal recordings with significant relationships between distance and activity pattern metrics were identified using the method shown in A and B. Data from  $n = 6$  animals, 20 recordings under slow tumor expansion, 13 during fast expansion.
- D) GPC6 recordings ( $n=4$  animals) were analyzed as in C. Data are from 20 recordings under slow growth conditions and 8 recordings during fast growth. Note the lack of significant relationships between distance and activity metrics in contrast with the 3xCR recordings. Box plots in C and D center around the median. Non-overlapping notches around the median correspond to groups having different medians at the 95% significance level. The upper and lower bounds of the box are the upper and lower quartile, the whiskers represent non-outlier minimum/maximum.

## Supplementary figure 9 (supplement to figure 6)

**A**

inside the  
tumor margin  
vs control

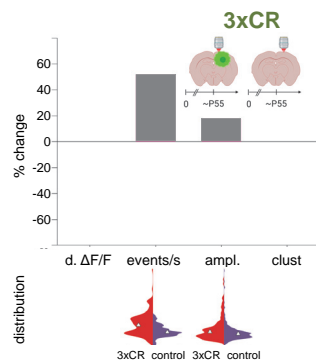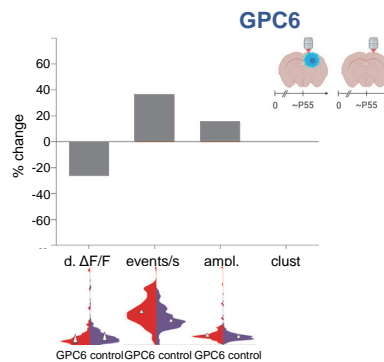

**Supplementary Fig. 9 (supplement to figure 6): neural activity patterns inside both 3xCR and GPC6 tumor margins are qualitatively different than in tumor-free control animals.**

- A) The left panel shows the comparison between neuronal activity parameters inside 3xCR tumor margins versus non-tumor control animals, and the right panel compares activity inside GPC6 tumor margins with controls. The bar graphs were computed by pooling data from several animals in which comparisons were already shown to be statistically significant. Therefore they do not have error bars and are showing the percent change value for each metric directly.

Supplementary figure 10

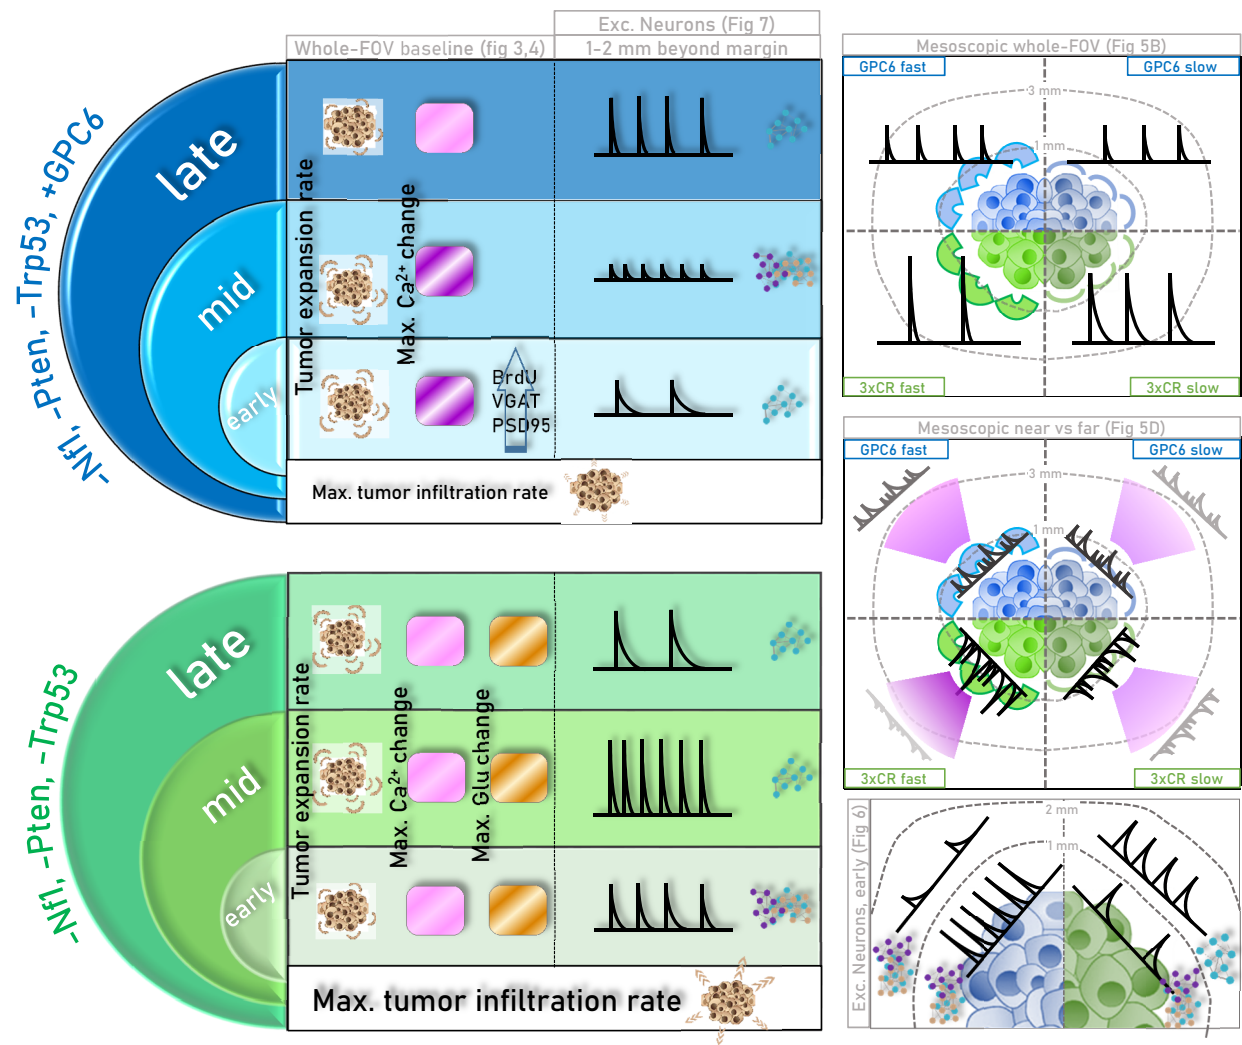

**Supplementary Fig. 10: Schematic cartoon summary of the main findings in this study.**

This schematic cartoon summarizes the main findings of this study in one figure. Each section summarizes results from one or two figures (grey headings). Black activity traces can represent either cellular ( $d\Delta F/F$ ) or mesoscopic ( $\Delta F/F$ ) activity.

Supplementary table 1

| tumor genotype | animal # | sex m/f | reporter     | promoter        | recorded time span (day P) | data used for figures |
|----------------|----------|---------|--------------|-----------------|----------------------------|-----------------------|
| 3xCR           | 10       | m       | AAV-jrGeco   | hsyn            | 54-82                      | 5                     |
| 3xCR           | 15       | f       | AAV-G7f      | hsyn            | 58-107                     | 4,5                   |
| 3xCR           | 18       | m       | AAV-G7f      | hsyn            | 59-94                      | 4                     |
| 3xCR           | 19       | m       | AAV-iGluSnFr | EF1 $\alpha$    | 64-80                      | 4                     |
| 3xCR           | 20       | m       | AAV-iGluSnFr | EF1 $\alpha$    | 69-83                      | 4                     |
| 3xCR           | 21       | m       | AAV-G7f      | hsyn            | 63-129                     | 4,5                   |
| 3xCR           | 22       | f       | AAV-iGluSnFr | EF1 $\alpha$    | 59-93                      | 4                     |
| 3xCR           | 23       | f       | AAV-G7f      | hsyn            | 50-99                      | 4                     |
| 3xCR           | 28       | f       | G6s          | thy1            | 48-125                     | 4,5,7                 |
| 3xCR           | 29       | f       | G6s          | thy1            | 51-83                      | 4                     |
| 3xCR           | 34       | m       | G6s          | thy1            | 63-100                     | 4                     |
| 3xCR           | 37       | m       | G6s          | thy1            | 43-127                     | 7                     |
| 3xCR           | 38       | m       | G6s          | thy1            | 49-111                     | 4,5,6,7               |
| 3xCR           | 40       | f       | G6s          | thy1            | 56-99                      | 4,5,6,7               |
| 3xCR           | 68       | f       | AAV-iGluSnFr | CaMKII $\alpha$ | 46-93                      | 4                     |
| 3xCR           | 79       | m       | AAV-iGluSnFr | CaMKII $\alpha$ | 53-90                      | 4                     |
| 3xCR           | 84       | m       | AAV-G8m      | CaMKII $\alpha$ | 50-64                      | 7                     |
| 3xCR           | 85       | m       | AAV-G8m      | CaMKII $\alpha$ | 43-67                      | 6,7                   |
| 3xCR           | 86       | m       | AAV-G8m      | CaMKII $\alpha$ | 46-71                      | 4,6,7                 |
| GPC6           | 48       | f       | AAV-jrGeco   | hsyn            | 62-141                     | 4,5                   |
| GPC6           | 49       | f       | AAV-jrGeco   | hsyn            | 61-96                      | 4,5                   |
| GPC6           | 51       | f       | AAV-jrGeco   | hsyn            | 62-195                     | 4                     |
| GPC6           | 70       | m       | AAV-G8m      | CaMKII $\alpha$ | 42-70                      | 4,6,7                 |
| GPC6           | 71       | f       | AAV-G8m      | CaMKII $\alpha$ | 40-69                      | 4,5,6,7               |
| GPC6           | 72       | m       | AAV-G8m      | CaMKII $\alpha$ | 42-106                     | 4,5,6,7               |
| GPC6           | 73       | f       | AAV-G8m      | CaMKII $\alpha$ | 41-102                     | 4,5,6,7               |
| GPC6           | 74       | m       | AAV-G8m      | CaMKII $\alpha$ | 35-47                      | 6,7                   |
| GPC6           | 75       | m       | AAV-G8m      | CaMKII $\alpha$ | 42-60                      | 4,6,7                 |

**Supplementary Table 1:**

Here we list all animals used to collect imaging data for this study. We specify tumor genotype, internal animal ID, sex, fluorescent activity reporter type, promoter, postnatal day of first and last recording, and the figure numbers in which data from each animal were included.

# Supplementary material for: Glioblastoma disrupts cortical network activity at multiple spatial and temporal scales
**Source:** Nat Commun. 2024 May 27;15:4503. doi: 10.1038/s41467-024-48757-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Bruker Prairieview 5.63, Matlab 2021a/2021a, WinEDR v3.8.7, pco camware 4.13

Data analysis Matlab 2021a/2023a, R 4.3.1, GEPIA2. Custom Matlab data analysis routines are available on Github/Zenodo (DOI 10.5281/zenodo.10954325)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data for suppl. fig 4: Single cell RNA-Seq analysis of adult and pediatric GBM from publicly available dataset (REF: Neftel et al, Cell 2019, PMID: 31327527); spatial transcriptomic data from publically available dataset (REF: Puchalski et al, Science 2018, PMID: 29748285);  
Data for suppl. fig 5: generated from the GloVis tool (REF: Bowman et al, Neuro-Oncol 2017, PMID: 28031383).  
The RNAseq data (figure 2) is available at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263832>

The raw imaging data that support the findings of this study are available under restricted access for reasons of sensitivity, access can be obtained by contacting the lead author () within 2 weeks upon request. Data are located in controlled access data storage at Baylor College of Medicine. Source data of all graphs in figures are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Human glioma tissue microarrays were provided by Baylor College of Medicine's Pathology and Histology Core without sex and gender information. |
| Reporting on race, ethnicity, or other socially relevant groupings | Human glioma tissue microarrays were provided by Baylor College of Medicine's Pathology and Histology Core without race/ethnicity information. |
| Population characteristics                                         | Human glioma tissue microarrays were provided by Baylor College of Medicine's Pathology and Histology Core without population information.     |
| Recruitment                                                        | Human glioma tissue microarrays were provided by Baylor College of Medicine's Pathology and Histology Core without recruitment information.    |
| Ethics oversight                                                   | Baylor College of Medicine                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based upon previously published variability of assays and sufficient numbers for duplication: Using the same GBM mouse model, 2 previous studies showed significant changes in EEG spiking upon tumor invasion over time; group sizes of 3-5 animals were deemed sufficient (Yu et al, Nature 2020, PMID 31996845; Hatcher et al, JCI 2020, PMID 32250339). Here, each group of animals included at least 4 animals for the 2-photon imaging data, and 5 animals for the widefield imaging data.                                                                                                                                                                                                                                                                       |
| Data exclusions | Chronic imaging data were excluded from animals that died before reaching the time points required for comparative longitudinal analysis of tumor expansion rates and peritumoral neural activity.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | To ensure results were reproducible, data from multiple independent IUE cohorts of 3xCR animals (2 cohorts for 2-photon imaging, 3 cohorts for widefield imaging), and GPC6 tumor animals (2 cohorts for all imaging data) were included for statistical comparisons. Animals with the same tumor genotype showed similar results regardless of which cohort they originated from. The detailed table in the supplementary material lists numbers of animals were used to replicate results for each figure.                                                                                                                                                                                                                                                                             |
| Randomization   | Each IUE cohort consisted of ~50% more animals than were recorded from, and experimental mice were chosen randomly. For analysis of neuronal activity, neurons from larger FOVs were chosen randomly to assure each animal was represented by the same number of cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Analysis of human transcriptomics, survival, ISH, gene ontology data: Blinding of the authors does not apply as the underlying source data originated either from publicly available datasets or images provided by the Baylor College of Medicine Pathology and Histology Core. Mouse survival, IHC, and RNAseq data: Blinding was not feasible due to the nature of the multi-step experimental protocols that did not allow for de-identified tracking of samples. Imaging data: For mouse in vivo data acquisition, blinding was not possible because longitudinal imaging experiments using the two tumor genotypes were run in separate cohorts due to logistical constraints concerning both acquisition and analysis, however data were universally analyzed in an unbiased way. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

rat anti-BrdU (BUI/75 (ICRI), 1:200; abeam, en: ab6326, In : GR3269246-I), mouse anti-gephyrin (1:500; Synaptic Systems, en: 147011, In : 1-64), rabbit anti-GFP (1 :1,000; ThermoFisher, A-11122), mouse anti-PSD95 (7E3-1B8, 1:500; ThermoFisher, en : MA1-046, In: LII47875), guinea-pig anti-VGAT (1 :500; Synaptic Systems, en: 131004, In: 2-41), guinea-pig anti-VGLUT1 (1:2,000; Millipore, en : AB5905, In: 3193844). We used species-specific secondary antibodies tagged with Alexa Fluor 488,568, or 647 (1 :1,000, ThermoFisher) for immunofluorescence.

## Validation

The following URLs are the validation statements provided by each manufacturer/distributor of the antibodies used in this study. In addition, included are the product pages of each of the antibodies which include a list of references where the product was used in a peer-reviewed study.

ABCam: <https://www.abcam.com/primary-antibodies/how-we-validate-our-antibodies>

Synaptic Systems: <https://sysy.com/resources/antibody-validation>

ThermoFisher: <https://www.thermofisher.com/us/en/home/life-science/antibodies/invitrogen-antibody-validation.html>

Millipore: <https://www.emdmillipore.com/US/en/life-science-research/antibodies-assays/antibodies-overview/Antibody-Development-and-Validation/cFOb.qB.8McAAFOb64qQvSS.nav>

rat anti-BrdU (BUI/75 (ICRI), 1:200; abeam, cn: ab6326, In: GR3269246-I),  
<https://www.abcam.com/products/primary-antibodies/brdu-antibody-bu175-icr1-proliferation-marker-ab6326.html>

mouse anti-gephyrin (1:500; Synaptic Systems, cn: 147011, In: 1-64),  
<https://sysy.com/product/147011>

rabbit anti-GFP (1 :1,000; ThermoFisher, A-11122),  
<https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-11122>

mouse anti-PSD95 (7E3-1B8, 1:500; ThermoFisher, cn :MA1-046, In: LII47875),  
<https://www.thermofisher.com/antibody/product/PSD-95-Antibody-clone-7E3-1B8-Monoclonal/MA1-046>

guinea-pig anti-VGAT (1 :500; Synaptic Systems, cn: 131004, In: 2-41),  
<https://sysy.com/product/131004>

guinea-pig anti-VGLUT1 (1:2,000; Millipore, cn: AB5905, In: 3193844).  
<https://www.sigmaaldrich.com/US/en/product/mm/ab5905>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

CD-1 and C57-BL6 background mice were housed at 21 deg Celsius under a 12h/12h on/off light cycle. Humidity in the vivarium was set to 45%. See supplementary table 1 for precise age ranges during recording for each animal used in the imaging study.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

Animals of both sexes were used in the study; sex was not a factor in experimental design and was not considered in random animal assignments to experimental groups.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

Baylor College of Medicine IACUC

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

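Endpoint tumors of a mouse glioma model were studied by bulk RNA-Seq, 3 tumors of the 3xCR group and 4 of the GPC6 group, 1 library per brain. Groups and replicate numbers were taken from the sample labels, which carry replicates 2, 3 and 4 for 3xCR and 1 to 4 for GPC6. The labels and the paper name no batch, litter or day for these libraries. The paper states that animals of both sexes were used, and neither it nor the labels give the sex of the animal behind each library. The labels and the paper also differ in the amount of RNA used per library and in the extraction kit, and neither entered a calculation.

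The authors aligned the reads to mm10 with STAR, built the count matrix with Rsamtools and GenomicFeatures, and normalized it with DESeq2. The deposited values are these counts divided by a size factor per library, a normalized signal per gene on a linear scale, with 7 columns of which all were used (0 further columns per sample were present). Division by a size factor assumes that most genes do not change. It carries no correction for gene length, and the counting rule for reads that fit several genes is not stated. The table holds 19282 entries. Of these, 25 had names that a spreadsheet had turned into dates, so that they name no gene; they held 0.254% to 0.361% of the reads of a library and were left out, which leaves 19257 genes. Symbols were matched to the GENCODE annotation of GRCm38, with 96.0% of the genes matched.

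Whole reads were recovered by finding the value of 1 read in each library. All values (100%) came within 0.01 of a whole number of reads, with a largest deviation of 3.24e-05. The libraries held between 7197692 and 18879762 reads on genes with a median of 10566182, and 13976 to 15147 genes had at least 10 reads. The 20 most abundant genes took 9.01% to 11.1% of the reads in the 3xCR libraries and 6.13% to 7.27% in the GPC6 libraries (two-sided exact permutation test, p = 0.057). The smallest library limits what can be seen of a gene with few reads, since a count of 0 there allows 4.64 normalized counts.

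The comparison of GPC6 with 3xCR tumors, the thresholds, the gene lists and the rule for the genes named in the text were fixed before the data were examined. So were 24 alternatives for the fit across genes and 3 for the test of gene lists. The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a moderated variance that follows the mean, over the 14782 genes with a mean normalized count of at least 10, two-sided and with Benjamini-Hochberg adjustment. A count test was not used for the main result because the values were deposited after normalization. On the recovered reads, edgeR 4.0.16 (quasi-likelihood test), DESeq2 1.42.0 (Wald test) and limma voom were run as alternatives. Further alternatives were pseudocounts of 0.5 and 5, no filter or a filter at a mean of 50, scaling to an equal total or upper quartile, the variance without a trend or with a robust trend, weights per library (arrayWeights), leaving out each library in turn, a block for the replicate number, the pan-neuronal list score as a covariate, and removal of the trend with gene length and GC content within each library. The alternative with DESeq2 had not said which genes it would cover. It was run on all genes with a read after a trial had been seen, and 3 further DESeq2 fits were added after seeing the data: without independent filtering and Cook's cutoff, with the size factors of the authors, and on the 14782 genes of the limma test.

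The genes named in the text were the 5 of largest increase and the 5 of largest decrease at an adjusted p under 0.05 whose groups did not overlap, filled up by smallest unadjusted p where fewer passed. Added to these were the genes the paper names, targets or stained, and from each list, where an example was needed, the gene of highest mean and those of largest and smallest log2 fold change. Met, Rn45s, Lars2, Mki67, Xist, Oxt and the Y-linked genes were chosen after their values were seen. Lists were written by hand for 6 synaptic and neuronal classes (pan-neuronal, excitatory synapse, inhibitory synapse, synaptic vesicle release, voltage-gated potassium channels, epilepsy genes), for cell types (oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, macrophages and monocytes, T cells, endothelial cells, mural cells, ependymal cells, choroid plexus, erythrocytes, proliferating cells), for neurons of 4 brain regions (cortex, striatum, hypothalamus, thalamus) and for immediate early genes, glutamate handling, glypicans, p53 targets, the stained proteins and sex-linked genes. A list of RNAs without a poly(A) tail was added after Rn45s had been seen. Lists were tested with fry of limma, and as alternatives with camera (a preset correlation of 0.01, or the correlation estimated for each list) and with an exact permutation test of the list's mean z-score. Single values per library were compared with two-sided exact permutation tests, for which 3 libraries against 4 allow 35 arrangements and no p below 0.057. The limma fit with equal weights and with library weights, the first DESeq2 fit and fry over the lists of cell types and regions were repeated for the 35 ways of splitting the 7 libraries into 3 and 4.

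The fits were tested on simulated data, reads drawn for the 14782 genes from the means and depths of these libraries with 200 genes changed by known amounts. Each gene was drawn independently, so the simulation holds no shift shared by many genes of a library. The simulated comparison was of 4 libraries with 3. It was made with the dispersion, the spread of a gene's reads between libraries, as estimated and with a lower one. With the dispersion as estimated, limma called 58% of the changed genes at an adjusted p under 0.05 together with 7 unchanged genes. There edgeR called 59% with 3, voom 55.5% with 5, limma with library weights 58% with 7 and DESeq2 73% with 58. With the lower dispersion limma called 83% with 8 unchanged genes, edgeR 85% with 9, voom 82.5% with 9, limma with library weights 83% with 8 and DESeq2 90.5% with 54.

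Target sequences of the guides were searched by exact match, on both strands, in the protein-coding transcripts of their own gene. The matches were placed in GRCm38 by the exon positions, and the rest of the genome was not searched. Enrichr and its databases were not used here, and no ontology analysis was run. The source table of the heatmap holds 1916 genes where the paper gives 1917, so no overlap with it was tested. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The paper's imaging, survival, staining and human data were not analysed here. Results for some genes are not reported here.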

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

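All tests of explanations in this part were chosen after the values had been seen. Among the 4 GPC6 libraries a value was singled out when its gap to the nearest other library, divided by the range of the 4, exceeded the 95% critical value of Dixon for 4 samples. For genes the gap and the range were taken on log2(normalized count + 1), while the values given below are normalized counts. Of 115 quantities looked at, which share genes and libraries and are not independent, 10 met this, where chance gives about 5.75. The chance value does not hold for genes chosen after their values were seen. Rn45s, Lars2 and Mki67 are such genes among the 10, and Rn45s entered both as a count and as a share. The 3xCR group has 3 libraries and was not examined in this way.

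GPC6 replicate 1 accounted for 8 of the 10. It had the highest normalized counts among the GPC6 libraries of Ttr (11813, against 10.9 to 31.9 in the other three, with 129, 3240 and 1840 in 3xCR replicates 2, 3 and 4), Agt (2659, against 355 to 485), Rn45s (154424) and Lars2 (36426), and the lowest of Mki67 (130, against 1357 to 1586) and Aif1 (218, against 688 to 842). Its T cell list score was -1.24 and its Rn45s share 1.39% of reads. Depth is an unlikely explanation for a count of 11813 against 31.9, although this library is the shallowest, because the values are normalized and the counts of Ttr and Mki67 move in opposite directions. A candidate explanation for the high Ttr is tissue of another brain region in this sample. The hypothalamic neuron list score was 4.06 in this library and at most 0.88 in the others, the choroid plexus score was 2.90 and the ependymal score 1.87, each the highest of the 7 libraries though 3xCR replicates 3 and 4 had choroid plexus scores of 2.02 and 1.13, and Avp and Oxt had 541 and 428 normalized counts, against at most 7.10 and 2.66 in the other 6. Avp and Oxt are abundant in the hypothalamus, and Ttr is the most abundant gene of the choroid plexus list. These genes belong to the lists themselves. Without Ttr the choroid plexus score was 2.57 in this library and at most 1.82 in the others, and without Avp and Oxt the hypothalamic score, then over 3 genes, was 2.17 here and at most 1.18 in the others. A candidate explanation for the low Mki67 is a low share of tumor cells. As Mki67 belongs to the proliferation list, the score was taken over its other 26 genes, and it was -2.77 in this library and at least -0.15 in the others, while the pan-neuronal score of 2.22 was the highest of the 7. A slower division of the tumor cells themselves would give the same proliferation score and was not tested. Neither explanation was tested for Aif1, the T cell list, Rn45s or Lars2.

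GPC6 replicate 3 had an endothelial list score of 0.50, against -0.081 to 0.014 in the other GPC6 libraries, and GPC6 replicate 4 had 44.2 normalized counts of Kcnd1, against 95.8 to 105. The 3xCR libraries ranged from -0.85 to 0.33 in the endothelial score, so their range did not reach the first value, and from 67.0 to 87.7 in Kcnd1. No technical or biological explanation was tested for these, and about 5.75 such values are to be had by chance.

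Y-linked genes, which the paper does not discuss, stood out in 2 libraries of the GPC6 group. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty was 1218 normalized counts in GPC6 replicate 1 and 1675 in GPC6 replicate 2. It was 0 in GPC6 replicates 3 and 4 and in 3xCR replicates 3 and 4, and 1.10 (2 reads) in 3xCR replicate 2. Xist had 1.55 and 4.94 normalized counts in GPC6 replicates 1 and 2 and between 1461 and 3967 in the other 5 libraries. Depth does not account for this, as the values are normalized and GPC6 replicate 1, with the smallest number of reads, had 788 reads of the 4 genes against at most 2 in any library other than these. The sex of the animals is not given in the labels, none was assigned from these values, and no biological explanation was tested. If these reads mark the sex of the animals, the groups were unbalanced for it, as both libraries with them are of the GPC6 group. No fit took this into account.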

How the results depend on the processing

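The 3 further fits with DESeq2 (without independent filtering and Cook's cutoff, with the authors' size factors, and on the genes of the limma test) were chosen only after results had been seen, as was the gene set of the first DESeq2 fit. All other alternatives were planned. In total 27 alternatives were run for results of the fit across genes and 21 for the gene lists, among them the libraries numbered 2, 3 and 4 alone, which is the same fit as leaving out GPC6 replicate 1. For the changes below the cause was not tested, except where an alternative uses fewer libraries or genes.

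The count of 0 genes at an adjusted p under 0.05 by limma (689 at an unadjusted p under 0.05) stayed at 0 under 22 of the 27 alternatives. Library weights gave 1962 genes, DESeq2 4, DESeq2 with the authors' size factors 4, DESeq2 without independent filtering and Cook's cutoff 9, and DESeq2 on the genes of the limma test 9. The weights were 8.71 for 3xCR replicate 3 and 4.47 for GPC6 replicate 3 and between 0.301 and 0.849 for the other 5 libraries, so the weighted fit rests mainly on 1 library of each group. Leaving out each library in turn gave 0 genes each time.

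The 689 genes at an unadjusted p under 0.05 became 5105 with library weights, 1853 with DESeq2, 1921 without its filtering and Cook's cutoff, 1854 with the authors' size factors, 1793 on the genes of the limma test, and 349 with the pan-neuronal score as a covariate. Under the other alternatives with all 7 libraries the count lay between 499 (voom) and 1004 (edgeR with the authors' size factors). Single libraries decided it too. It was 121 without 3xCR replicate 4, 377 without 3xCR replicate 3, 384 without GPC6 replicate 3, 468 without GPC6 replicate 1, 1134 without 3xCR replicate 2, 1159 without GPC6 replicate 4 and 1399 without GPC6 replicate 2. The 50 genes at a fold over 1.5 and p under 0.01 became 90 with no filter on low values, which tests more genes, 2125 with library weights, and 541, 576, 535 and 516 in the 4 DESeq2 fits in the order given above for 1853 to 1793. Without single libraries they ranged from 10 (without 3xCR replicate 4) to 197 (without GPC6 replicate 2), and were 25 without 3xCR replicate 3 and 96 without 3xCR replicate 2.

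Among the genes at an unadjusted p under 0.05, the share that was higher in GPC6 was 58.8%. It fell below 50% with scaling to an equal upper quartile (45.7%), with voom (42.9%), with the pan-neuronal score as a covariate (19.5%), and without 3xCR replicate 3 (44.6%), 3xCR replicate 4 (46.3%), GPC6 replicate 1 (43.2%, the same fit as the libraries numbered 2, 3 and 4 alone) or GPC6 replicate 3 (38.3%). The highest share without a single library was 66.2%, without GPC6 replicate 2. Scaling to an equal total gave 68.0%, DESeq2 69.8%, and 69.8% on the genes of the limma test.

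Gpc6 kept a higher level in GPC6 under all 27 alternatives, with log2 fold changes of 2.20 to 3.65 and adjusted p from 0.0280 to 1.00. It passed an adjusted p of 0.05 with library weights (3.57, adjusted p = 0.0290), in DESeq2 without independent filtering and Cook's cutoff (3.64, adjusted p = 0.0495) and in DESeq2 on the genes of the limma test (3.65, adjusted p = 0.0280). It did not pass in DESeq2 as first run (3.64, adjusted p = 0.0632).

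The 6 synaptic and neuronal lists kept a higher median in GPC6 under all 21 alternatives. None of the lists passed fry at an adjusted p under 0.05 in limma over all 7 libraries (adjusted p = 0.161), and 6 passed with library weights, where the medians were 2.09 (pan-neuronal), 2.08 (excitatory synapse), 1.70 (inhibitory synapse), 2.08 (synaptic vesicle release), 1.47 (potassium channels) and 1.71 (epilepsy genes), with adjusted p of 0.0118 to 0.0130. All 6 passed as well under camera with the preset correlation (medians unchanged by construction at 1.63, 1.75, 1.75, 1.68, 1.55 and 1.60), and none did with the correlation estimated for each list. The exact permutation test of the z-score, also among the 21, allows no p below 0.057 here, so it could not pass any list. Without GPC6 replicate 1 the pan-neuronal median was 1.01 and the excitatory median 1.17, and without single libraries no list passed. Among the 15 lists of cell types and regions, 0 passed in limma over all 7 libraries, 1 with library weights and 1 without GPC6 replicate 1, the microglia list both times, and 6 under camera with the preset correlation. Without each other library in turn 0 passed.

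Deviations from the group means correlated with r of -0.19, 0.12 and 0.30 between libraries of the same replicate number, for the numbers 2, 3 and 4. Libraries of unlike number were not compared in this way, so these values neither show nor exclude a pairing by number. With the replicate block the libraries 2, 3 and 4 of both groups gave 0 genes at an adjusted p under 0.05, 688 at an unadjusted p under 0.05 (47.1% higher) and 60 at a fold over 1.5 and p under 0.01. Both with the block and without it, these 6 libraries gave opposite signs to limma over all 7 libraries for Pvalb (-0.12), Stmn2 (-0.48), Kcnd1 (-0.023) and Mki67 (0.29) and for the medians of the astrocyte (-0.16), thalamic neuron (-0.14) and proliferation (0.29) lists, none of them past a threshold. As GPC6 replicate 1 is absent from both, these signs come with its removal.

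Of the 47 genes followed through the alternatives, 15 changed sign in at least 1. The values of opposite sign all had an adjusted p above 0.05, as had these genes in limma over all 7 libraries with equal weights, but Ttr (-5.91), Dlg4 (1.81) and Camk2a (3.11) passed 0.05 with library weights. Of the 47 genes, 27 passed an adjusted p of 0.05 in at least 1, of which 26 did so with library weights and 8 in a DESeq2 fit. With the pan-neuronal score as a covariate the log2 fold changes of Dlg4 (-0.15), Slc17a7 (-0.95), Camk2a (-0.14), Slc1a2 (-0.61), Kcnd1 (-0.13), Pvalb (-0.94), Agt (-0.29) and Oxt (-1.04) became negative and that of Mki67 positive (0.68), which for neuronal genes follows from the covariate itself. Library weights reversed Gria4 (-0.12), Nf1 (-0.34) and Pcdh19 (0.78) and the medians of the mural (0.15) and oligodendrocyte precursor (-0.22) lists. After removal of the length and GC trend Nf1 (-0.043) and Kcnd1 (-0.0078) were below 0. An equal upper quartile put the thalamic neuron median at -0.0079. Ttr, at -3.20 in limma, was 0.77 in both edgeR fits, 0.78 in DESeq2 with and without its filtering, 0.77 with the authors' size factors and 0.80 on the genes of the limma test, because a mean of counts follows the 1 library with 11813 counts and a mean of log2 values does not.

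Without single libraries the following changed sign, with their lowest and highest log2 fold change: Trp53 -0.29 to 0.59, Pvalb -0.12 to 1.49, Stmn2 -0.48 to 1.38, Gria4 -0.12 to 0.60, Slc1a2 -0.0065 to 1.73, Kcnd1 -0.023 to 0.39, Pcdh19 -0.57 to 0.19 and Mki67 -0.91 to 0.29. So did the medians of the astrocyte (-0.28 to 0.89), oligodendrocyte precursor (-0.36 to 0.47), macrophage and monocyte (-1.73 to 0.072), endothelial (-0.13 to 0.53), mural (-0.52 to 0.072), ependymal (-1.09 to 0.0031), proliferation (-0.91 to 0.29) and thalamic neuron (-0.14 to 0.37) lists. The other 7 cell type and region lists kept their sign under all 21 alternatives, several of which leave the medians the same by construction.

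Depth limits genes with few reads most, as 1 read is worth 0.548 normalized counts in the deepest library and 1.55 in the shallowest. With every library thinned to 7197692 reads, the log2 fold change of a tested gene moved by a median of 0.031 and by at most 1.01. The log2 fold change rose with exonic length across genes (r = 0.217 over 14281 genes, which are not independent replicates) and hardly with GC content (r = 0.029).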

Differences from the paper's values

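The 3 DESeq2 fits beyond the first named here were chosen only after results had been seen. The paper reports 1917 differentially expressed genes at a p value under 0.05, and limma on the deposited values found 689 at an unadjusted p under 0.05. Of the 24 alternatives set before the data were examined, of which the libraries numbered 2, 3 and 4 alone give the same fit as leaving out GPC6 replicate 1, the count lay within 1.5 times the paper's in 2, DESeq2 (1853) and limma without GPC6 replicate 2 (1399), and outside it in 22, which ran from 121 without 3xCR replicate 4 to 5105 with library weights. The fits chosen after seeing the values gave 1921 without independent filtering and Cook's cutoff, 1854 with the authors' size factors and 1793 on the genes of the limma test. How many of the paper's genes each fit leaves out was not counted, as the source table of the heatmap holds 1916 genes, 1 fewer than the paper gives.

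The paper reports 1350 genes as upregulated in GPC6 tumor brains, and limma found 405 higher at an unadjusted p under 0.05. The same 2 of the 24 alternatives lay within 1.5 times the paper's value, DESeq2 (1293) and limma without GPC6 replicate 2 (926), and the other 22 lay outside it, from 56 without 3xCR replicate 4 to 2718 with library weights. The DESeq2 fits chosen after seeing the values gave 1308, 1255 and 1252 in the order above.

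The paper states that the leading ontology categories of its genes concerned synapses, neurons and seizures. The medians of the 6 lists of such genes were higher in GPC6, by 1.55 to 1.75 on the log2 scale, and fry called none of the 6 at an adjusted p under 0.05 (0.161). They passed with library weights and under camera with the preset correlation of 0.01.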

Other observations

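The comparisons of counts by limma with equal weights over other splits of the libraries were planned. So were the tests of non-tumor tissue, of a single library carrying the neuronal difference and of depth across libraries. The hand-written lists and their set tests were fixed before the data were examined, except for the list of RNAs without a poly(A) tail. The choice of the genes the paper names was fixed then as well. All other tests in this part were chosen only after the result had been seen. The limits that separate their outcomes were set when part of the values was known.

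Other splits of the 7 libraries into 3 and 4 gave as many genes as the real one in several cases. Of the 35 splits, the real one included, 11 gave at least 689 genes at an unadjusted p under 0.05, 11 gave at least 1853 by DESeq2, 24 gave at least the 4 genes that DESeq2 called at an adjusted p under 0.05 (median 12, maximum 1289), and 10 gave at least 1962 genes at an adjusted p under 0.05 with library weights. Across the splits the limma count at an unadjusted p under 0.05 ran from 51 to 2857 with a median of 526. Chance cannot be excluded for these counts. For limma at an adjusted p under 0.05 the comparison tests nothing, as the count was 0 in the real split and in all 35. In the simulated data limma called 58% of changed genes at this number of libraries with the dispersion as estimated, and 83% with a lower one. Simulated genes were drawn independently, whereas the first principal component of the real libraries held 54.8% of the variance. These rates therefore do not give the power in the real libraries.

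The higher level of neuronal and synaptic genes in the GPC6 libraries has several open explanations. The mean of the 6 list medians (1.66) was matched or exceeded by 7 of the 35 splits, so chance cannot be excluded. Depth is argued against, as the pan-neuronal score did not follow the reads per library (Spearman's rho = -0.036, exact permutation p = 0.963, Pearson's r = -0.16, exact permutation p = 0.817, n = 7; r = 0.62 without the 2 libraries farthest from the median depth) and the pan-neuronal median was 1.62 with every library thinned to 7197692 reads. Whether 1 or 2 libraries carry the difference stays open. The difference in pan-neuronal score was 1.51 over all libraries and 0.983 without GPC6 replicate 1 (pooled SD 0.986), but leaving out the library with the highest score lowers the difference whatever its cause, and no pair of libraries was left out. A larger share of non-tumor brain tissue in the GPC6 samples cannot be told apart from a change in neurons. The pan-neuronal minus oligodendrocyte score was 0.89 ± 1.69 (SD, n = 4) in GPC6 and -1.19 ± 0.81 (SD, n = 3) in 3xCR libraries (two-sided exact permutation test, p = 0.171). This test allows no p below 0.057 here, so it could not decide. GPC6 replicate 1 had the highest pan-neuronal (2.22) and the lowest proliferation score (-2.78), which goes with more non-tumor tissue in that library. GPC6 replicate 3, next in pan-neuronal score (1.36), had a proliferation score of 0.34, within the 3xCR range of -0.15 to 0.88. An effect of GPC6 on neurons or synapses stays open and was not tested apart from these.

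The library labelled GPC6 replicate 2 had 263 normalized counts of Gpc6, near the 3xCR libraries. A low share of tumor cells in it is argued against by its proliferation score of 0.469, within the range of GPC6 replicates 3 and 4 (0.34 to 1.03), and by its pan-neuronal score, the lowest of the GPC6 group. Its nearest library by correlation over tested genes was 3xCR replicate 2 (r = 0.951), and the nearest of GPC6 replicates 3 and 4 were 3xCR libraries as well. After that was known, 200 genes that separate the groups in the other 6 libraries were tested, and 21.5% of them placed this library nearer to the other GPC6 libraries. The same test placed 36% to 78.5% of genes on the labelled side for the other 6 libraries, with 3 of these below 50%, so that a wrong label and a tumor that had lost or never strongly expressed the transgene cannot be told apart. GPC6 replicate 1 had 675, below GPC6 replicates 3 and 4 (3434 and 5084). Its low Gpc6 is consistent with a low share of tumor cells, as its proliferation score was -2.78.

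Rn45s took 2.50 times the share of reads in 3xCR libraries that it took in GPC6 libraries, with no overlap between the groups. Those of the 20 most abundant genes other than Rn45s also took a larger share in 3xCR (6.50% to 8.46%) than in GPC6 libraries (5.16% to 6.30%, two-sided exact permutation test, p = 0.057), and no explanation was tested for these. More proliferation in 3xCR tumors is argued against, as 3 of the 4 GPC6 libraries had proliferation scores within or above the 3xCR range and a low Rn45s share. A less complete selection of poly(A) RNA in the 3xCR libraries may contribute but stays undecided. A list of 12 RNAs without a poly(A) tail was summed in each library, and the sum in RPM was 14.8 ± 6.33 (SD, n = 3) in 3xCR and 6.91 ± 1.88 (SD, n = 4) in GPC6, a fold of 2.14 (two-sided exact permutation test, p = 0.114). Only Rmrp and Rpph1 had at least 70 reads over the 7 libraries. For these RNAs a difference in library preparation and the genotype cannot be told apart, and no batch is named for the libraries.

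Of the 15 lists of cell types and regions, microglia had the smallest p in fry. The median log2 fold change of 14 genes was -0.75 (fry p = 0.00453, adjusted p = 0.0680), 13 of 14 genes were lower in GPC6, and the list scores of 0.28 to 0.55 in 3xCR did not overlap with -0.53 to -0.055 in GPC6 (two-sided exact permutation test, p = 0.057). The adjusted p ranged from 1.0e-06 under camera with the preset correlation to 0.429 in the exact permutation test of the z-score. That exact permutation test allows no unadjusted p below 0.057 here, so it could not pass the list. Of the 35 splits only the real one (1 of 35) reached a median of this size, but the list was singled out among 15 after the values were seen. In 3 of the 35 splits, the real one included, the smallest fry p among the 15 lists was as small, so that chance cannot be excluded. Dilution by neuronal tissue as the whole cause is argued against, as the difference in score was -0.609 (95% confidence interval -1.09 to -0.13) with the pan-neuronal score in the fit, against -0.70 without it. A hypothesis is that GPC6 tumors held fewer microglia at the endpoint, and a difference in library preparation was not tested for these genes.

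In GPC6 replicate 4 the genes of chromosome 3 were shifted upward together. The log2 values were compared with the median of the other 6 libraries and centred on the median of all autosomal genes with a mean normalized count of at least 50. The median of 589 genes of chromosome 3 was then 0.52, 78.8% of them were above 0, and this was the largest of 133 combinations of library and autosome, followed by -0.41 for chromosome 12 of the same library. A bias with GC content or gene length is argued against, since the shift was 0.461 after their trend was removed, against an SD of 0.168 over the other autosomes. A few genes or 1 cluster are argued against, since the smallest median among 4 stretches of the chromosome with about equal numbers of genes was 0.479. A gain of chromosome 3 in many cells of this tumor is a candidate explanation that was found and tested in the same data. A change from 2 to 3 copies in all cells would give about 0.58 against libraries with 2 copies. No DNA was analysed here.

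Met had 4246 and 1479 normalized counts in 3xCR replicates 2 and 4 and at most 130 in the other 5 libraries, a log2 difference of 4.74 between these 2 and the others. An amplification that reaches its neighbours is argued against, as the largest difference among 8 genes within 1 Mb was 1.61 (Tes), and those on either side, Cav1 and Capza2, had -0.57 and 0.033. An amplification of Met alone, or its activation in these tumors without a copy change, could remain and was not tested.

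RNA of the proteins that the paper stained at P30 was measured here in endpoint tumors, which are other samples. The log2 fold changes were 1.18 for Dlg4 (PSD95), 2.95 for Slc17a7 (vGlut1), 0.38 for Gphn (gephyrin) and 2.85 for Slc32a1 (Vgat), with two-sided exact permutation p of 0.286, 0.229, 0.400 and 0.114, and a limma adjusted p of 0.730 to 0.764. Of the other genes the paper names, Gpc3 had 1.74 (exact permutation p = 0.114) and Pvalb 0.62 (exact permutation p = 0.629). The paper reports more BrdU incorporation in GPC6 tumors. The proliferation list of endpoint tumors had a median log2 fold change of -0.52 (exact permutation test of the list score, p = 0.971) and 0.29 without GPC6 replicate 1.

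The other lists of cell types and regions did not pass fry (adjusted p = 0.779 to 0.857). Their median log2 fold changes were -0.66 for oligodendrocytes, 0.067 for oligodendrocyte precursors, 0.42 for astrocytes, -0.50 for macrophages and monocytes, -1.23 for T cells, 0.35 for endothelial cells, -0.30 for mural cells, -0.39 for ependymal cells, -1.63 for choroid plexus, 1.74 for cortical excitatory neurons, 1.76 for striatal neurons, 2.16 for hypothalamic neurons (5 of 14 genes tested) and 0.043 for thalamic neurons. The median and mean of the list differed in sign in none of them. Only 1 of 5 erythrocyte genes was tested, Alas2 (-0.86), so that list was not tested as a set. Further lists had medians of 0.36 for immediate early genes, 0.41 for glutamate handling, 0.33 for glypicans, -0.26 for p53 targets, 2.01 for the stained proteins and 3.95 for sex-linked genes, with a fry p in these 6 lists of 0.143 to 0.522 and an adjusted p of 0.279 to 0.522. The sex-linked value carries no interpretation, since the Y-linked genes were at or near 0 in the 3xCR libraries. The RNAs without a poly(A) tail had a median of -1.11 over the 2 genes tested (fry p = 0.0304; two-sided exact permutation test of the list score, p = 0.057).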
